# Cell cycle-driven transcriptome maturation confers multilineage competence to cardiopharyngeal progenitors

**DOI:** 10.1038/s44318-025-00613-y

**Published:** 2025-11-03

**Authors:** Yelena Y Bernadskaya, Ariel Kuan, Andreas Tjärnberg, Jonas Brandenburg, Ping Zhang, Keira Wiechecki, Nicole Kaplan, Margaux Failla, Maria Bikou, Oliver Madilian, Noah Bruderer, Wei Wang, Lionel Christiaen

**Keywords:** Cell Cycle, Gene Regulation, Multipotency, Heart, Oriented Cell Division, Chromatin, Transcription & Genomics, Development, Stem Cells & Regenerative Medicine

## Abstract

During development, stem and progenitor cells divide and transition through multipotent states to generate the diverse cell types by undergoing defined changes in biomolecular composition, which underlie the progressive loss of potency and acquisition of lineage-specific characteristics. For example, the cardiac and pharyngeal muscle programs are jointly primed in multipotent cardiopharyngeal progenitors, and segregate in distinct daughter cells only after cell division. Here, using the tunicate Ciona, we showed that multipotent cardiopharyngeal progenitors acquire the competence to produce distinct *Tbx1/10* (+) and (−) daughter cells shortly before mitosis, which is necessary for *Tbx1/10* activation. By combining transgene-based sample barcoding with single-cell RNA-sequencing (scRNA-seq), we uncovered transcriptome-wide dynamics in migrating cardiopharyngeal progenitors as cells progress through G1, S, and G2 phases. We refer to this process as “transcriptome maturation”, and identified candidate mature genes, including the Rho GAP-coding gene *Depdc1b*, which peaks in late G2. Functional assays indicated that transcriptome maturation fosters cardiopharyngeal competence, in part through multilineage priming and by enabling asymmetric cell division that influences subsequent fate decisions, illustrating the concept of “behavioral competence”. We show that both classic regulatory circuits and coupling with the G1-S transition drive transcriptome maturation, ensuring the timely deployment of lineage-specific programs.

## Synopsis

During development, multipotent cardiopharyngeal progenitors express both cardiac and pharyngeal muscle transcriptional programs. This study in the tunicate *Ciona* shows that cell cycle-regulated transcriptome maturation in multipotent cardiopharyngeal progenitors is necessary for asymmetric cell division and daughter cell fate specification.

- Cell-cycle progression and mitosis promote transcriptome maturation in multipotent progenitors and de novo gene expression in fate-restricted precursors.
- Genes that peak in the late G2 mature state are required for asymmetric cell division and polarized expression of the cardiopharyngeal fate determinant *Tbx1/10*.
- In the whole embryo, endomesodermal fates show marked canalization by lineage and show signs of progenitor transcriptome maturation prior to cell fate branching.

## Abstract (web summary)

Transcriptome changes in the cardiopharyngeal progenitors of the tunicate *Ciona* enable asymmetric division and polarized expression of cell fate determinant *Tbx1/10* in daughter cells.

## Introduction

Complex animals are characterized by dozens to hundreds of distinct cell types that emerge during embryogenesis and post-embryonic development (Aviv et al, 2017; Cao et al, 2019b; Levy et al, 2021). During this process, the developmental potential of successive generations of pluri- and multipotent progenitor cells is progressively restricted, while they acquire the competence to produce a few differentiated cell types (Moris et al, 2016). Changes in the biomolecular composition of cells underlie these developmental transitions, and differential transcriptional activity governing transcriptome dynamics is an established driver of fateful molecular transitions during development (Levine and Tjian, 2003; Levine and Davidson, 2005).

While certain differentiated cells, such as neurons and striated muscles, are typically post-mitotic, multipotent progenitor cells must divide to express their full potential and produce a variety of cell lineages. The molecular machinery driving cell cycle progression and division is well characterized, and largely conserved across developmental and phylogenetic lineages (Harashima et al, 2013; Pagano, 2013; Nurse, 2000). How the cell cycle interfaces with fate choices during development remains debated and is likely to be highly variable. On one hand, there is evidence that fate choices can occur independently of cell cycle progression (Nair et al, 2013; Kukreja et al, 2024), to the point that so-called “cell cycle genes” are often *regressed out* of single-cell genomics analyses aimed at charting development decisions (Hao et al, 2024; Wolf et al, 2018). On the other hand, the G1 phase of the cell cycle tends to increase the propensity for mammalian stem cells to activate fateful determinants and engage along a certain developmental path (Pauklin and Vallier, 2013; Yiangou et al, 2019; Soufi and Dalton, 2016; Dalton, 2015), and fate choices are coupled with cell cycle progression during hematopoiesis (Passegué et al, 2005), while certain neuroblasts in *Drosophila* (Otsuki and Brand, 2018; El-Danaf et al, 2023; Doe, 2017), and early blastomeres in ascidian and *C. elegans* embryos appear to change fate with every division. Conversely, cell fate choices have been shown to directly impact the cell cycle in a variety of organisms. For example, developmental regulation of the phosphatase Cdc25 contributes to coordinating mitotic patterns in the early fly embryo (Edgar et al, 1994; Edgar and O’Farrell, 1989; Di Talia and Wieschaus, 2012; Momen-Roknabadi et al, 2016), and differential beta-catenin activity, or *Cdc25* or *Cdkn1* expression accounts for blastomere and lineage-specific timing of cell division in ascidians (Ogura and Sasakura, 2016; Dumollard et al, 2013; Kobayashi et al, 2022).

The concept of multipotent cardiopharyngeal progenitors emerged as a compelling paradigm to account for the shared cardiac and craniofacial congenital defects observed in various conditions, such as the Di George/22q11 deletion syndrome, which is often caused by large deletions that remove a copy of the *TBX1* gene (Guner-Ataman et al, 2018; Cirino et al, 2020; Swedlund and Lescroart, 2020). This T-box transcription factor-coding gene is expressed early in progenitor cells for both the anterior second heart field and branchiomeric skeletal muscles, where it is required for proper heart and head muscle development (Rana et al, 2014; Nomaru et al, 2021; Adachi et al, 2020). Notably, tunicates of the ascidian genus *Ciona* possess a well-defined cardiopharyngeal lineage, which emerges from *Mesp*+ mesodermal progenitors as is the case in mammals, and produces a *Gata4/5/6*-positive and *Tbx1*-negative first heart lineage, as well as the hallmark *Tbx1/10*+ multipotent progenitors for the second heart and pharyngeal muscle lineages (Kaplan et al, 2015; Wang et al, 2019) (Fig. 1A). The ascidian cardiopharyngeal lineage develops in a highly stereotyped fashion, providing a single cell resolution view of the interplay between cardiopharyngeal multipotency, cell divisions and heart vs. pharyngeal muscle fate choices.

**Figure 1:**
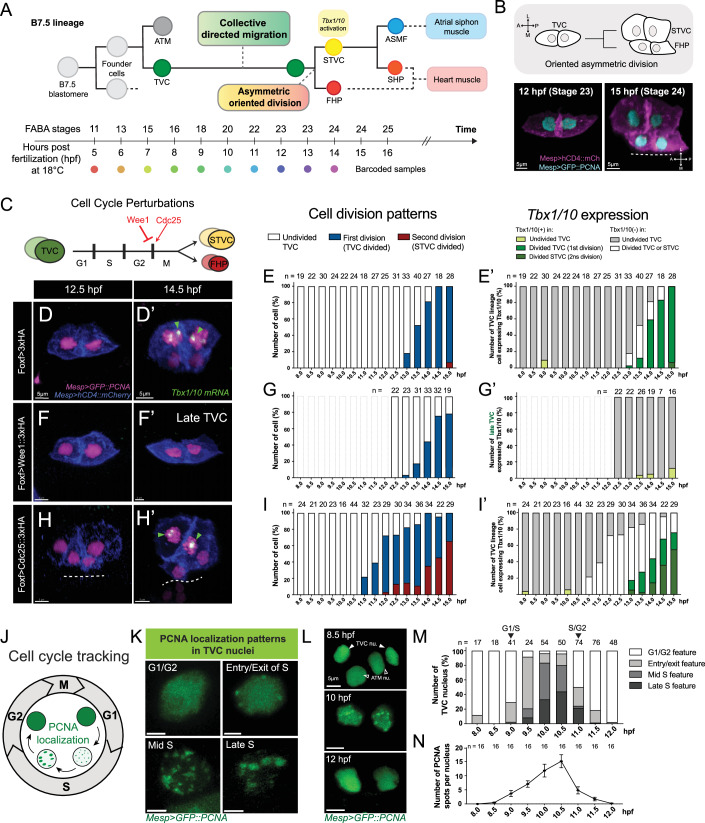
Mitosis is necessary but not sufficient for *Tbx1/10* activation in the cardiopharyngeal lineage. (**A**) (Top) The cardiopharyngeal lineage in *Ciona robusta*. The lineage of a B7.5 blastomere is shown to give rise to two founder cells, each producing a TVC and an ATM. (Bottom) Correspondence of FABA stages, post-fertilization developmental time points (18 °C), and color codes of scRNA-seq barcodes. TVC trunk ventral cell, ATM anterior tail muscle, STVC second trunk ventral cell, FHP first heart precursor, ASMF atrial siphon muscle founder cells, SHP second heart precursor. (**B**) (Top) Schematic diagram of asymmetrically oriented division of TVCs. (Bottom) Confocal images of before (left, 12 hpf) and after (right, 15 hpf) TVC division. Cyan: nuclei (NLS::LacZ); Magenta: cell membranes (hCD4::mCherry). The dashed line represents the embryo midline. M medial, L lateral. Scale bar = 5 µm. (**C**) Schematic of TVC cell cycle stages and genetic perturbations of mitotic entry. (**D**–**I’**) Cell division patterns (**E**, **G**, **I**) and *Tbx1/10* expression (**E’**, **G’**, **I’**) following cell cycle perturbations. Control TVC division (**D**, **E**, 3´HA), inhibition of TVC mitotic entry (**F**, **G**, Wee1::3´HA), and induction of TVC mitotic entry (**H**, **I**, Cdc25::3´HA) conditions are examined from 8 to 15 hpf. Perforated bars in (**G**, **G’**) indicate timepoints not analyzed. Magenta: nuclei (GFP::PCNA); blue: cell membranes (hCD4::mCherry); green arrowhead: *Tbx1/10* mRNA, Scale bar = 5 µm. (**J**) Schematic of variability of PCNA puncta patterns in the TVC nuclei associated with progression through the cell cycle. (**K**) Confocal images of PCNA puncta distribution in individual TVC nuclei at different stages of the cell cycle. Green: GFP::PCNA. Scale bar = 2.5 µm. (**L**–**N**) Determination of the S phase of TVC using PCNA. GFP::PCNA expressed in the B7.5-lineage under the *Mesp* enhancer at 8–12 hpf. Representative confocal images showing the G1, S, and G2 stages of TVC at 8, 10, and 12 hpf (**L**). Green: GFP::PCNA. Scale bar = 5 mm. Developmental distribution of four PCNA localization patterns (**M**). Quantification of GFP::PCNA punctæ per nucleus across developmental stages. Error bars show standard error of the mean (SEM). Data represent two biological replicates (**N**). No blinding was included in the analysis. Source data are available online for this figure.

Here, we leveraged the unique features and experimental amenability of the *Ciona* embryo to study the acquisition of multilineage competence in cardiopharyngeal progenitors. We describe their transcriptome maturation, identifying a mature state that confers competence to divide in an oriented and asymmetric fashion, and produce distinct *Tbx1/10*(+) second multipotent cardiopharyngeal progenitors and *Tbx1/10*(−) first heart precursor cells. We characterized the regulation of multipotent progenitor maturation, and identified distinct levels of coupling between cell cycle progression and progenitor maturation and fate choices.

## Results

### Mitosis is necessary but not sufficient for *Tbx1/10* activation in cardiopharyngeal progenitors

The conserved cardiopharyngeal determinant *Tbx1/10* is activated after division of multipotent cardiopharyngeal progenitors (aka Trunk Ventral Cells, TVCs), following collective migration (Wang et al, 2013; Razy-Krajka et al, 2018). These oriented and unequal cleavages are coupled with asymmetric Fibroblast Growth Factor (FGF)- Microtubule Associated Protein Kinase (MAPK) signaling (Razy-Krajka et al, 2018), which positions the first heart progenitors medially and the *Tbx1/10*+ second-generation multipotent progenitors (aka second trunk ventral cells, STVCs) laterally (Fig. 1A–E’). As is the case in vertebrates, Tbx1/10 promotes pharyngeal muscle specification, in part by antagonizing the cardiac fate (Wang et al, 2013; Tolkin and Christiaen, 2016; Song et al, 2022; Razy-Krajka et al, 2018). It is thus essential that *Tbx1/10* be activated after division of multipotent progenitors, to allow for the emergence of the first heart lineage, which produces the majority of cardiomyocytes in Ciona (Wang et al, 2019).

We previously showed that division of multipotent cardiopharyngeal progenitors is necessary for *Tbx1/10* activation, which is not detected following lineage-specific inhibition of either G1-S or G2-M transition by misexpression of Cdkn1 or Wee1, respectively (Razy-Krajka et al, 2018). Here we confirmed these results, and determined that *Tbx1/10* expression does not recover in division-inhibited cardiopharyngeal progenitors (Fig. 1C–G), unlike *Ebf*, the pharyngeal muscle determinant that is merely delayed by mitosis inhibition (Razy-Krajka et al, 2018). When only one of the two cardiopharyngeal progenitors inherited the *Foxf*-enhancer-driven Wee1-expressing plasmid, which typically occurs in ~40% of embryos due to mosaic incorporation of electroporated transgenes (Gline et al, 2015), only the unaffected cell induced *Tbx1/10* expression, indicating that cell division is required cell-autonomously (Fig. 1F,G’; Appendix Fig. S1). Mitosis is thus necessary for *Tbx1/10* activation in cardiopharyngeal progenitors.

Next, we sought to induce precocious division of cardiopharyngeal progenitors to test whether mitosis also suffices to trigger *Tbx1/10* expression. To this aim, we reused the minimal *Foxf* cardiopharyngeal enhancer (Beh et al, 2007) to misexpress Cdc25, a conserved phosphatase that antagonizes the Wee1 kinase and promotes entry into mitosis (Donzelli and Draetta, 2003). Consistent with a stereotyped and synchronous developmental progression, control cardiopharyngeal progenitors typically divide between 13 and 14 h post-fertilization (hpf) at 18 °C (FABA stage 23 and 24; Hotta et al, 2007) (Fig. 1A–E). By contrast, Cdc25 overexpression (Cdc25^OE^) caused progenitor cells to divide as early as 11 hpf in ~20% of embryos, completing mitosis and proceeding to the second division ~2 h earlier than the equivalent cells in control embryos (Fig. 1H,I), albeit with substantial defects in orientation and asymmetry (Appendix Fig. S2).

Having established that Cdc25^OE^ can induce precocious division of multipotent cardiopharyngeal progenitors, we assayed the sufficiency of mitosis for *Tbx1/10* activation (Fig. 1H,I’). In controls, the proportions of embryos with *Tbx1/10*+ cells become equivalent to the percentage of embryos with divided cells within approximately 30 min, suggesting that mitosis is rapidly followed by the onset of *Tbx1/10* transcription, as assayed by intronic probes that detect nascent transcripts (Wang et al, 2013) (Fig. 1D’,E’). By contrast, while Cdc25^OE^ caused precocious mitosis, *Tbx1/10* expression was first detected approximately 2 h later, starting at around the same time as in control embryos (Fig. 1H,I’; Appendix Fig. S3). Careful examination of *Tbx1/10* expression in Cdc25^OE^ cells indicated a slight reduction in expression and a sustained pattern of lateral expression after oriented divisions (Appendix Fig. S4). Taken together, these data indicate that mitosis is necessary but not sufficient to trigger *Tbx1/10* expression in the cardiopharyngeal lineage.

To better understand cell cycle progression and the Cdc25^OE^ phenotype, we used the PCNA::GFP marker, a helicase that localizes to DNA replication forks, forming conspicuous nuclear dots during S-phase (Ogura and Sasakura, 2016) (Fig. 1J–L). PCNA::GFP nuclear dots tend to increase in size and become less numerous as replication forks coalesce and genome duplication approaches completion (Schönenberger et al, 2015) (Fig. 1J,K), a feature that we leveraged to evaluate S-phase progression, by quantifying the number and size distribution of PCNA spots in time series of fixed embryos (Fig. 1L–N). These analyses indicated that multipotent progenitors enter S-phase at approximately stage 18 (9 hpf at 18 °C) and exit at stage 22 (~11 hpf), albeit with frequent asynchrony between the leader and trailer cells (Appendix Fig. S5). Using this approach to examine cell cycle progression following Cdc25^OE^, we determined that the G1/S transition was shifted only ~30 min compared to controls. As expected, however, the main effect of Cdc25^OE^ was to trigger precocious mitosis in cells that had presumably completed S-phase and entered G2, thus reducing the duration of G2 from ~2 h to less than 30 min (Appendix Fig. S5).

### Single-cell developmental trajectories reveal transcriptome maturation in multipotent progenitors

Among various possible explanations, the lack of precocious *Tbx1/10* expression following forced division suggested that cardiopharyngeal progenitors become competent for mitosis-dependent *Tbx1/10* activation toward the end of interphase, once cells have completed directed collective migration and S-phase, and advanced into G2. Both cell-autonomous and cell-extrinsic factors determine competence and instruct fate decisions, including the transcription factor Hand-r/NoTrlc and FGF-MAPK signaling, which induce *Tbx1/10* activation in the cardiopharyngeal lineage (Razy-Krajka et al, 2018). However, these known regulators are already active in early cardiopharyngeal progenitors and unlikely to limit early *Tbx1/10* activation following precocious cell division.

Focusing on cell-autonomous determinants of cardiopharyngeal competence, we harnessed single-cell RNA-seq to gain insights into transcriptome dynamics as multipotent progenitors progress through the cell cycle, and migrate collectively, until they divide to produce first heart precursors (FHPs) and *Tbx1/10*+ multipotent cardiopharyngeal progenitors (aka second trunk ventral cells, STVCs; Fig. 1A,B). We reasoned that FAC-sorting cardiopharyngeal lineage cells from embryos collected every hour through ten time points encompassing the whole 7-h interphase would leverage the natural variability between individual cells, and allow for the reconstruction of a developmental trajectory providing high-resolution insights into transcriptome dynamics.

We streamlined the experiment, and avoided technical batch effects, by developing a multiplexing approach to collect the entire dataset in one experiment. We created a library of 20 reporter constructs each containing a unique 9-nucleotide barcode in the 3’UTR of the *Mesp* > *GFP* reporter that labels the B7.5/cardiopharyngeal lineage (Fig. 2A; Appendix Fig. S6). We positioned the barcodes to optimize recovery by RNA sequencing, and used pairs of unique barcoded reporters for each individual sample. To obtain a ten time-points series, we took advantage of *en masse* electroporation of Ciona eggs to generate samples fertilized and transfected with pairs of unique barcoded reporters every hour, and collected all samples 14 h after the first fertilization and electroporation. This approach yielded a complete 5 to 14 h post-fertilization (hpf) time series encompassing stages 11 to 24/25, starting with late gastrula embryos containing *Mesp*+ naive mesodermal progenitors (aka founder cells), prior to the birth of multipotent cardiopharyngeal progenitors, and ending with pre-hatching larvae, which possess first heart precursors and second *Tbx1/10*+ multipotent progenitors after division (Figs. 1A and 2A).

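The time series is 1 droplet library (10x Genomics 3′ gene expression) of methanol-fixed cells that the authors sorted by FACS for the Mesp > GFP reporter, which labels the B7.5 lineage. Embryos of 10 time points, from 5 to 14 hpf, each carried their own pair of barcoded reporters and were pooled before sequencing. The authors counted unique molecular identifiers (UMIs) per gene and cell with Cell Ranger, on the KY2019 gene models with the reporter barcodes added as artificial genes, and deposited these counts without normalization. The library holds 2569 cell barcodes and 40785980 UMIs over 17822 genes and 21 barcode features, with 503 to 111403 UMIs per cell and a median of 14049. Reporter barcodes took 2.51% of the UMIs. A cell was assigned to a time point when both barcodes of a pair had a UMI and that pair held at least 75% of the UMIs of all mapped pairs. Which pair marks which time point was read from the colour key of a figure of the Appendix, and every value per time point rests on that reading. Cells were clustered (Leiden, resolution 1, 30 principal components of 2000 variable genes) without Foxf, Gata4/5/6, Foxtun4, Depdc1b and the barcodes among the genes used. Clusters were then named TVC-like (trunk ventral cells, the cardiopharyngeal progenitors), ATM-like (anterior tail muscle) or founder-like from markers of the paper's Datasets EV2 and EV4, and otherwise left unnamed. Expression per time point is the sum of UMIs over the barcoded cells outside ATM-like clusters, as counts per 1e6 (CPM). These sums hold 168507 UMIs from 8 cells at 5 hpf, 780961 from 37 cells at 6 hpf, and between 563825 (40 cells, 9 hpf) and 4144666 (322 cells, 10 hpf) from 7 to 13 hpf. At 14 hpf the sum is 175466 UMIs from 13 cells, and no direction is drawn from time points with fewer than 20 cells. Each time point is 1 batch of embryos in 1 library, so there are no replicates and no test is made. Intervals in parentheses after a value are 95% intervals (exact Poisson for CPM, conditional binomial for ratios, exact Clopper-Pearson for shares) and cover counting error alone.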

**Figure 2:**
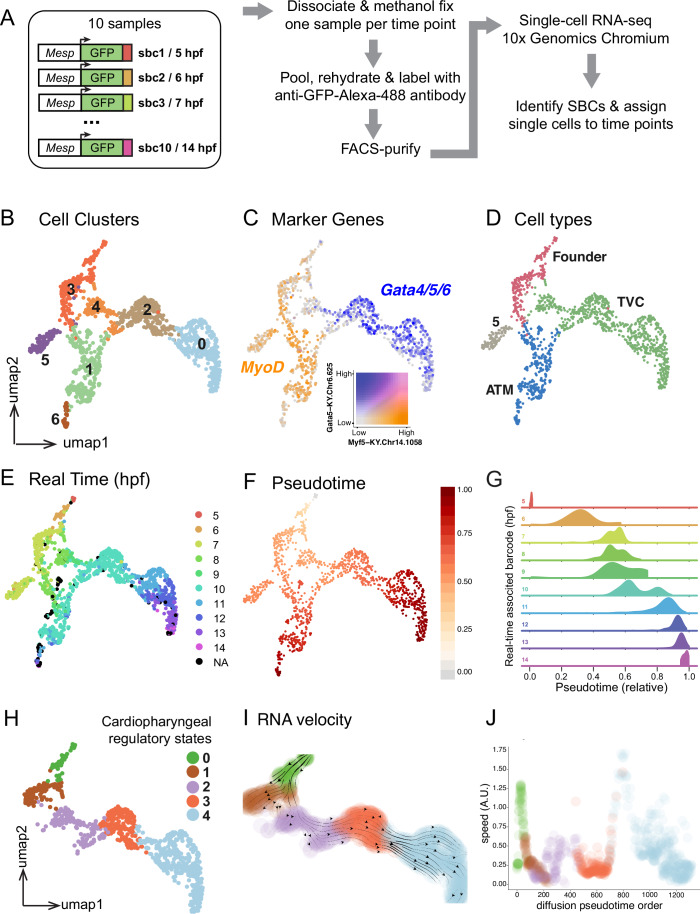
Single-cell developmental trajectories reveal transcriptome maturation in multipotent progenitors. (**A**) scRNA-seq workflow outlining the lineage-specific barcoding strategy. (**B**) Denoised Leiden clustering of anterior tail muscles and cardiopharyngeal trajectories. (**C**) Trajectory-specific expression of the cardiopharyngeal progenitor-specific *Gata4/5/6* transcripts and founder and anterior tail muscle-specific *Myod/Myf5* transcripts. (**D**) Assignment of cell types to trajectories based on lineage-specific gene expression. (**E**) Reconstruction of cell trajectories using recovered real-time barcodes. (**F**) Pseudotime assignment on cell trajectories. (**G**) Distribution of real-time associated barcodes over pseudotime. (**H**) Cell states of the cardiopharyngeal progenitor trajectory derived from agglomerative clustering. (**I**) UMAP representation of the cardiopharyngeal only trajectory colored by cell state and overlayed by RNA velocities calculated from denoised data and diffusion pseudotime, and represented by streamlines. (**J**) Dot plot of all cells of the cardiopharyngeal trajectory ordered by diffusion pseudotime and colored by cell state. The *y* axis represents the speed (i.e., the length) of the velocity vector of each cell.

This first experiment yielded 2595 high-quality single cell transcriptomes where 500–70,000 reads detected 428 to 6059 expressed genes in 98% of the cells (Appendix Fig. S6A). 

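The number of genes per cell barcode ran from 331 to 7075, with a median of 3263. Its 1st and 99th percentiles were 428.7 and 6059.96 genes, and 2517 cell barcodes lay between them. These 2517 cells are the ones used for the time series.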

We processed single-cell transcriptome data using standard methods incorporated in the Scanpy package (Wolf et al, 2018), in addition to our self-supervised graph-based denoising method DEWAKSS (Tjärnberg et al, 2021), which led us to use 35 principal components for dimensionality reduction and *k* = 18 nearest neighbors for denoising (Appendix Fig. S6B,C).

We specifically amplified and sequenced the barcode-containing regions of expressed transgenes in order to maximize recovery of sample barcodes in individual transcriptomes. The 20 sample barcodes (SBC) were added to the *Ciona robusta* reference genome as artificial genes, and the raw sequencing data were mapped to the genome using 10x Genomics Cell Ranger to generate a UMI count matrix comprising the sample barcodes. 

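Of the 2517 cells, 1353 (53.8%) were assigned to 1 time point. Another 126 cells held UMIs of several pairs without reaching 75% for any, 817 had no complete pair, and 221 had no barcode UMI. Assigned cells numbered 8, 37, 245, 146, 58, 460, 164, 126, 96 and 13 at 5, 6, 7, 8, 9, 10, 11, 12, 13 and 14 hpf. Accepting a single barcode of the pair moved the assigned share most, to 69.3%.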

We could assign sample barcodes to 50% of the single cell transcriptomes (1261/2517; Appendix Fig. S6E). Remarkably, the barcoded transcriptomes pertained to 6 related clusters separated from the unmarked clusters as illustrated on a projection of the multidimensional dataset in two dimensions using the UMAP algorithm (Fig. 2B; Appendix Fig. S6F,G). 

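Clustering gave 21 clusters, and in 10 of them at least 50% of the cells were assigned to a time point. These 10 clusters hold 1230 of the 1353 assigned cells (90.9%, 89.3 to 92.4%), and 95.6% of their 1287 cells were assigned, from 60.5 to 99.3% per cluster. The remaining 11 clusters hold 1230 cells, of which 123 (10%) were assigned, from 1.45 to 33.6% per cluster.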

Inspection of known markers *Mesp/MSGN1*, *Foxf, Gata4/5/6* and *Myod/Myf5* confirmed that the clusters containing most barcoded transcriptomes correspond to B7.5 lineage cells (Fig. 2C; Appendix Fig. S6H,I). 

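Summed over the 1287 cells of the clusters that were at least 50% barcoded, Mesp (Msgn1-KY.Chr3.993) had 41.0 CPM (38.3 to 43.8), against 5.81 CPM (4.73 to 7.06) in the 1230 cells of the other clusters. Gata4/5/6 (Gata5-KY.Chr6.625) had 58.7 CPM (55.4 to 62.0) and 6.27 CPM (5.15 to 7.56), and Myod/Myf5 (Myf5-KY.Chr14.1058) 157 CPM (152 to 163) and 6.16 CPM (5.04 to 7.44). Foxf (Foxf1-KY.Chr3.1005) differed less, with 158 CPM (153 to 163) and 84.0 CPM (79.8 to 88.5). The median depth was 14393 UMIs per cell in the barcoded clusters and 11023 in the others.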

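Foxf UMIs outside the barcoded clusters were uneven. They were most abundant in 3 unnamed clusters, of 193 cells with 5.18% assigned (185 CPM (169 to 201)), of 188 cells with 11.17% assigned (162 CPM (147 to 178)) and of 173 cells with 8.67% assigned (102 CPM (91.7 to 114)). In the other sparsely barcoded clusters Foxf ranged from 12.2 to 66.4 CPM. It reached 628 CPM (598 to 659) in the TVC-like cluster that held more 10 hpf cells than any other cluster. Sparsely barcoded clusters also add cells to the time points. At 8 hpf, 18 of the 97 assigned cells outside ATM-like clusters came from clusters with under 50% of their cells assigned. Among genes with at least 100 UMIs over 8 and 12 hpf, 4 of the 5 with the smallest ratio of CPM at 12 hpf to CPM at 8 hpf took almost all of their 8 hpf UMIs from those 18 cells. They were KY.Chr7.159 at a ratio of 0.00575 (0.00297 to 0.0101) with 99.4% of its UMIs from those cells, and Hmcn1-KY.Chr13.81 at 0.00657 (0.00135 to 0.0193) with 99.8%. KY.Chr3.262 followed at 0.00851 (0.00231 to 0.0220) with 100% and KY.Chr2.1158 at 0.00968 (0.00647 to 0.0139) with 99.4%.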

The non-barcoded clusters thus reflect “contamination” by cells outside the *Mesp* > *GFP*-labeled B7.5 lineage during the FACS procedure, including *Foxf*+ trunk epidermal cells, for example. This indicated that most B7.5 lineage cells were effectively barcoded, and enriched ~500 times in the sorted sample, since *Mesp* > *GFP*+ cells typically represent <0.1% of whole embryo cell suspensions (Christiaen et al, 2008; Wang et al, 2018). 

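The sorted cells hold a smaller share of ATM-like cells from 11 to 13 hpf than at 10 hpf. From 8 to 10 hpf, 49 of 146 cells (33.6%, 26.0 to 41.8%), 18 of 58 cells (31.0%, 19.5 to 44.5%) and 138 of 460 cells (30%, 25.8 to 34.4%) of the barcoded cells lay in ATM-like clusters. At 11, 12 and 13 hpf the counts were 25 of 164 cells (15.2%, 10.1 to 21.7%), 13 of 126 cells (10.3%, 5.61 to 17.0%) and 7 of 96 cells (7.29%, 2.98 to 14.45%). The share at 10 hpf moved most when 1 barcode of a pair was enough, to 23.6%, and rose to 35.9% at a Leiden resolution of 2. At earlier time points it depends more on the clustering. At 8 hpf, 12 of 146 cells lay in ATM-like clusters at a Leiden resolution of 0.5, and at 7 hpf 90 of 245 did at a resolution of 2, against 12 of 245 at resolution 1. The shares describe cells that passed the sort, not the embryo.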

Of note, similar to our previous reports (Christiaen et al, 2008; Wang et al, 2019), we observed a relative depletion of late ATMs (see below), which we attribute to lower “sortability” of these large cells with distinct forward and lateral scatter properties.

With the exception of SBC00 and SBC20, individual barcodes displayed high ( > 0.98) correlation coefficients between cotransfected pairs, and very low ( < 0.05) correlation with other barcodes electroporated independently (Appendix Fig. S6D). This indicated that our transgene-based barcoding and multiplexing strategy allowed us to process pooled samples and demultiplex datasets in silico, assigning a time point of origin to most individual single-cell transcriptomes obtained from B7.5 lineage cells, albeit with a disparate representation of each sample (Appendix Fig. S6E).

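Over the 2517 cells, the Pearson correlation between the UMI counts of the 2 barcodes of a pair was 0.994, 0.990, 0.983, 0.984, 0.987 and 0.988 from 5 to 10 hpf. It was 0.975 at 11 hpf, 0.978 at 12 hpf, 0.911 at 13 hpf and 0.323 at 14 hpf. Between barcodes of different pairs no correlation was above 0.0345, except 0.204 and 0.187 between barcodes of 7 hpf and 14 hpf. On the log(UMI + 1) scale the median over the 10 pairs was 0.961, against 0.983 on the UMI scale, and that of the 14 hpf pair 0.569. The correlations are across cells of 1 library, and cells are not independent replicates.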

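Founder-like cells were 78.4% of the barcoded cells at 6 hpf, 84.5% at 7 hpf and 14.38% at 8 hpf, and no cell from 9 hpf on lay in that cluster. These founder-like shares depend on the clustering. At 7 hpf, 0 of 245 cells were founder-like at a Leiden resolution of 0.5 and 5 of 245 at a resolution of 2. Resolution 2 also named 27 of 37 cells founder-like at 6 hpf and 7 of 460 at 10 hpf. At resolution 1, TVC-like cells made up 45% at 10 hpf, 78.7% at 11 hpf, 85.7% at 12 hpf and 87.5% at 13 hpf. At 8 and 9 hpf, 52.1% and 67.2% of the cells lay in unnamed clusters. Most of these were in 2 clusters of 66 and 110 cells in which 95.5% of the cells were barcoded and neither the TVC nor the ATM markers led by the margin set for a name.

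**Figure D1:**
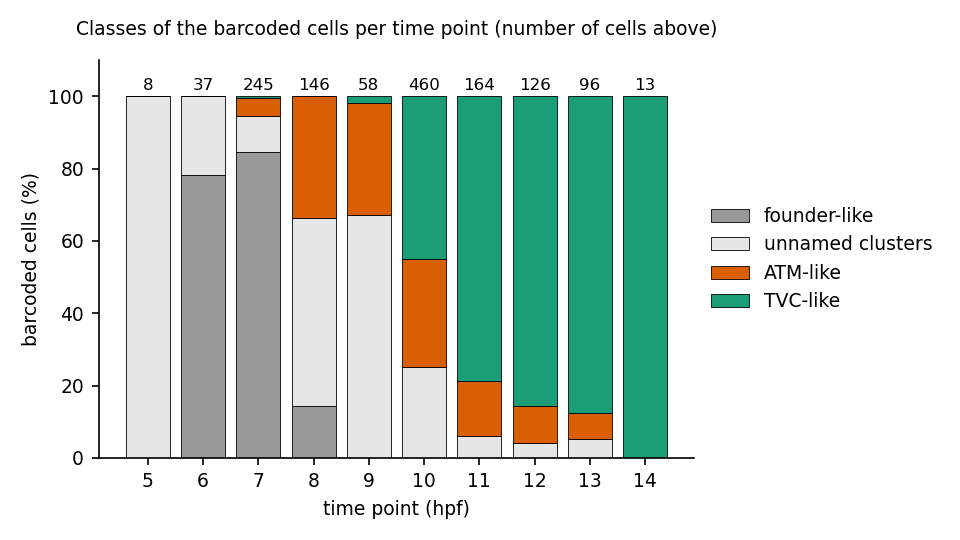
Share of the barcoded cells of each time point (y axis, percent) in the founder-like, ATM-like, TVC-like and unnamed clusters, by hpf (x axis), after FACS. At a Leiden resolution of 1, the founder-like share goes from 84.5% at 7 hpf to 0 at 9 hpf. The TVC-like share goes from 1.72% at 9 hpf to 78.7% at 11 hpf. At 9 hpf, 67.2% of the cells lay in unnamed clusters, so the low TVC-like share there rests on the naming rule. The founder-like share depends on the resolution, with 0 of 245 cells at 7 hpf at 0.5 and 5 of 245 at 2.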

Our lineage-specific time series lent itself to developmental trajectory analysis, as two-dimensional UMAP projection clearly distinguished between the anterior tail muscle and cardiopharyngeal/trunk ventral cell trajectories, both stemming from shared origins in the naive *Mesp*+ mesoderm (*aka* founder cells; Figs. 1A and 2B–D; Appendix Fig. S6F–I). 

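Diffusion pseudotime was computed on the 30 principal components of 968 barcoded cells outside the ATM-like and the sparsely barcoded clusters, rooted in a cell of the earliest time point among them. The median pseudotime was 0.0288 at 6 hpf, 0.257 at 7 hpf, 0.325 at 8 hpf, 0.473 at 9 hpf, 0.724 at 10 hpf, 0.886 at 11 hpf, 0.925 at 12 hpf and 0.942 at 13 hpf. Spearman's rho between hpf and pseudotime over these cells was 0.952, and 0.941 with 15 components. The cells come from 1 library, so rho describes them and has no p.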

Pseudotime inference corroborated UMAP projection and was concordant with real time distributions, illustrating that temporal changes in transcriptome composition account for most of the variance (Fig. 2E,G). 

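Cutting the same 968 cells into 5 states by agglomerative (Ward) clustering of the principal components gave, in the order of their median pseudotime, 283, 98, 267, 5 and 315 cells. The median time points of these states were 7, 9, 10, 12 and 12 hpf. The fourth, of 5 cells, holds too few cells for a profile over time, and k-means with 5 states also left a group of 5. Summed CPM of the 37 candidate genes of Dataset EV3 rose through the other 4 states from 789.9 to 1597, 4833 and 10391. That of the 859 cluster 5 genes was 87043 in the first state and 303067 in the last. Cluster 6 genes had 347200 in the first, 435493 in the second, 278572 in the third and 127775 in the last. The 968 cells include an unnamed cluster in which 7 ATM and 3 TVC markers counted. Its share of each state is not given here, so a change in make-up could add to the cluster 6 values.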

Reasoning that seemingly continuous gene expression changes reflect transitions between successive regulatory states (Moris et al, 2016), we used a clustering approach to segment individual trajectories, which suggested that cardiopharyngeal progenitor cells transition through 5 predicted regulatory states (Fig. 2H). An orthogonal RNA velocity-based analysis corroborated both directionality of the cardiopharyngeal trajectory (Fig. 2I; Appendix Fig. S7A–C), and the distinct regulatory states, which were separated by increasing “speed” in gene expression changes (Fig. 2J; Appendix Fig. S7D–F).

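Mesp (Msgn1-KY.Chr3.993) was highest at 6 hpf, with 292 CPM (255 to 332), and fell to 111 at 7 hpf, 48.4 at 8 hpf and 11.8 at 10 hpf. Its ratio of CPM at 12 hpf to CPM at 8 hpf was 0.0131 (3.28e-04 to 0.0756), from 1 UMI at 12 hpf. Ets1/2 (Ets1-KY.Chr10.606) had 619.7 CPM (566 to 678) at 6 hpf and 734 CPM (707 to 761) at 7 hpf, fell to 174 CPM at 9 hpf and returned to 718 at 11 hpf. At 9 hpf, 30 of the 40 cells lay in an unnamed cluster in which 7 ATM and 3 TVC markers counted, and at 11 hpf 119 of the 139 cells lay in a TVC-like cluster, so the make-up of the cells differs between these time points. Foxf (Foxf1-KY.Chr3.1005) rose from 73.3 CPM (65.0 to 82.3) at 7 hpf to 307 CPM (279 to 337) at 8 hpf, peaked at 10 hpf with 446 CPM (426 to 467), and fell to 91.5 CPM at 12 hpf. Gata4/5/6 (Gata5-KY.Chr6.625) stood at 4.77 CPM (1.92 to 9.83) at 8 hpf, 58.5 CPM (40.3 to 82.2) at 9 hpf and 198 CPM (179 to 219), its highest value, at 11 hpf. Nk4/Nkx2-5 (Nkx2-5-KY.Chr8.909) went from 44.3 CPM (28.7 to 65.5) at 9 hpf to 334 CPM (317 to 352) at 10 hpf and 577 CPM (544 to 613) at 11 hpf. Hand (Hand1-KY.Chr14.359) rose over the same time points, from 7.09 CPM (1.93 to 18.2) at 9 hpf to 43.9 CPM (37.8 to 50.8) at 10 hpf and 104 CPM (90.2 to 119.7) at 11 hpf. Between 12 and 8 hpf the ratio was 0.298 (0.246 to 0.361) for Foxf, 26.2 (12.5 to 66.1) for Gata4/5/6, 24.9 (17.2 to 37.5) for Nk4/Nkx2-5 and, from 2 UMIs at 8 hpf, 70.9 (19.3 to 590.3) for Hand. Of 4577 genes compared between these time points, 1079 were over 2-fold higher at 12 hpf and 604 over 2-fold lower, with a median log2 ratio of 0.23. Within the rule for named genes, the largest ratios were 312 (106 to 1514) for Enpp3-KY.Chr2.1040, 188 (147 to 245) for Enpp3-KY.Chr2.1038, 180.4 (49.6 to 1495) for Rbpms-KY.Chr3.1658, 107 (36.2 to 519) for Enpp3-KY.Chr2.1039 and 98.8 (33.5 to 482) for Nynrin-KY.Chr1.707. At 8 hpf these rest on 2 UMIs for Rbpms-KY.Chr3.1658 and on 3 for each of the others but Enpp3-KY.Chr2.1038. Among the alternatives, asking for at least 10 UMIs in the pair moved the log2 ratio of Nk4/Nkx2-5 most, from 4.64 to 6.46. The 3 Enpp3 genes are neighbouring copies between which counting could have split reads, and Enpp3-KY.Chr2.1038 is also a marker used to name TVC-like clusters.

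**Figure D2:**
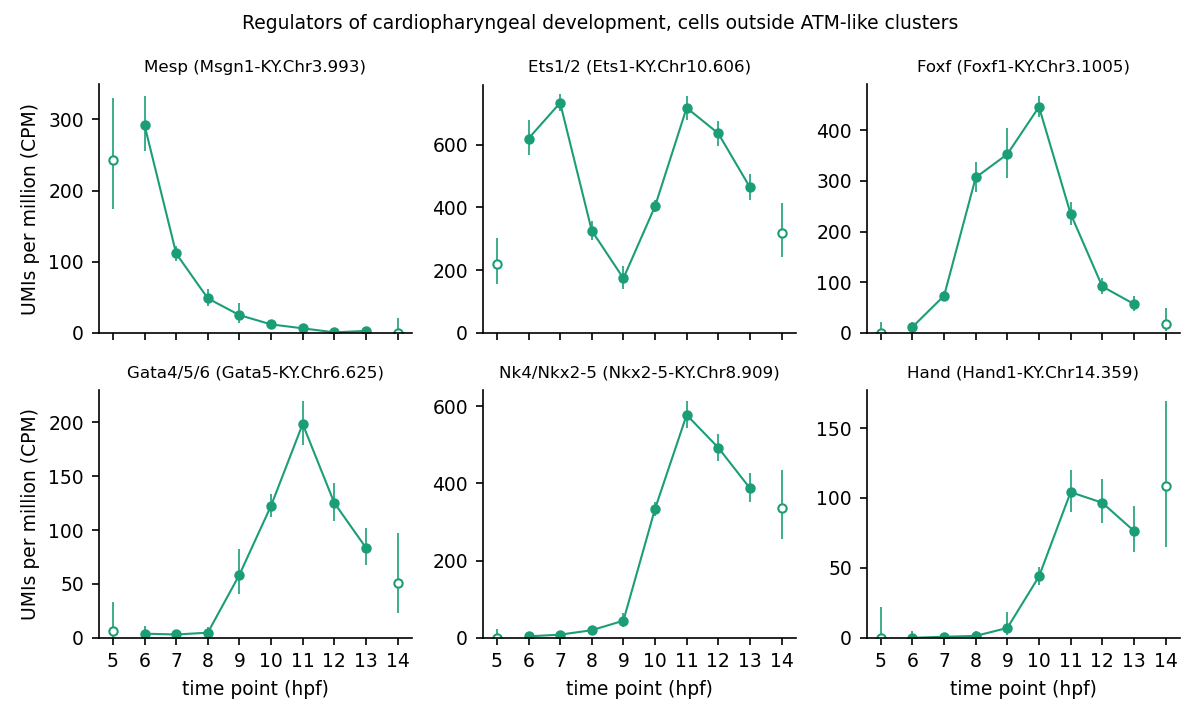
CPM of 6 regulators (y axis) at each time point (x axis, hpf) in barcoded cells outside ATM-like clusters, with 95% Poisson intervals as bars and open circles for time points with fewer than 20 cells. Mesp is highest at 6 hpf, Foxf peaks at 10 hpf (446 CPM) and Nk4/Nkx2-5 at 11 hpf (577 CPM).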

Gene expression denoising and mapping cells onto lineage-specific pseudotemporal sequences provided a high-resolution view of gene expression dynamics, as illustrated by the sequential activations of key regulators of cardiopharyngeal development *Mesp*, *Ets1/2*, *Foxf*, *Gata4/5/6*, *Nk4/Nkx2.5*, and *Hand1/2* (Fig. 3A; Appendix Fig. S9A,B). Leveraging this high-resolution view of whole transcriptome dynamics, we identified clusters of genes displaying distinct (pseudo)temporal profiles of expression along the anterior tail muscle and cardiopharyngeal progenitor trajectories, separately (Fig. 3; Appendix Fig. S9C). 

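In ATM-like cells, 7 to 13 hpf hold 12, 49, 18, 138, 25, 13 and 7 barcoded cells, so that only 8, 10 and 11 hpf have at least 20. Myod/Myf5 (Myf5-KY.Chr14.1058) was 442 CPM (402 to 485) at 8 hpf, 319 CPM (299 to 339) at 10 hpf and 158 CPM (127 to 194) at 11 hpf. Smyd1 (Smyd1-KY.Chr6.594) rose from 3227 CPM (3117 to 3339) at 8 hpf to 4403 CPM (4329.7 to 4477) at 10 hpf and stood at 4143 CPM (3979 to 4312) at 11 hpf. Myl1-KY.Chr1.2010, 1 of 3 near-identical Myl1 copies between which counting could have split reads, went from 17498 CPM (17242 to 17756) to 23524 CPM (23354 to 23694) and 26013 CPM (25600.5 to 26431) at 8, 10 and 11 hpf. Rgs21 (Rgs21-KY.Chr4.237) fell from 151 CPM (128 to 176) at 8 hpf to 30.7 CPM (24.8 to 37.5) at 10 hpf and 6.87 CPM (1.87 to 17.6) at 11 hpf. Ccna (Ccna1-KY.Chr2.535) fell over the same time points from 2541 CPM (2444 to 2641) to 501 CPM (477 to 527) and 246 CPM (207 to 289). Zfp36l1 served to name the clusters and is left out for that reason.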

In the anterior tail muscle trajectory, 8 clusters of genes reflected transition through 3-to-4 regulatory states that seemingly stabilize as early as ~9 hpf in a state marked by upregulation of cluster 6 genes, including *Myod/Myf5*, *Smyd1* and *Myl1*, and downregulation of cluster 0 and 2 genes, comprising naive *Mesp*+ mesoderm markers and primed cardiopharyngeal genes such as *Rgs21*, *Ccna*, *Zfp36L1/2*, which indicated differentiation toward a tail muscle cell type in post-mitotic cells (Appendix Fig. S9B; Dataset EV2). Accordingly, differential gene expression analysis using the scRNA-seq data indicated that cluster 6 genes were more highly expressed in the anterior tail muscle trajectory (Fig. 3C), and >11-fold enriched in anterior tail muscle clusters (Fig. 3D).

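Over all time points, 543 TVC-like cells were set against 262 ATM-like cells, and the median log2 ratio of CPM (TVC-like over ATM-like) of 7090 genes was 1.19, so single lists are read against that value. The classes differ in age, with 0 TVC-like and 49 ATM-like cells at 8 hpf, and 108 and 13 at 12 hpf. Ratios over all time points thus hold differences of time as well as of class. Of the 624 cluster 6 genes of Dataset EV2, 610 could be compared, and 474 had a lower CPM in TVC-like cells, with a median log2 ratio of -0.91 (-1.03 to -0.75). At 10 hpf alone, with 207 TVC-like and 138 ATM-like cells, 425 of 546 were lower and the median was -0.93 (-1.07 to -0.80), against 1.206 over 4997 genes. Over all time points the ratio was 0.00768 (0.00446 to 0.0123) for Myod/Myf5, 0.0356 (0.0334 to 0.0380) for Smyd1 and 0.0238 (0.0231 to 0.0246) for Myl1-KY.Chr1.2010. The list was drawn by the study from this same library and holds the 10 ATM markers used to name the clusters, so the comparison is not independent of either. A Leiden resolution of 2 moved the median most, to -0.85.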

**Figure 3:**
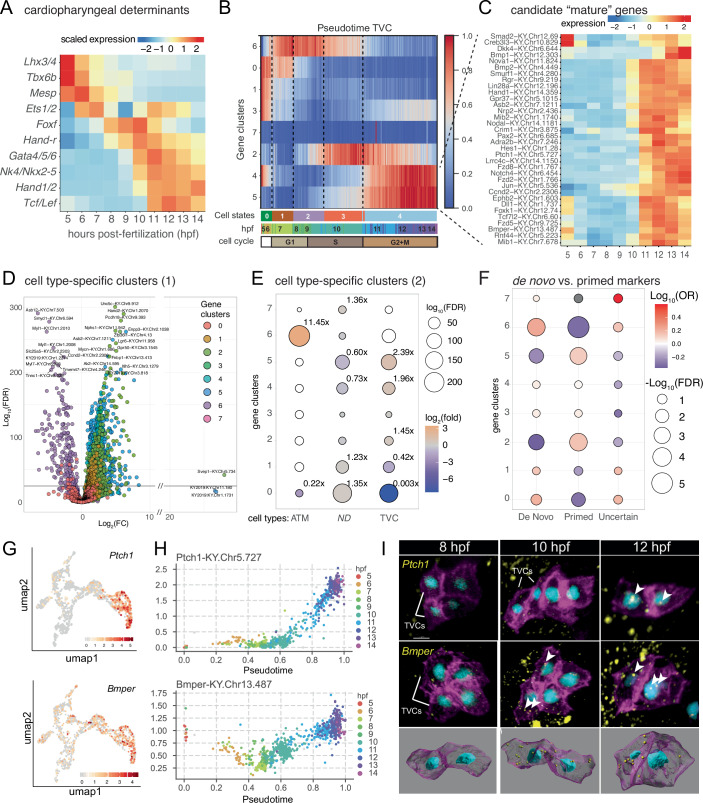
Gene expression dynamics during cardiopharyngeal progenitor maturation. (**A**) Expression dynamics of known cardiopharyngeal determinants. (**B**) Clustered gene expression profiles along the cardiopharyngeal progenitor trajectory. (**C**) Dynamics of cluster 4 and cluster 5 candidate genes selected for targeted CRISPR/Cas9-mediated mutagenesis. (**D**) Volcano plot showing differential gene expression between the cardiopharyngeal (Log2(FC) > 0) and anterior tail muscle (Log2(FC) < 0) with individual genes color-coded as per their clustering along the cardiopharyngeal trajectory. Values calculated from the scRNA-seq experiments described in Fig. 2. (**E**) Fisher’s exact tests calculated from the data presented in (**D**) showing the enrichment of cluster 2, 4, and 5 genes among cardiopharyngeal (TVC) markers and of cluster 2 and cluster 6 genes among anterior tail muscle (ATM) markers. (**F**) Fisher’s exact tests for the enrichment of primed cardiopharyngeal genes (defined in Wang et al, 2019) among cluster 2 and cluster 5 genes, showing that multilineage priming is completed through transcriptome maturation. OR odds ratio. FDR false discovery rate. (**G**–**I**) Validation of predicted dynamics of 2 cluster 5 genes, *Ptch1* and *Bmper*. (**G**) Expression of *Ptch1* and *Bmper* in the cardiopharyngeal precursors. (**H**) Dynamics in *Ptch1* and *Bmper* expression levels as a function of pseudotime. Color code corresponds to barcodes assigned to developmental real time. (**I**) Fluorescent in situ hybridization showing activation of *Ptch1* and *Bmper* transcription in the cardiopharyngeal lineage. Nuclei are marked with NLS::LacZ (cyan), membranes are marked with hCD4::mCherry (magenta), and transcripts (yellow) are indicated with arrowheads. Bottom row shows segmented TVCs with transcripts detected as yellow spots. Source data are available online for this figure.

In the cardiopharyngeal trajectory, each regulatory state was marked by a combination of relative expression for 8 clusters of genes. For example, states 2 and 3 differ primarily by the relative dynamics of gene clusters 2 and 6, whereby cluster 2 appears to peak in state 3 after an expression onset during state 2, while cluster 6 genes peak in states 1 and 2 and become downregulated in state 3 (Fig. 3B). 

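Of the 859 cluster 5 genes of Dataset EV2, 858 were detected between 6 and 13 hpf, and 834 had their highest CPM from 11 to 13 hpf. Their summed CPM was 87832 at 7 hpf, 164480 at 10 hpf and 311583 at 12 hpf. Of the 624 cluster 6 genes, 276 peaked at 6 to 8 hpf, 196 at 9 or 10 hpf and 152 from 11 to 13 hpf, and their sum fell from 366094 CPM at 9 hpf to 112624 at 12 hpf. At 9 hpf, 30 of the 40 cells lay in an unnamed cluster in which 7 ATM and 3 TVC markers counted. The sums cannot tell a fall within progenitors from a change in the make-up of the cells. Among the transcription factors of Dataset EV4, 26 of 27 in cluster 0 and 21 of 23 in cluster 1 were highest at 6 to 8 hpf. The cluster 0 factors summed to 3638 CPM at 6 hpf and 712 at 12 hpf, the cluster 1 factors to 3686 and 2212. Cluster 2 factors rose to 8662 CPM at 10 hpf and fell to 6163 at 12 hpf. In cluster 4, 15 of 18 factors peaked from 11 to 13 hpf, and in cluster 5 all 20 did. Dataset EV2 was read in part, 1998 of its 7422 lines, so its clusters are described and no enrichment is computed on them, and the study drew all of these lists from the same library.

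**Figure D3:**
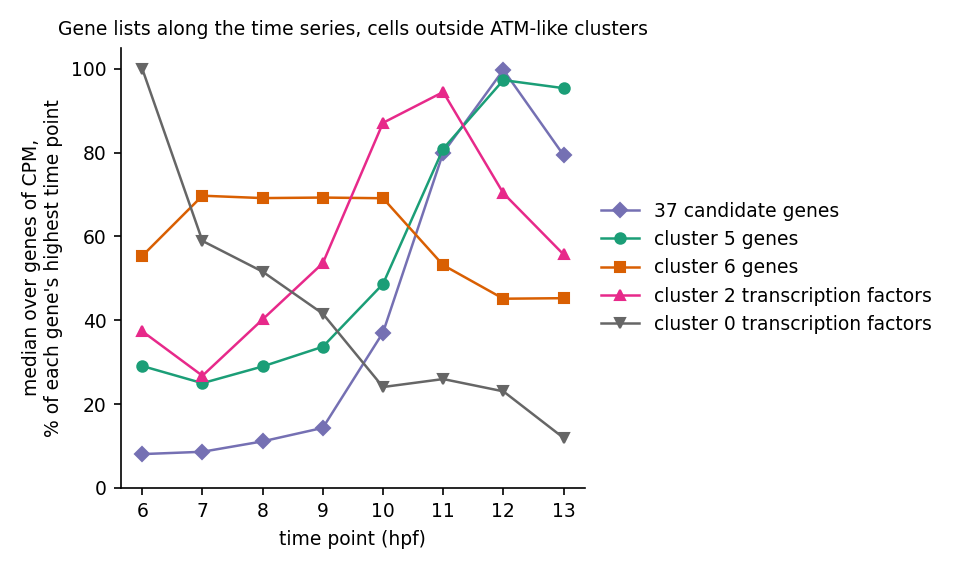
Median over the genes of a list of CPM as a percent of each gene's highest time point (y axis), by hpf from 6 to 13 (x axis), for 5 lists in barcoded cells outside ATM-like clusters. At 12 hpf the median is 99.7% for the 37 candidate genes, 97.3% for cluster 5 genes, 70.3% for cluster 2 factors, 45.1% for cluster 6 genes and 23.0% for cluster 0 factors.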

Notably, gene clusters 0, 1, and 6 appear to be “off” and cluster 2 becomes downregulated in state 4, whereas cluster 4 and 5 peak toward the end of the cardiopharyngeal trajectory. 

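In the last of the 5 states, 201 of 315 cells (63.8%, 58.2 to 69.1%) came from time points later than 11 hpf, and 112 from 11 hpf itself. With states cut by k-means the share was 67.1%. In the third state 2 of 267 cells were later than 11 hpf (0.749%, 0.0908 to 2.68%).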

State 4 comprises mostly cells collected from >11 hpf embryo, suggesting that it corresponds to the G2 phase, which sees the emergence of the cellular competence to divide and activate *Tbx1/10* (Fig. 1A). 

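Between 12 and 8 hpf, the median log2 ratio of each complete list was placed among those of 10000 random lists of the same size, matched in UMI counts. For the transcription factors of Dataset EV4 with enough UMIs, the median was -0.63 (-2.65 to 0.03) in cluster 0, at percentile 1.53, and -0.20 (-0.57 to 0.09) in cluster 1, at percentile 6.03. It was -1.61 (-5.53 to 0.57) in cluster 6, below all random lists, with 9 of 14 factors lower at 12 hpf. Cluster 4 had 1.01 (0.08 to 1.71) at percentile 97.75, and cluster 5 2.08 (0.78 to 2.46), above all random lists, with 13 of 13 factors higher. Cluster 2 was higher at 12 than at 8 hpf, at 0.95 (0.29 to 1.38) and percentile 99.65, with 22 of 26 factors higher. Among the genes of Dataset EV2, 579 of 587 in cluster 5 were higher, with a median of 1.692 (1.61 to 1.76), and 287 of 402 in cluster 6 lower, with -0.77 (-0.92 to -0.62). The cluster 0 factors include 5 markers used to name founder-like clusters, and the cluster 6 genes 10 ATM markers. The study formed these clusters from expression over time in this same library. Their place among random lists was thus largely set beforehand and is no independent evidence.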

We thus considered regulatory state 4 as the mature state, characterized by low expression of gene clusters 0, 1, and 6, downregulation of cluster 2 and peak expression of clusters 4 and 5.

Importantly, dynamic genes comprised developmental regulators and cell biological effectors in addition to classic “cell cycle genes”, such as *Cdc25*, suggesting that the mature state does correspond to a developmentally significant regulatory state (Fig. 3B; Dataset EV2). 

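Cdc25 (Cdc25a-KY.Chr5.722) had 225 CPM (193 to 261) at 6 hpf and 191 CPM (169 to 215) at 8 hpf, fell to 57.6 CPM (47.3 to 69.4) at 11 hpf, and stood at 151 CPM (132 to 171) at 12 hpf and 181 CPM (157 to 208) at 13 hpf. Its ratio between 12 and 8 hpf was 0.789 (0.661 to 0.941). The paper characterizes the mature state by its expression. In it the early and tail muscle gene clusters are low, the intermediate cluster is down and the late clusters are at their peak. As most cells of that state are later than 11 hpf, the paper proposes that it matches G2, when the competence to divide and turn on Tbx1/10 appears. As the genes that change along the trajectory include developmental regulators and effectors beside cell cycle genes, it proposes that the state has a developmental meaning.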

Finally, both published and new whole mount in situ hybridization assays corroborated the predicted expression dynamics for selected genes (Fig. 3C,F,G; Appendix Fig. S9C). For example, the signaling molecule coding genes *Ptch1* and *Bmper*, were predicted to be activated specifically in the cardiopharyngeal progenitor lineage (Fig. 3F) toward the end of the mature state (Fig. 3G), which we confirmed by fluorescent in situ hybridization (Fig. 3H,I; Appendix Fig. S9D).

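Ptch1 (Ptch1-KY.Chr5.727) had 8.18 CPM (4.23 to 14.3) at 8 hpf, 12.787 CPM (9.58 to 16.7) at 10 hpf, 94.2 CPM (81.0 to 109) at 11 hpf and 145 CPM (127 to 165) at 12 hpf. Bmper (Bmper-KY.Chr13.487) varied less, with 56.6 CPM (45.1 to 70.2) at 8 hpf, 33.7 CPM (20.3 to 52.6) at 9 hpf, 68.1 CPM (56.9 to 80.8) at 11 hpf and 76.3 CPM (63.2 to 91.2) at 12 hpf. The ratio between 12 and 8 hpf was 17.7 (9.94 to 34.8) for Ptch1 and 1.35 (1.01 to 1.81) for Bmper. When 1 barcode of a pair was enough to assign a cell, Bmper was slightly lower at 12 than at 8 hpf, with a log2 ratio of -0.16. With only the clusters in which at least 50% of cells are barcoded, a setting chosen after the data were seen, the log2 ratio was 1.237 for Bmper (0.43 otherwise) and 5.84 for Ptch1 (4.15 otherwise). Over all time points the ratio of CPM in TVC-like to CPM in ATM-like cells was 46.3 (25.7 to 93.3) for Ptch1, from 11 UMIs in ATM-like cells, and 5.77 (4.40 to 7.67) for Bmper. At 10 hpf alone the ratio of Bmper was 5.20 (3.31 to 8.48), and Ptch1 had 32 UMIs in TVC-like and 0 in ATM-like cells.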

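Set against ATM-like cells, all 836 cluster 5 genes of Dataset EV2 that could be compared had a higher CPM in TVC-like cells, with a median log2 ratio of 2.20 (2.1037 to 2.32), and 558 of 561 at 10 hpf alone, with 1.62 (1.54 to 1.73). For the transcription factors of Dataset EV4 the median was 2.11 (1.65 to 3.36) in cluster 2 and 2.26 (1.55 to 3.33) in cluster 5, each above all of 10000 random matched lists, and 1.90 (1.36 to 2.40) in cluster 4, at percentile 99.65. At 10 hpf alone cluster 2 stayed above all random lists, at 2.64 (1.76 to 3.802), and cluster 5 had 1.91 (1.32 to 2.59), at percentile 99.04. Cluster 4 then had 1.33 (0.93 to 2.51), at percentile 61.93, inside the range of the random lists. Cluster 0 factors had a median of 0.40 (-0.04 to 0.66) over all time points, at percentile 0.08. The study drew these clusters from the same library, so the percentiles are no independent evidence.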

Differential gene expression and relative enrichment analyses indicated that gene clusters 2, 4, and 5 were more highly expressed in the cardiopharyngeal progenitors, compared to anterior tail muscles, while gene cluster 0 was downregulated in both trajectories, suggesting an early B7.5 lineage expression. These analyses reveal that successive regulatory states and corresponding gene clusters captured cardiopharyngeal-specific transcriptome dynamics (Fig. 3C,D; Dataset EV2).

We previously reported that multipotent cardiopharyngeal progenitors display the hallmarks of multilineage transcriptional priming, whereby both cardiac and pharyngeal muscle-specific programs are started, albeit incompletely, in multipotent cardiopharyngeal progenitors (Razy-Krajka et al, 2018, 2014; Wang et al, 2019). Enrichment analysis indicated that multilineage priming, as defined in Wang et al (Wang et al, 2019), starts with the expression of cluster 2 genes, where primed genes are enriched, and is complete when cells reach the mature state and activate genes from cluster 5, which is also enriched in primed genes (Fig. 3F). Note that cluster 6 anterior tail muscle markers are enriched in de novo expressed pharyngeal muscle markers because the latter reactivate part of the non-cardiac muscle program expressed in primary tail muscle cells (Wang et al, 2019; Razy-Krajka et al, 2014). Taken together, these analyses indicate that cardiopharyngeal progenitor maturation comprises transitions that correspond to downregulation of naive *Mesp*+ mesoderm and primed anterior tail muscle genes, as well as progressive multilineage priming by sequential activation of both cardiac- and pharyngeal muscle-specific markers.

### Generalization to the whole embryo

To expand the above proof of concept, we designed a library of barcoded reporters using the ubiquitously active *Ef1-alpha* driver, and repeated the time series collection between 5 and 14 hpf at 18 °C followed by cell dissociation, pooling, methanol fixation, rehydration and single cell RNA-seq. We omitted the FACS step to profile the entire developmental sequence of the whole embryo in one experiment. We obtained >21,000 single cell transcriptomes altogether expressing >11,000 genes and distributed across 57 clusters (Fig. 4A). We recovered temporal barcodes for 42.6% (8974/21,087) of the cells, which is markedly lower than in our B7.5 lineage-focused experiment, because we did not FACS-purify transfected cells (Fig. 4B; Appendix Fig. S10). Nonetheless, all clusters contained barcoded transcriptomes, allowing us to map them back onto the developmental sequence, with the notable exception of the germline (cluster 54, Fig. 4A), which does not effectively transcribe electroporated transgenes (Ohta and Christiaen, 2024). Using a label propagation approach, we expanded the barcode-derived assignment of real time to 86.6% of the dataset (Fig. 4C). As observed for the cardiopharyngeal trajectory (Fig. 2), pseudotime values were highly correlated with both real and inferred real times (Appendix Fig. S10C), indicating that our multiplexing approach faithfully recovered the transcriptome dynamics underlying developmental progression in the whole embryo. To facilitate exploration of these datasets, we created web-based interfaces using the ShinyApp package, and made them available at http://christiaenlab-sars.com/scRNA-seq-datasets/.

**Figure 4:**
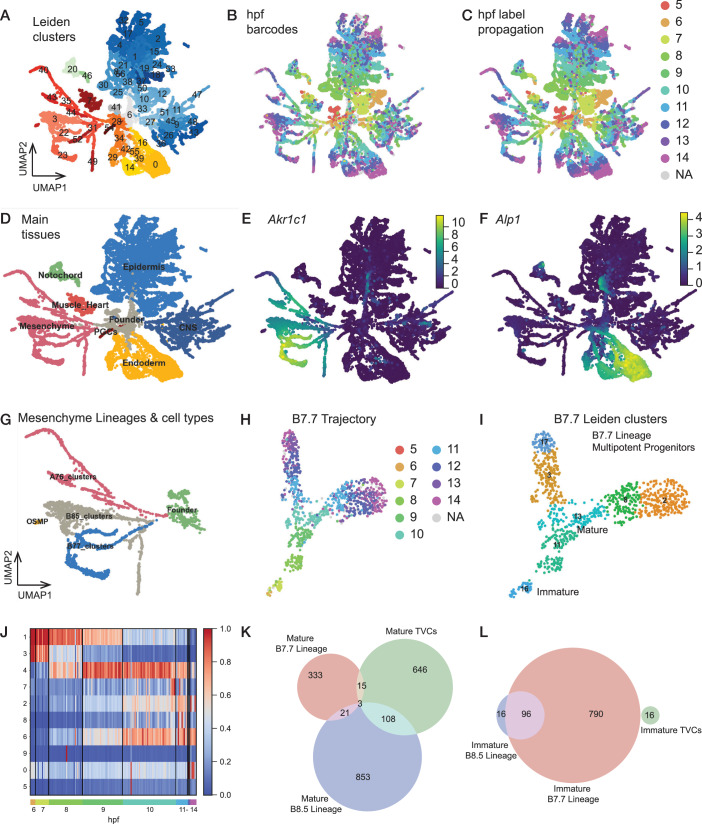
Whole embryo single-cell trajectories reveal maturation signatures in canalized endomesodermal lineages. (**A**–**D**) Uniform manifold approximation and projection (UMAP) of the whole embryo scRNA-seq dataset colored and labeled by Leiden clusters, with shades of blue for epidermal and neuronal clusters, yellow for endodermal clusters, red for mesenchymal, germ line and muscle clusters and green for the notochord (**A**). The same UMAP is colored by developmental time obtained from the electroporated barcodes (**B**), or inferred through label transfer from closest neighbors (**C**). The same UMAP, colored by broad cell types, matching the color scheme detailed in a (**D**). (**E**, **F**) Denoised expression of the pan-mesenchymal marker Akr1c1 (e; “KY.Chr1.2267”), and the pan-endoderm marker Alp1 (f; KY.Chr6.211”). (**G**) Denoised Leiden clustering of mesenchymal tissues. (**H**, **I**) Differentiation trajectory of the B7.7 mesenchymal lineage colored by inferred developmental time (**H**) and denoised Leiden clustering (**I**). Note that cluster 16 corresponds to an immature state and cluster 11 to a mature transcriptomic state. (**J**) Differential expression of genes during differentiation of the B7.7 mesenchymal lineage. Gene clusters 1 and 4 correspond to the immature and mature states, respectively. (**K**, **L**) Venn diagram showing the overlap of genes included in the mature (**K**) and immature gene clusters (**L**) of the mesenchymal B7.7 (red) and B8.5 (blue) lineages and the TVCs (green).

Remarkably, UMAP-based projection of the whole dataset illustrated cell fate diversification from early clusters located centrally toward diverging late cell identities located peripherally on the two-dimensional plot (Fig. 4A–C). Cursory annotation using known markers identified the main tissue types throughout their transition from the gastrula to pre-hatching larval stage (Fig. 4D–F; Appendix Fig. S11). Specifically, the notochord and muscle clusters, including a small number of B7.5/heart lineage cells, separated from the earliest time points onward, consistent with precocious cell fate specification, as early as the 64-cell stage, and post-mitotic differentiation during embryogenesis. Closer inspection of the notochord cluster suggested that its internal structure followed primarily the temporal sequence, without effectively distinguishing between the primary (A-line) and secondary (b-line) lineages. By contrast, and similar to a previous study (Cao et al, 2019a), the central nervous system clusters exhibited a complex structure that was only partially driven by temporal progression, and blurred the clonal distinction between A- and a-line derivatives. Likewise, the expansive and complex epidermal clusters separated by time points from 6 to 8 hpf, albeit displaying the premise of internal structure, whereas the 9 to 14 hpf cells diversified and clustered orthogonally to temporal progression, principally according to the dorsoventral and anteroposterior (e.g., tail-trunk) patterning, peppered with diverse epidermal sensory neurons. As for the central nervous system, initial clonal distinction between a- and b-line derived epidermal cells did not appear to be a main driver of transcriptome diversity, even at early time points.

By contrast with ectodermal clusters, endomesodermal lineages showed clearer signs of clonally guided developmental progression over time (Fig. 4A–D). For example, posterior B-line trunk endoderm emerged as early at 8 hpf, A-line endoderm and A7.6-line mesoderm (aka trunk lateral cells, TLCs) diverged transcriptionally as early as 6 hpf in gastrula embryos (Fig. 4; Appendix Fig. S11). As for the muscle clusters, B-line mesenchymal lineages were already separated at the onset of the time series, and continued to diversify in progressively canalized manner toward defined late states.

Specifically, the B7.7 lineage (Fig. 4G,H; Appendix Fig. S12) appeared transcriptionally distinct from the B8.5 lineage as early as 6 hpf and further bifurcated into two sublineages, expectedly B8.13 and B8.14, around 10 hpf (mid-tailbud stage). Following an approach like that used for the cardiopharyngeal lineage (Fig. 2), we identified three pre- and two post-bifurcation regulatory states for each branch. These transcriptional states coincided with 10 gene clusters, including late, branch-specific clusters 2 and 6 (Fig. 4J). We further noted that cluster 4 and cluster 1 followed transient expression profiles, consistent with mature and immature states of the multi/bipotent B7.7 progenitors, respectively. Of note, as for the cardiopharyngeal progenitors, *Cdc25* [KY.Chr5.722] was part of the mature B7.7 genes (cluster 4) and transiently expressed shortly before the bifurcation (Appendix Fig. S12).

The B8.5 lineage followed a more complex trajectory profile, resulting in three transient and three distinct terminal transcriptional states of B8.5-lineage cells by late tailbud stages (Fig. 4G,I; Appendix Fig. S12). The terminal transcriptional states (regulatory states 0, 15 and 25) were defined by *Irx.c (KY.Chr3.1404)*, *Mist/Bhlha15* (*KY.Chr3.1309*) and *Spon1*/*Hmcn1-KY.Chr10.172*, respectively. Of note, B8.5-derived cluster 15 converges toward a transcriptional state that becomes indistinguishable from that of B7.7-lineage cells, including expression of *Mist/Bhlha15*. In total, genes expressed in this lineage could be grouped in 7 clusters, including immature cluster 4 and mature cluster 1 (Appendix Fig. S12).

As both mesenchymal and cardiopharyngeal lineages appear to transition through intermediate regulatory states before fate diversification, we sought to identify a gene expression signature associated with multipotent progenitor maturation in these distinct lineages. By intersecting candidate mature and immature markers of each lineage (Fig. 4K,L), we identified only three candidate mature genes shared between all three lineages, namely (*Chdh-KY.Chr1.882*, *Prmt7-KY.Chr2.2197*, *Trp53i11-KY.Chr6.477*). By contrast, the B7.7 and B8.5 lineages shared 85.7% (97/112) of their candidate immature genes, consistent with their common origin as B-line mesenchyme progenitors. Thus, similar to the cardiopharyngeal progenitor trajectory, multipotent mesenchymal progenitors also appear to progress along canalized trajectories that comprise transcriptional maturation prior to branching points and subsequent fate decisions.

### Mature state-specific determinants are required for heart vs. pharyngeal muscle fate choices

Next, we sought to explore the biological significance of transcriptome maturation in multipotent cardiopharyngeal progenitors. Our initial observations suggest that, although cardiopharyngeal progenitor cells could be forced to divide precociously, they were largely incapable of activating *Tbx1/10* until shortly before its normal timing in control embryos. We reasoned that, besides mitosis, transcriptome maturation might determine the competence of progenitor cells to activate *Tbx1/10* in addition to the known regulators Hand-r and FGF-MAPK signaling (Razy-Krajka et al, 2018).

To test if transcriptome maturation by downregulation of early markers and activation of late genes underpins the acquisition of multilineage competence, we focused on candidate genes activated in mature progenitor cells toward the end of the cardiopharyngeal trajectory, which we hypothesized to be necessary for cardiopharyngeal fate decisions.

While mature clusters 4 and 5 comprised 945 and 859 genes (Dataset EV2), respectively; we cross-referenced these lists with cardiopharyngeal markers and molecular classes, and selected 37 candidate genes, including those coding for transcription factors (*Hand*, *Hes.a*, *Foxk*, *Tcf/Lef*, *Pax2/5/8.a, Jun, Smad2/3.b*; Datasets EV3 and EV8), and signaling molecules (*Tolloid/Bmp1*, *Dickkopf/Dkk*, *Delta-like/Dll1*, …), including *trans*-membrane receptors such as *Adra2b* and *Fzd2, 5 and 8*, or the Rho GTPase Activating Protein (RhoGAP) *Depdc1b* (Dataset EV3). 

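All 37 candidate genes of Dataset EV3 had their highest CPM from 11 to 13 hpf, and their sum rose from 804 CPM at 7 hpf to 4115 at 10 hpf and 10396 at 12 hpf. Of the 22 with enough UMIs to compare 12 with 8 hpf, all 22 were higher, with a median log2 ratio of 3.25 (1.44 to 4.798), above all of 10000 random matched lists. Accepting 1 barcode of a pair moved this median most, to 2.73. In TVC-like against ATM-like cells over all time points all 36 compared were higher, with a median of 3.63 (2.74 to 4.95). At 10 hpf alone all 18 compared were higher, with a median of 2.81 (1.86 to 5.06). Depdc1b (Depdc1b-KY.Chr2.2230) had 49.8 CPM (39.0 to 62.6) at 8 hpf, 225 CPM (210.4 to 239.5) at 10 hpf and 497 CPM (463 to 533) at 12 hpf, a ratio of 9.99 (7.85 to 12.9) between 12 and 8 hpf. Its TVC-like to ATM-like ratio was 34.0 (26.9 to 43.4) over all time points and 33.5 (23.4 to 49.6) at 10 hpf alone. The study chose the candidates on the time series library, so these values are no independent evidence on them.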

We designed 111 single guide RNA (sgRNA)-expressing constructs for CRISPR/Cas9-mediated and B7.5 lineage-specific mutagenesis, using the *Mesp* enhancer to express SpyCas9 (Stolfi et al, 2014; Gandhi et al, 2017) (Fig. 5A). To assay phenotypes, we scored division orientation and asymmetry, and *Tbx1/10* expression at stage 25, after control cardiopharyngeal progenitors had normally divided asymmetrically along the medio-lateral axis, and the large lateral progenitors had activated *Tbx1/10* (Fig. 5B–F).

**Figure 5:**
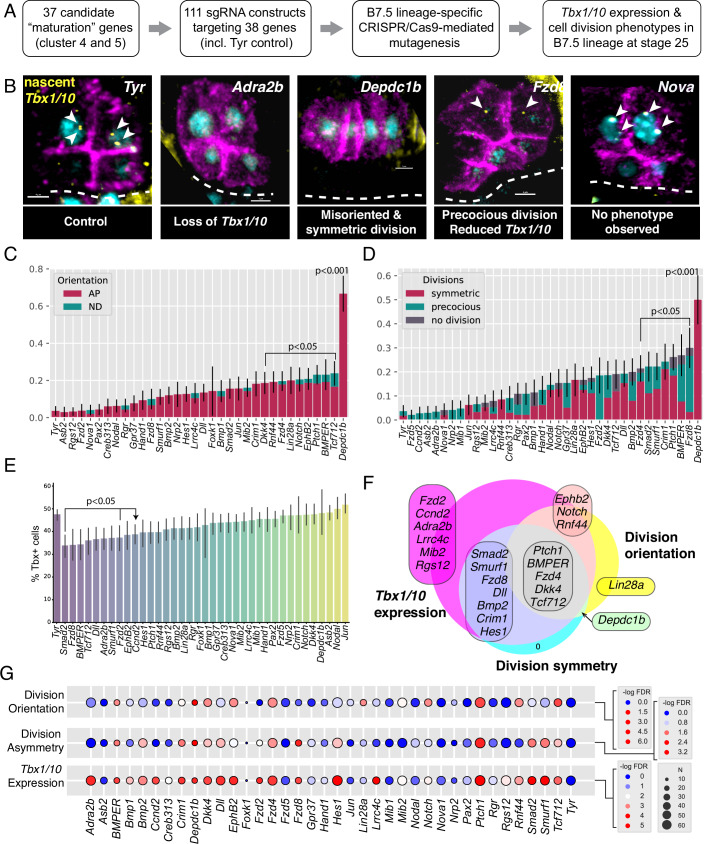
Maturation state-specific determinants are required for pharyngeal vs heart muscle fate choices. (**A**) Flowchart of the CRISPR screen library generation and embryo collection. (**B**) Micrographs show examples of phenotypes produced. Membranes are marked with lineage-specific Mesp>hCD4::mCherry (magenta), nuclei with Mesp>LacZ (cyan), and a DIG-labeled intronic RNA probe against *Tbx1/10* transcripts (yellow). Scale bar = 5 µm. (**C**) Proportions of half-embryos showing the indicated division orientation phenotypes upon targeting the corresponding candidate genes (*x* axis) by CRISPR/Cas9. Error bars show standard error of proportion. *P* values are calculated using Fisher’s exact test with a Bonferroni correction. (**D**) Proportions of half-embryos showing the indicated division asymmetry phenotypes upon targeting the corresponding candidate genes (*x* axis) by CRISPR/Cas9. Error bars show standard error of proportion. *P* values are calculated using Fisher’s exact test with a Bonferroni correction. (**E**) Proportions of *Tbx1/10*-positive cells in half-embryos upon targeting the corresponding candidate genes (x axis) by CRISPR/Cas9. Error bars show 95% confidence intervals. *P* values are calculated using Fisher’s exact test with a Bonferroni Correction. Data for (**C**–**E**) all represent three biological replicates. (**F**) Summary: Venn diagram showing presenting various combinations of Tbx1/10 expression and division orientation and asymmetry phenotypes. (**G**). Summary Fisher’s exact tests statistics Phenotypes associated with CRISPR targeting of indicated genes. −log_10_ of the false discovery rate (FDR) is shown with a cutoff value of 0.05. Source data are available online for this figure.

Treating division orientation and asymmetry, and *Tbx1/10* expression as categorical variables, we applied Fisher’s exact tests and calculated false discovery rates (FDR) to identify the diverse combinations of selected phenotypes induced by defined perturbations. For example, CRISPR/Cas9 mutagenesis of *Adra2b* significantly inhibited *Tbx1/10* activation without affecting the cell division patterns, while targeting Frizzled-coding genes variably altered cell divisions and/or *Tbx1/10* expression. In total, we identified 25 out of 37 candidate mature genes causing a *Tbx1/10* expression and/or cell division phenotype following CRISPR/Cas9-mediated loss-of-function (Fig. 5B–G). The variable combinations of phenotypes observed hint at the partial independence of the subcellular phenomena, and thus the modular nature of biomolecular networks governing *Tbx1/10* expression and division orientation and asymmetry. On the other hand, with the exception of *Lin28*, all conditions altering division orientation and/or asymmetry also impacted *Tbx1/10* expression. This suggested that, beyond the system’s modularity, the geometry of cardiopharyngeal progenitor divisions influences subsequent *Tbx1/10* expression patterns.

Focusing on the DEP domain-containing RhoGAP-encoding *Depdc1b*, fluorescent in situ hybridization validated its expression in maturing progenitor cells, starting approximately at the G1-S transition, and confirming that *Depdc1b* activation precedes oriented and asymmetric divisions in late tailbud embryos (Fig. 3B, see also Fig. 8A). To further characterize the *Depdc1b*^*CRISPR*^ division phenotype, we imaged, segmented and quantified defined morphometric parameters in both control, *Tyrosinase*^*CRISPR*^, and *Depdc1b*^*CRISPR*^ cardiopharyngeal lineage cells (Fig. 6A–D), as part of systematic high-content image-based CRISPR screen (Failla, Wiechecki et al, in preparation). Specifically, minimum angles between axes formed by cell triplets, which report on the orientation of cell divisions, indicated that the *Depdc1b*^*CRISPR*^ perturbation significantly alters division orientation. These data indicated that Depdc1b function is required for both the asymmetry and orientation of cardiopharyngeal progenitor divisions. This role is reminiscent of the function of *LET-99*, the *Depdc1b* homolog in *Cænorhabditis elegans*, which functions to position and orient the mitotic spindle during the first embryonic cleavage (Rose and Kemphues, 1998; Tsou et al, 2002).

**Figure 6:**
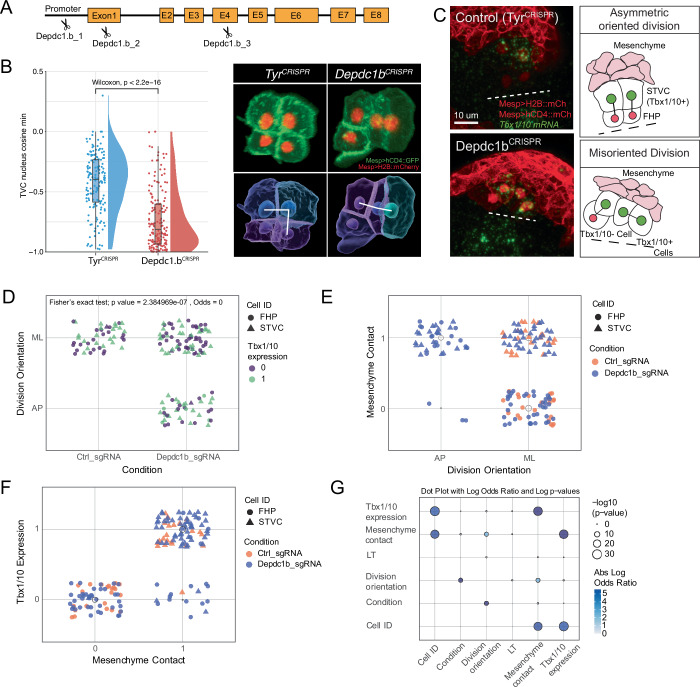
Depdc1b^CRISPR^ cellular phenotypes affect the pattern of *Tbx1/10* expression. (**A**) Simplified map of the *Depdc1b* genomic locus with indicated guide RNA targets. (**B**) Range of phenotypes produced by CRISPR/Cas9-mediated disruption of the *Depdc1b* locus. The graph shows the change in division orientation as the minimum cosine of the angle between all possible pairs of axes defined by cell triplets. Micrographs show rendered volumes of cells color coded by relative volume and division orientation indicated by white lines. The data represent five and seven biological replicates for *Depdc1b* and *Tyr* conditions, respectively. (**C**) Micrographs showing FISH revealing the *Tbx1/10* transcripts (green) in the cardiopharyngeal lineage cells that contact the mesenchyme, which is marked with tissue-specific *Twist* > *hCD4::mCherry*. Cardiopharyngeal lineage cell membranes and nuclei are marked with *Mesp* > *hCD4::mCherry* and *Mesp* > *H2B::mCherry*, respectively. Dashed lines mark the embryonic midline. Diagrams to the right highlight the contact between *Tbx1/10* expressing cells and the mesenchyme. No blinding was included in the analysis. (**D**–**F**) Jitter plots showing correlations between indicated parameters. Each point is an individual half embryo scored as indicated. (**D**) CRISPR targets and division orientation. (**E**) Division orientation and mesenchymal contact, and (**F**) *Tbx1/10* expression. (**G**) Log odds ratios and significant associations of characteristics and phenotypes between control and *Depdc1b*^*CRISPR*^ conditions. The conditions significantly affect the division orientation. The orientation significantly affects the contact with the mesenchyme, which significantly affects *Tbx1/10* expression. Hence the inferred chain of causality: Depdc1b -> division orientation -> polarized contact with the mesenchyme -> asymmetric *Tbx1/10* expression, which is mediated by polarized MAPK signaling (see Razy-Krajka et al, 2018). Source data are available online for this figure.

Notably, even though Depdc1b controls the orientation of cardiopharyngeal progenitor divisions, its disruption caused gene expression and fate decision phenotypes following abnormal divisions (Fig. 6B–G). Specifically, *Dedpc1b*^*CRISPR*^ caused a significant fraction of sister cell pairs to align along the anteroposterior axis, by contrast with the medio-lateral alignment typically observed in control embryos (Fig. 6B–D,G). Sister cells misalignment significantly correlated with increased contact with the lateral *Twist* > *hCD4::mCherry*+ mesenchymal lineages (Fig. 6C,E,G), which in turn correlated significantly with *Tbx1/10* expression (Fig. 6C,F,G). Despite the variability and incomplete penetrance of the *Depdc1b*^*CRISPR*^ phenotype, these analyses thus indicate that Depdc1b controls the orientation of cardiopharyngeal progenitor divisions, which in turn determines differential contact with the lateral mesenchyme and polarized activation of *Tbx1/10* specifically in the lateral second-generation cardiopharyngeal progenitors.

To further explore the role of Depdc1b in cardiopharyngeal progenitor divisions, we re-evaluated the Cdc25^OE^ phenotype, which was characterized by precocious but also misoriented and/or symmetrical divisions, in a manner reminiscent of the *Depdc1b*^*CRISPR*^ phenotype (Appendix Fig. S2). Since *Depdc1b* expression starts at the G1-S transition and peaks during G2 in the mature state, we reasoned that Cdc25^OE^ may force cells to divide before Depdc1b reaches a functional level, thus impairing proper oriented and asymmetric division. Consistent with this hypothesis, Cdc25^OE^ did not impair the onset of *Depdc1b* expression in early S-phase, but shortened the G2 phase, causing cells to divide with lower *Dedpc1b* expression level, consistent with a contribution to the Cdc25^OE^ cell division orientation and asymmetry phenotypes (Appendix Fig. S13).

Taken together, these results indicate that *Depdc1b* upregulation endows mature cardiopharyngeal progenitors with the ability to divide in an asymmetric and oriented manner, allowing them to produce distinct large *Tbx1/10*+ second cardiopharyngeal progenitors, laterally, and small *Tbx1/10-* first heart precursors, medially. We propose that transcriptome maturation of progenitors foster the cellular competence to generate both cardiac and pharyngeal muscle lineages, a hallmark of multipotent cardiopharyngeal progenitor cells.

### Transcriptional regulators of multipotent progenitor maturation

The above results indicated that the transcriptome of multipotent progenitors changes as they migrate and progress through the cell cycle. This molecular maturation fosters the competence to undergo oriented and asymmetric divisions, which condition the production of distinct cardiac and pharyngeal muscle lineages. Considering the importance of multipotent progenitor maturation for subsequent fate decisions, we sought to explore the mechanisms governing transcriptome dynamics during maturation.

We previously described the changes in the immediate environment of multipotent progenitors, which are born laterally, in the vicinity of the mesenchyme and notochord, before migrating ventro-medially in between the epidermis and trunk endoderm (Gline et al, 2015; Bernadskaya et al, 2019). It is likely that distinct surrounding tissues exert variable influence on migrating progenitors. Nevertheless, here we focused on possible cell-autonomous drivers of transcriptome dynamics.

Leveraging our previously published B7.5-lineage-specific chromatin accessibility data (Racioppi et al, 2019), we first sought to identify sequence motifs enriched in accessible regions surrounding genes clustered by pseudotemporal profiles along the cardiopharyngeal trajectory (Fig. 7A,B). Consistent with their roles in tail muscle development, this analysis identified motifs for regulators of tail muscle specification and differentiation, including the myogenic transcription factor Myf5/Myod in cluster 6, which corresponds to genes maintained specifically in the anterior tail muscle cells, as is the case for *Snail*, while *Meis* is expressed in both tail muscles and cardiopharyngeal progenitors, consistent with a general role in myogenesis (Fig. 7B; Appendix Figs. S9C and S14). By contrast, Forkhead/Fox family motifs were depleted in the accessible regions associated with this gene cluster, also consistent with the previously recognized specific role for Fox family factors in cardiopharyngeal fate choices (Beh et al, 2007; Woznica et al, 2012; Racioppi et al, 2019).

**Figure 7:**
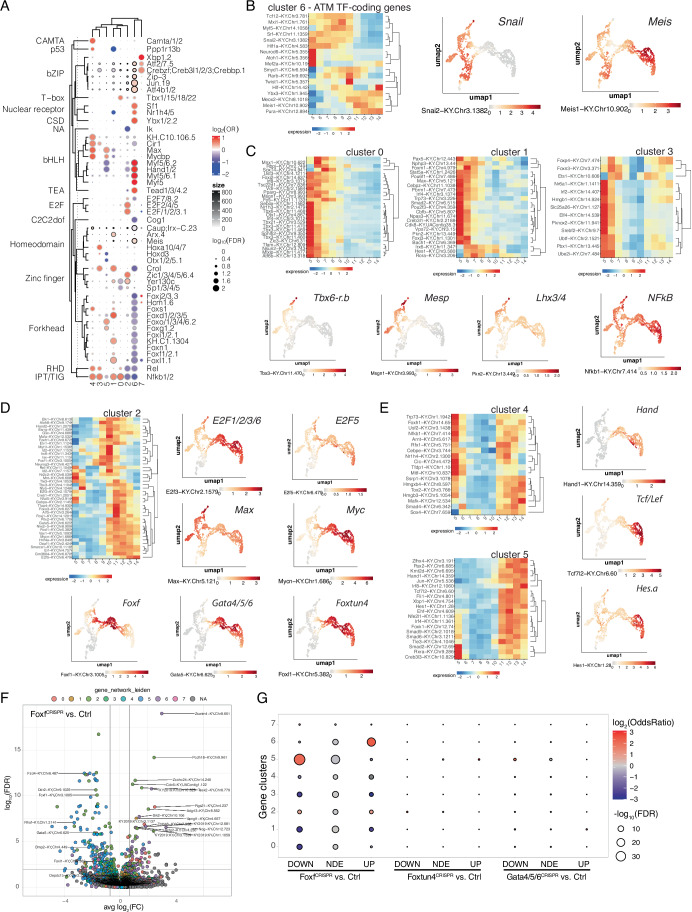
Candidate transcription factors involved in the regulation of maturation genes. (**A**) Cluster-specific transcription factor motif enrichment. Dot color gives the log_2_ odds ratio of the occurrence of a motif in a motif set to the occurrence of a motif in the background. Dot size gives the p-value of the hypergeometric test. Outline color gives occurrences of a motif in the motif set. (**B**–**E**) Detailed scaled expression of transcription factor-coding genes in indicated gene clusters. Heatmaps show temporal expression in the cardiopharyngeal trajectory, while FeaturePlots for selected examples show both the cardiopharyngeal and anterior tail muscle trajectories (see Fig. 2S for cell types annotations). (**F**) Volcano plot showing differentially expressed genes between control (Ctrl) and Foxf^CRISPR^ conditions. Log_2_ fold change is shown on the *x* axis, calculated from the CRISPR x scRNA-seq experiment. Color code represents gene clusters as shown in Fig. 3B. (**G**) Relative enrichments (log odds ratios and false discovery rates from hypergeometric tests) between gene clusters (defined in Fig. 3B) and differentially expressed genes in indicated CRISPR/Cas9 conditions.

Extensive analysis of candidate transcription regulators based on motif enrichment and dynamic gene expression in the cardiopharyngeal lineage were consistent with known regulatory interactions and suggested new ones (Fig. 7 and Appendix Figs. S14–S20; see also Racioppi et al, 2019). 

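Tbx6-r.b (Tbx3-KY.Chr11.470) had 227 CPM (194 to 263) at 6 hpf and 47.5 CPM (40.9 to 54.9) at 7 hpf in cells outside ATM-like clusters. Lhx3/4 (Pkn2-KY.Chr13.449 in the paper's tables) had 49.9 CPM (35.5 to 68.3) and 42.6 CPM (36.3 to 49.6) at the same time points. At 5 hpf, from 8 cells, Tbx6-r.b had 528 CPM (424 to 650.0), Mesp 243 CPM (175 to 330.1) and Lhx3/4 160.2 CPM (106 to 233). All 8 of these cells lie in Leiden cluster 14, which is unnamed and has 39 of its 116 cells barcoded (33.6%).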

Gene clusters 0 and 1 were more highly expressed in B7.5 and founder cells, at the beginning of the trajectory, and included *Mesp* and two of its upstream regulators, *Tbx6-r.b* and *Lhx3/4* (Christiaen et al, 2009). Both *Tbx6-r.b* and *Mesp* were downregulated in the anterior tail muscle and cardiopharyngeal progenitor trajectories, unlike *Lhx3/4*, which was maintained at lower levels in the cardiopharyngeal trajectory, consistent with its proposed role in activating cardiopharyngeal progenitor-specific markers (Pickett et al, 2024). Accordingly, homeodomain binding motifs were enriched in accessible regions near cluster 1 and cluster 3 genes, while T-box binding motifs were enriched near cluster o and 6 genes, consistent with known early roles of Tbx6 transcription factors in both cardiopharyngeal lineage and tail muscle specification (Kugler et al, 2010; Yu et al, 2019; Yagi et al, 2005).

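Outside ATM-like clusters Tbx6-r.b fell to 17.7 CPM (11.6 to 26.0) at 8 hpf and 1.91 CPM (0.393 to 5.57) at 12 hpf, a ratio of 0.108 (0.0208 to 0.351). Lhx3/4 stood at 32.7 CPM (24.1 to 43.4) at 8 hpf, 33.5 CPM (25.8 to 42.8) at 11 hpf and 37.5 CPM (28.5 to 48.4) at 12 hpf, a ratio of 1.15 (0.770 to 1.71) whose interval holds 1. Its log2 ratio was -0.19 when 1 barcode of a pair was enough. In ATM-like cells at 8, 10 and 11 hpf, Tbx6-r.b had 23.5, 8.95 and 1.72 CPM and Mesp 53.8, 7.67 and 0 CPM. Lhx3/4 had 23.5, 12.78 and 13.7 CPM there, and its ratio in TVC-like to ATM-like cells over all time points was 2.48 (1.93 to 3.22), a log2 ratio of 1.31 beside a median of 1.19 over all 7090 genes compared.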

Inspecting “unscaled” expression data for transcription factor-coding gene allowed us to explore the range of expression levels (Appendix Figs. S14–S20), pointing at the more highly expressed factors with corresponding motif enrichment in early B7.5 lineage cells in this (Fig. 7A), and our previous analysis (Racioppi et al, 2019). In addition to T-box and Mrf/MyoD/Myf5 motifs, our analyses revealed enrichments of homeodomain, Zinc finger, forkhead and helix-loop-helix binding motifs near genes in early clusters 0, 1, and 3 (Fig. 7A). Focusing on the top expressed transcription factor-coding genes (groups A and B in Fig. 7B,C; Appendix Figs. S14–S20; Dataset EV4) from clusters 0, 1 and 3 identified 21 candidate transcription factors among the corresponding bHLH, Forkehad, Homeobox and T-box families, including the known determinants *Tbx6-r.b* and *Mesp*, as well as under-studied candidate cardiopharyngeal regulators such as *Foxn2/3*, *Otx* or *Hes.b* (Dataset EV4).

Intriguingly, NFkB motifs were enriched near both “early” clusters 0 and 1 and “cycling” clusters 3 and 4, whose expression is the lowest in the middle of the trajectory (9 and 10 hpf; Fig. 7A,C,E), and depleted near both cluster 6 anterior tail muscle genes and clusters 2 and 5 cardiopharyngeal progenitor genes.

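Of the 13 cluster 3 transcription factors of Dataset EV4, all 13 had their lowest CPM between 6 and 13 hpf at 9 or 10 hpf, and of the 18 cluster 4 factors 11 did. Their sums were 2532 CPM at 6 hpf, 1132 at 9 hpf and 2064 at 11 hpf in cluster 3, and 1566, 999 and 1802 in cluster 4. NFkB (Nfkb1-KY.Chr7.414) itself had 118 CPM (95.0 to 144) at 6 hpf, 88.6 CPM (74.1 to 105.2) at 8 hpf, 98.4 CPM (89.1 to 108) at 10 hpf and 132 CPM (115 to 151) at 12 hpf.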

Conversely, motifs for (a) Zic-family transcription factor(s) were enriched near cluster 2 genes, which peak during S-phase in the middle of the cardiopharyngeal progenitor trajectory (Fig. 3B). This is consistent with a possible role for Zic-r.g/ZicL, which is expressed early as part of cluster 0 (Appendix Fig. S14) and plays (an) important role(s) in myogenic mesoderm development in Ciona (Imai et al, 2002). This illustrates that, as expected, there are likely delays between transcription factor expression and activity, as potentially reflected in motif enrichment analysis.

Cluster 2 is the most transcription factor-rich cluster, with 48 genes distributed in 5 temporal subclusters, and 5 tentative “levels” of expression as defined by clusters of unscaled data (Appendix Fig. S16). This cluster comprises genes encoding some of the iconic conserved cardiac transcription factors, including *Gata4/5/6*, *Nk4/Nkx2-5* and the key determinant *Foxf* (Appendix Fig. S16; Dataset EV4). This and our previous work (Racioppi et al, 2019), including motif enrichment analysis, emphasized the importance of Forkhead and GATA-family transcription factors in cardiopharyngeal development (Beh et al, 2007; Ragkousi et al, 2011, 2009; Ragkousi and Davidson, 2010; Christiaen et al, 2008). 

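Dataset EV4 names 41 different transcription factors in cluster 2, some of them in more than 1 row. Of these 41, 2 were highest at 6 to 8 hpf, 14 at 9 or 10 hpf and 25 from 11 to 13 hpf. Their summed CPM was 2339.9 at 7 hpf, 4319.8 at 8 hpf, 8303 at 11 hpf and 5172 at 13 hpf. In TVC-like against ATM-like cells over all time points the ratio was 63.7 (44.5 to 94.6) for Foxf, 88.8 (49.4 to 178) for Gata4/5/6 and 34.5 (27.9 to 43.2) for Nk4/Nkx2-5. At 10 hpf alone it was 165 (94.1 to 320), 119 (50.5 to 367) and 26.8 (20.5 to 35.7) for these genes.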

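Foxh.a (Foxh1-KY.Chr9.672) had 1265 CPM (1208 to 1324) at 8 hpf, 2257 CPM (2212 to 2304) at 10 hpf and 993 CPM (944 to 1043) at 12 hpf, the highest values among the Forkhead genes named here. Foxn1/4.b (Gm3604-KY.Chr6.670) had 36.8 CPM (27.7 to 48.0) at 8 hpf and 96.0 CPM (81.3 to 113) at 12 hpf. Foxtun4 (Foxl1-KY.Chr5.382) had 17.7 CPM (11.6 to 26.0) at 8 hpf, 121 CPM (110.3 to 132) at 10 hpf, 189.5 CPM (171 to 210.1) at 11 hpf and 148 CPM (129.7 to 168) at 12 hpf. The TVC-like to ATM-like ratio over all time points was 1.09 (1.06 to 1.12) for Foxh.a, 9.37 (7.12 to 12.5) for Foxn1/4.b and 52.5 (33.4 to 87.5) for Foxtun4.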

While *Gata4/5/6* stands out as the only relevant GATA family factor expressed and functional in cardiopharyngeal progenitors, several Forkhead family members are also expressed at high levels besides *Foxf* (e.g., *Foxh.a*, *Foxn1/4.b* and *Foxtun4*). Likewise, Other Ets family members potentially complement *Ets1/2*/*Ets.b* in regulating gene expression during cardiopharyngeal fate specification.

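Hand (Hand1-KY.Chr14.359) stayed at 96.6 CPM (81.9 to 113) at 12 hpf and 76.5 CPM (61.2 to 94.5) at 13 hpf. Lef/Tcf (Tcf7l2-KY.Chr6.60) had 54.5 CPM (43.2 to 67.9) at 8 hpf, 76.2 CPM (68.1 to 85.1) at 10 hpf, 327 CPM (302 to 354) at 11 hpf and 492 CPM (458 to 528) at 12 hpf, a ratio of 9.02 (7.16 to 11.50) between 12 and 8 hpf. Hes.a (Hes1-KY.Chr1.28) had 361 CPM (331 to 393) at 8 hpf, fell to 236 CPM (222 to 252) at 10 hpf and reached 618 CPM (580.2 to 659) at 12 hpf, a ratio of 1.71 (1.54 to 1.91).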

Finally, several of the late-expressed transcription factor-coding genes found in clusters 4 and 5, including *Hand*, *Lef/Tcf* and *Hes.a* (Fig. 7C; Appendix Figs. S18 and S19) had variable effects on cardiopharyngeal progenitors cell division and *Tbx1/10* expression (Fig. 5), indicating roles in transcriptome maturation albeit not clearly detected in motif enrichment analyses (Fig. 7A). Taken together, while these observations warrant future functional analysis of a broader range of candidate transcription regulators in the cardiopharyngeal lineage, we surmise that transcription regulators found in cluster 2 play (a) pivotal role(s) in orchestrating the transitions between early specification and maturation in multipotent cardiopharyngeal progenitors.

Previous work identified cluster 2 transcription factor-coding *Foxf* as one of the earliest developmental control genes activated in cardiopharyngeal progenitors, in response to FGF-MAPK signaling (Beh et al, 2007; Christiaen et al, 2008). Foxf controls subsequent activation of the conserved cardiac transcription factors coding genes *Gata4/5/6*, *Nk4/Nkx2.5* and *Hand* (Beh et al, 2007; Christiaen et al, 2008; Woznica et al, 2012), at least in part by promoting chromatin accessibility at cardiopharyngeal enhancers, and subsequent transcriptional activation (Racioppi et al, 2019). Transcription factors of the GATA4/5/6 family also play essential and conserved regulatory roles in cardiac vs. pharyngeal lineage specification. To assay the roles of candidate TFs during maturation of cardiopharyngeal progenitors, we performed CRISPR/Cas9-mediated mutagenesis of Foxf and Gata4/5/6 along with a forkhead family transcription factor Foxtun4, selected among other candidate TFs dynamically expressed in the cardiopharyngeal trajectory (Fig. 7D). We profiled the transcriptomes of FACS-purified B7.5 lineage cells at stage 23/24 (~12 hpf at 18 °C), when control cells reach the mature state, using transgenic barcode-mediated multiplexed scRNA-seq. 

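The CRISPR experiment is droplet scRNA-seq (10x Genomics 3′ gene expression) of cells sorted by FACS for the B7.5 lineage reporter, with Cas9 and guides against Foxf, Gata4/5/6 or Foxtun4, or control guides, each condition carrying its own pair of barcoded reporters. The sample labels list 2 repeats, each a library that pools the 4 conditions, while the text describes a single library. Both are used here, and the sources used here do not say whether the repeats come from separate electroporations. If they do not, the adjusted p values describe 1 biological sample per condition. Which barcode pair marks which condition was read from the colour key of a figure of the Appendix. The authors deposited UMI counts per gene and cell from Cell Ranger, without normalization. Repeat 1 holds 231 cell barcodes, 5382449 UMIs and a median of 19847 UMIs per cell (502 to 330968), and repeat 2 holds 638 cell barcodes, 15156285 UMIs and a median of 21552 (506 to 105545). Cells are not independent replicates, so UMIs were summed per repeat, condition and cell class, which gives 2 sums per condition. The sums were compared with edgeR's quasi-likelihood test over the 4 conditions of a class, with TMM normalization, its filter on low counts and no term for the repeat. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change over 0.5. The expression values are CPM after TMM normalization, given for repeat 1 and then repeat 2. In TVC-like cells the sums hold 183201 and 782383 UMIs (13 and 45 cells) for Foxf CRISPR, 231994 and 580088 (10 and 33 cells) for Gata4/5/6 CRISPR, 91315 and 449535 (6 and 26 cells) for Foxtun4 CRISPR and 571306 and 1152263 (32 and 63 cells) for control, in repeat 1 and repeat 2.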

We pooled four barcoded samples corresponding to *Foxf*, *Gata4/5/6*, *Foxtun4*-specific and control CRISPR/Cas9 reagents into a single library for scRNA-seq, followed by in silico demultiplexing.

Building on highly correlated barcode pairs (Appendix Fig. S21A), we confidently assigned 112, 126, 92 and 193 single cell transcriptomes to either *Foxf*, *Gata4/5/6*, *Foxtun4* loss-of-function or control conditions, respectively (Appendix Fig. S21B). 

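Of the cell barcodes, 161 of 231 (69.7%) were assigned to a condition in repeat 1 and 463 of 638 (72.6%) in repeat 2. The rest were 8 and 2 cells with mixed pairs, 25 and 54 with an incomplete pair, and 37 and 119 without a barcode UMI. Per condition, 27 and 100 cells were assigned to Foxf CRISPR, 41 and 109 to Gata4/5/6 CRISPR, 20 and 85 to Foxtun4 CRISPR, and 73 and 169 to control. Across cells, the UMI counts of the 2 barcodes of a pair had a Pearson correlation of 0.970, 0.951, 0.936 and 0.966 in repeat 1 and of 0.984, 0.977, 0.955 and 0.968 in repeat 2, for Foxf, Gata4/5/6, Foxtun4 and control. Asking for 90% of the UMIs of all pairs moved the assigned share in repeat 1 most, to 67.5%, and at least 10 UMIs in the pair that in repeat 2, to 71.0%.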

Among those, clustering, UMAP projection and marker gene expression identified 223 cardiopharyngeal progenitors and 326 anterior tail muscle, indicating that reporter-driven barcodes are effective to identify B7.5-lineage cells with >95% certainty at early stages (Appendix Fig. S21C–E). 

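Clustering of both libraries together gave 13 clusters, of which 3 were named TVC-like and 4 ATM-like from their markers. The TVC-like clusters hold 230 cells, of which 228 (99.1%) carry a complete and unmixed barcode pair, and the ATM-like clusters 366 cells, of which 341 (93.2%) do. Over both classes the share was 569 of 596 cells (95.5%). It was 92.7% of 632 cells at a Leiden resolution of 0.5, with 297 TVC-like cells of which 88.6% were barcoded, and 98.2% of 562 cells with the cells filtered by UMIs and genes. TVC-like cells of the conditions lay in different clusters. Cluster 1 held 43 of 58 cells of Foxf CRISPR, while cluster 7 held 20 of 43 of Gata4/5/6 CRISPR, 19 of 32 of Foxtun4 CRISPR and 49 of 95 of control. The cells were sorted before sequencing, so class sizes are not compared between conditions.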

In silico demultiplexing of pooled scRNA-seq then allowed us to evaluate the cardiopharyngeal progenitor-specific effects of individual perturbations independently of cell sorting (Appendix Fig. S21F,G). 

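In TVC-like cells, Foxf (Foxf1-KY.Chr3.1005) had 62.7 and 149.6 CPM in Foxf CRISPR, against 464 and 402 in Gata4/5/6 CRISPR, 728 and 595 in Foxtun4 CRISPR and 582 and 434 in control. Gata4/5/6 (Gata5-KY.Chr6.625) had 107 and 61.1 CPM in Gata4/5/6 CRISPR, 68.4 and 55.5 in Foxf CRISPR, 348 and 286 in Foxtun4 CRISPR and 251 and 237 in control. Foxtun4 (Foxl1-KY.Chr5.382) had 109 and 72.6 CPM in Foxtun4 CRISPR, 171 and 182 in Foxf CRISPR, 348 and 311 in Gata4/5/6 CRISPR and 341 and 290.2 in control. Against control, the log2 fold change of Foxf in Foxf CRISPR was -2.03 (SE 0.26, edgeR, Benjamini-Hochberg adjusted p = 2.35e-04), rank 25 of 6462 genes by p. Both repeats of Foxf CRISPR lay under both of control, and the gene was called in all 14 alternatives, with a log2 fold change from -3.004 to -1.75. Gata4/5/6 in its own CRISPR condition changed by -1.67 (SE 0.24, adjusted p = 0.00595 by edgeR with Benjamini-Hochberg), rank 4, and was lower in both repeats. Its adjusted p ranged from 1.83e-08 to 0.108 by Benjamini-Hochberg over the alternatives in edgeR and DESeq2, and the call was lost without Gata4/5/6 repeat 2 (0.108), without control repeat 1 (0.0732) and without control repeat 2 (0.0589). Foxtun4 in its own CRISPR condition changed by -1.96 (SE 0.24, adjusted p = 0.00344 by edgeR with Benjamini-Hochberg), rank 1, and was lower in both repeats. Its adjusted p ranged from 1.04e-09 to 0.430 by Benjamini-Hochberg over the alternatives in edgeR and DESeq2, and the call was lost without Foxtun4 repeat 2 (0.430) and without control repeat 1 (0.0706).

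**Figure D4:**
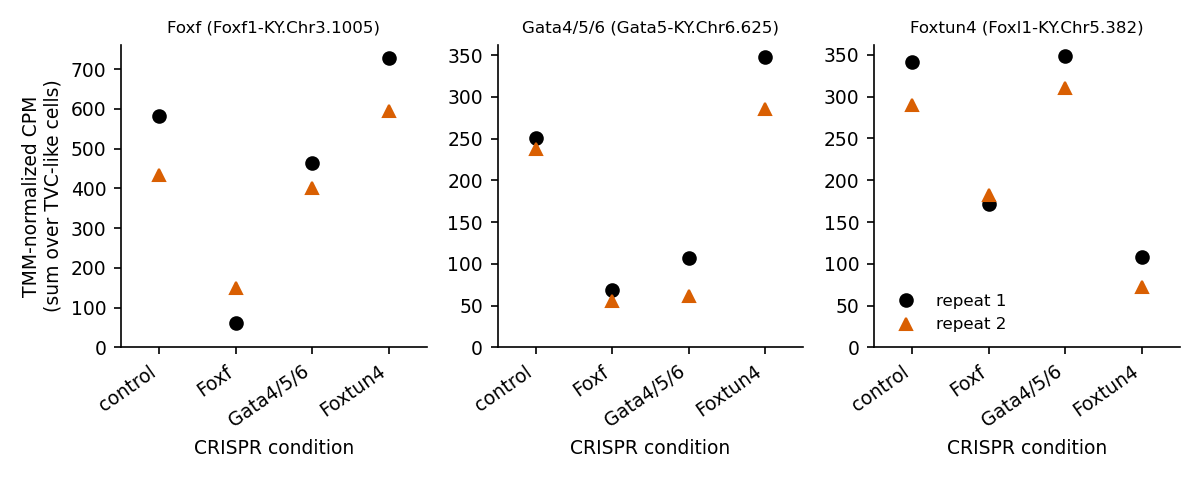
CPM after TMM normalization (y axis) of Foxf, Gata4/5/6 and Foxtun4 in TVC-like sums of the 4 conditions (x axis), with repeat 1 as black circles and repeat 2 as orange triangles. Foxf and Foxtun4 are lowest where they are targeted, and Gata4/5/6 is lower in Foxf CRISPR (68.4 and 55.5 CPM) than in its own condition (107 and 61.1 CPM).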

*Foxf*, *Gata4/5/6*, and *Foxl1* were among the most significantly downregulated genes in their corresponding CRISPR/Cas9 conditions (Fig. 7E; Appendix Fig. S21A,B), indicating effective perturbations. Both *Gata4/5/6* and *Foxtun4* were also downregulated in *Foxf*^*CRISPR*^ cells, consistent with previous observations and the established role for Foxf in driving chromatin accessibility and gene activation in the cardiopharyngeal lineage (Fig. 7E; Appendix Fig. S22). 

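In Foxf CRISPR against control, TVC-like cells, the log2 fold change of Gata4/5/6 was -2.05 (SE 0.24, edgeR, Benjamini-Hochberg adjusted p = 1.48e-04), with both repeats lower and the call kept in all 14 alternatives. Foxtun4 changed by -0.81 (SE 0.19, adjusted p = 0.0189 by edgeR with Benjamini-Hochberg), again with both repeats lower. Over the alternatives in edgeR and DESeq2 its Benjamini-Hochberg adjusted p ranged from 0.00355 to 0.332, and the call was lost under DESeq2's Wald test (0.332), without Foxf repeat 1 (0.0736), without Foxf repeat 2 (0.197), without control repeat 1 (0.228) and without control repeat 2 (0.0863). Nk4/Nkx2-5 (Nkx2-5-KY.Chr8.909) went from 806 and 738 CPM in control to 422 and 355, a log2 fold change of -1.02 (SE 0.17, adjusted p = 0.00200 by edgeR with Benjamini-Hochberg), not called without Foxf repeat 2 (0.0949) within 2.63e-06 to 0.0949 over the alternatives. Hand (Hand1-KY.Chr14.359) went from 106 and 102 to 62.7 and 31.0 CPM, -1.43 (SE 0.34, adjusted p = 0.0233 by edgeR with Benjamini-Hochberg). Its adjusted p ranged from 1.52e-04 to 0.628 by Benjamini-Hochberg in edgeR and DESeq2, and the call was lost under DESeq2's Wald test (0.307), without Foxf repeat 2 (0.628), without control repeat 1 (0.119) and without control repeat 2 (0.158). Foxf itself was not called in Gata4/5/6 CRISPR at this depth, with a log2 fold change of -0.24 (SE 0.23, adjusted p = 0.999 by edgeR with Benjamini-Hochberg).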

Applying permissive statistical cutoffs (FDR < 0.05 and |Log_2_(FC)| > 0.5), we identified 302 candidate differentially expressed genes in *Foxf*^*CRISPR*^ compared to control cells, including 192 down- and 110 upregulated transcripts. By contrast, *Gata4/5/6*^*CRISPR*^ and *Foxtun4*^*CRISPR*^ yielded more modest numbers, with 9 and 1 gene significantly differentially expressed, including *Gata4/5/6* and *Foxtun4* in their respective conditions (Appendix Fig. S22; Datasets EV5–7). 

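In Foxf CRISPR against control, 262 of 6462 genes tested in TVC-like cells were called, 179 lower and 83 higher, and 812 had an unadjusted p under 0.05. Most Foxf CRISPR cells of this class are of cluster 1 and most control cells of cluster 7. Leaving out Foxf repeat 2 moved the count most, to 93 (49 lower and 44 higher). Without the low-count filter 425 genes were called (261 of the 262 among them), and with DESeq2's Wald test 117, all among the 262. The count was 367 with only these groups in the fit, 157 without control repeat 1 and 112 without control repeat 2. Of the named genes, the called ones changed the same way in both repeats. Among the lower ones, KY.Chr5.531 (-4.29, SE 0.39, edgeR, Benjamini-Hochberg adjusted p = 1.36e-05), Rhof-KY.Chr1.2141 (-3.70), Gas2-KY.Chr4.1320 (-2.70), Fzd4-KY.Chr6.487 (-2.58), Ddr2-KY.Chr9.1025 (-1.79) and Pctp-KY.Chr10.1029 (-1.53) were called in all 14 alternatives. KY.Chr5.531 fell as much in Gata4/5/6 CRISPR (-4.30) against the same control sums, so its change is not particular to Foxf CRISPR. It is also a leading gene of an unnamed CRISPR cluster in which 3 of 25 cells are barcoded. KY.Chr6.317 is among the 5 called genes, lower in both repeats, with the lowest fitted log2 fold changes. It changed by -4.83 (SE 0.65, adjusted p = 3.40e-04 by edgeR with Benjamini-Hochberg) and was not called under DESeq2's Wald test (0.124). The other 4 of these 5 had no UMI in Foxf CRISPR, so their fitted values are no bound and their place among the lowest is not established. KY.Chr7.690, with 0 against 90 UMIs, is at least 16.8-fold lower, KY.Chr7.689 at least 7.84-fold (0 against 42), Tll2-KY.Chr8.1055 at least 5.79-fold (0 against 31) and KY.Chr1.1731 at least 5.04-fold (0 against 27). Their edgeR adjusted p (Benjamini-Hochberg) was 2.84e-04, 0.00400, 0.0175 and 0.0354. KY.Chr7.690 was not called without Foxf repeat 2 (0.0559), KY.Chr7.689 not under DESeq2's Wald test (no adjusted p given), without Foxf repeat 2 (0.261) and without control repeat 2 (0.0879), and Tll2-KY.Chr8.1055 not under DESeq2's Wald test (no adjusted p given), without Foxf repeat 2 (0.432), without control repeat 1 (0.151) and without control repeat 2 (0.109). KY.Chr1.1731 lost the call under DESeq2's Wald test (no adjusted p given), with a term for the repeat (0.0507), without Foxf repeat 1 (0.0721), without Foxf repeat 2 (0.513), without control repeat 1 (0.251) and without control repeat 2 (0.156), with a highest adjusted p of 0.513. Among the higher genes, Nog-KY.Chr12.723 (3.58, SE 0.56, adjusted p = 0.00107 by edgeR with Benjamini-Hochberg), Zswim4-KY.Chr8.601 (2.98), Rgs21-KY.Chr4.237 (2.65), Pcdh18-KY.Chr9.961 (2.31) and KY.Chr1.1059 (1.51) were called in all alternatives. Zfp934-KY.Chr6.196 (2.83) was not called under DESeq2's Wald test (0.175), without Foxf repeat 2 (0.274) and without control repeat 2 (0.337), Foxi2-KY.Chr8.900 (2.82) not under DESeq2's Wald test (0.270) and without control repeat 2 (0.365), and Wnt3-KY.Chr9.955 (1.71) not under DESeq2's Wald test (0.276), without Foxf repeat 2 (0.365), without control repeat 1 (0.0960), without control repeat 2 (0.257) and at a Leiden resolution of 0.5 (0.0551). Values in parentheses after an alternative are Benjamini-Hochberg adjusted p of edgeR, or from DESeq2 for its Wald test.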

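In TVC-like cells of Gata4/5/6 CRISPR, 10 genes were called, 9 lower and 1 higher, and 292 had an unadjusted p under 0.05. The count was 79 without the filter on low counts (33 lower, 46 higher), 20 at a Leiden resolution of 0.5 (13 lower, 7 higher) and 6 with DESeq2's Wald test. Leaving out Gata4/5/6 repeat 2 gave 38 genes (5 lower, 33 higher). It gave 6 for Gata4/5/6 repeat 1, 3 for control repeat 1 and 6 for control repeat 2. KY.Chr5.531 (-4.30, SE 0.40, edgeR, Benjamini-Hochberg adjusted p = 1.15e-04) and KY.Chr5.1020 (-3.32, SE 0.38, adjusted p = 8.60e-04) ranked 1 and 2 by p, were lower in both repeats and were called in all 14 alternatives. Against the same control sums KY.Chr5.531 was also called in Foxf CRISPR, and it ranked 6 by p in Foxtun4 CRISPR, lower but not called. It is a leading gene of an unnamed CRISPR cluster in which 3 of 25 cells are barcoded. Vax1-KY.Chr5.1093 had 1 UMI in Gata4/5/6 CRISPR against 85 in control, a ratio of 0.02497 (6.25e-04 to 0.143), with edgeR's Benjamini-Hochberg adjusted p = 0.0230. Wnt9a-KY.Chr9.610 (-1.56, SE 0.27, edgeR, Benjamini-Hochberg adjusted p = 0.0270) and Zfhx4-KY.Chr3.191 (-1.33) were lower in both repeats, and so was Pctp-KY.Chr10.1029 (-1.29). Vax1-KY.Chr5.1093 was not called under DESeq2's Wald test (0.214), without Gata4/5/6 repeat 1 (0.0651), without Gata4/5/6 repeat 2 (0.153), without control repeat 1 (0.0732) and without control repeat 2 (0.0802). Wnt9a was not called under DESeq2's Wald test (0.314), without Gata4/5/6 repeat 2 (0.281), without control repeat 1 (0.228), without control repeat 2 (0.112) and with the cells filtered by UMIs and genes (0.0572), and Zfhx4 not under DESeq2's Wald test (0.314), without Gata4/5/6 repeat 2 (0.255), without control repeat 1 (0.136), without control repeat 2 (0.329) and with the cells filtered by UMIs and genes (0.0503). Pctp was not called without Gata4/5/6 repeat 1 (0.0984), without control repeat 1 (0.0562) and without control repeat 2 (0.329). The 1 higher gene, KY.Chr11.1044 (1.43, SE 0.27, edgeR, Benjamini-Hochberg adjusted p = 0.0473), was called in 7 of the 14 alternatives, over which its adjusted p ranged from 1.26e-05 to 0.686. In Foxtun4 CRISPR only Foxtun4 was called, by edgeR and by DESeq2's Wald test, with 203 genes at an unadjusted p under 0.05 in edgeR. Without the filter on low counts 11 genes were called, and without control repeat 1 edgeR called 0, with 141 genes at an unadjusted p under 0.05.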

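Depdc1b (Depdc1b-KY.Chr2.2230) had 209 and 272 CPM in TVC-like cells of Gata4/5/6 CRISPR and 626 and 772 in control. Its log2 fold change was -1.50 (SE 0.19, edgeR, Benjamini-Hochberg adjusted p = 0.00139), rank 3 by p behind KY.Chr5.531 and KY.Chr5.1020, and it was called in all 14 alternatives. In Foxf CRISPR both repeats were lower too, at 485 and 455 CPM, with a log2 fold change of -0.59 (SE 0.18, edgeR, Benjamini-Hochberg adjusted p = 0.0857), and in Foxtun4 CRISPR 695 and 829 CPM. The Foxf CRISPR change was past the threshold without the filter on low counts (adjusted p = 0.0293, edgeR with Benjamini-Hochberg) and with only the compared groups in the fit (0.0382), within a range of 0.0293 to 0.755 over the alternatives.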

Despite a modest genome-wide impact, the top candidate *Gata4/5/6* target was *Depdc1b*, the mature-state marker required for oriented asymmetric division (Appendix Fig. S22, see also Fig. 8 below).

**Figure 8:**
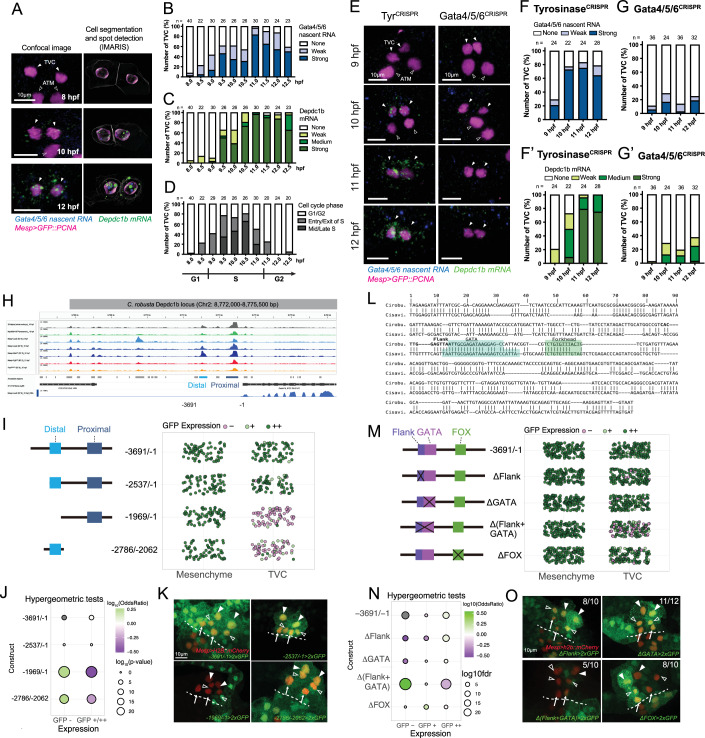
Gata4/5/6 regulates *Depdc1b* expression. (**A**–**C**) Developmental dynamics of Gata4/5/6 gene expression. a. Representative confocal images showing double FISH detection of Gata4/5/6 and Depdc1b expression. Segmented cells, nuclei and transcripts shown on the right. Magenta: nuclei (GFP::PCNA); blue: Gata4/5/6 nascent RNA; green: Depdc1b mRNA. Scale bar = 5 µm; arrowhead: TVC; open arrowhead: ATM. (**B**, **C**) Semi-quantification of Gata4/5/6 (**B**) and Depdc1b (**C**) gene expression spanning TVC migration but prior to TVC division. (**D**) Cell cycle phases as determined by the GFP::PCNA reporter. (**E**) Confocal images of double FISH revealing *Gata4/5/6* and *Depdc1b* mRNAs in Tyr^CRISPR^ control and Gata4/5/6^CRISPR^ embryos. Scale bar = 10 µm Arrowhead: TVC; Open arrowhead: ATM. (**F**–**F’**, **G**–**G’**). Semi-quantification of *Gata4/5/6* (**F**–**F’**) and *Depdc1b* (**G**–**G’**) expression in indicated conditions. (**H**) Accessibility of the *Depdc1b* locus during cardiopharyngeal development showing distal and proximal regulatory accessible regions upstream of the *Depdc1b* start site. Data from Racioppi et al, 2019. (**I**) Systematic deletion of distal and proximal regulatory regions upstream of a 2xGFP reporter. The diagram shows control and deletion constructs. The dot plot on the right shows the level of GFP expression detected in either the mesenchyme or the TVCs upon disruption of regulatory regions, separately or in combination. Jitter is added to the graph for ease of visualizing expression changes. (**J**) Hypergeometric tests of GFP expression based on regulatory region perturbation. Color scale indicates log_10_ odds ratio, and size indicates log_10_ *P* value. (**K**) Micrographs of GFP expression as driven by constructs containing both proximal and distal regulatory regions or lacking one or both regulatory regions. (**L**) Regions of the *Depdc1b* regulatory region showing conservation of the Flank region, and putative GATA and FOX-binding sites, between *Ciona robusta* and *Ciona savignyi*. (**M**) Constructs containing the Flank, GATA, and FOX binding sites driving 2xGFP expression and subsequent analysis of binding site requirements for the tissue specific expression of GFP. The dot plot on the right shows proportions of GFP+ detected in either the Mesenchyme or the TVCs upon disruption of regulatory regions, separately or in combination. Jitter was added to the graph for ease of visualizing expression changes. (**N**) Hypergeometric tests of GFP expression based on regulatory region perturbation. Color scale indicates log_10_ odds ratio, and size indicates log_10_ *P* value. (**O**) Micrographs of GFP expression as driven by constructs containing both proximal and distal regulatory regions or lacking one or both regulatory regions. For both (**K**, **O**), arrows – First Heart Precursors (FHPs), open arrowheads – Second Heart Precursors (SHPs), solid arrowheads Atrial Siphon Muscle Founder cells (ASMF). Source data are available online for this figure.

Leveraging its more widespread impact on the cardiopharyngeal transcriptome (and chromatin accessibility (Racioppi et al, 2019)), we focused on the *Foxf*^*CRISPR*^ condition to evaluate its role(s) in transcriptome maturation. First, we verified that the multiplexed scRNA-seq approach correlated with previous profiling of the same *Foxf* ^*CRISPR*^ perturbation by bulk RNA-seq (Racioppi et al, 2019) (Pearson’s *ρ* = 0.91, *P* < 2.2 × 10^−16^; Appendix Fig. S22C). 

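Of 58 genes named under the rule for Foxf CRISPR in TVC-like cells, 55 could be tested and 29 were called, 21 lower and 8 higher. Of the paper's named genes among the called, KY.Chr5.1020 (-2.04) was not called without Foxf repeat 2 (0.0980) and Svep1-KY.Chr5.734 (-2.89) not under DESeq2's Wald test (0.0635) and without Foxf repeat 2 (0.299), with the Benjamini-Hochberg adjusted p of edgeR or of DESeq2's Wald test in parentheses. Among those not called, Alpl-KY.Chr1.1982 had a log2 fold change of -2.83 (SE 0.77, edgeR, Benjamini-Hochberg adjusted p = 0.0520), lower in both repeats and past the threshold in 4 of 14 alternatives, over which its adjusted p ranged from 4.11e-05 to 0.759. Hes.a (Hes1-KY.Chr1.28) changed by 1.01 (SE 0.31, edgeR, Benjamini-Hochberg adjusted p = 0.101), higher in both repeats, and passed the threshold in 3 alternatives, such as without control repeat 2 (0.0492). Wnt9a-KY.Chr9.610 changed by -0.73 and passed in 2, Bckdhb-KY.Chr12.792 by 0.65 and passed in 1, and Aatf-KY.Chr10.1127 by -0.59 and passed in none. Cldn1-KY.Chr11.160 changed by -0.67 with repeats that differed in direction, and so did Rbpms-KY.Chr3.1658, at 0.93. Without Foxf repeat 2 Rbpms-KY.Chr3.1658 was at -0.67.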

Next, we used the *Foxf*^*CRISPR*^ vs. control volcano plot to visualize the individual responses of genes grouped by pseudotemporal clusters along the cardiopharyngeal progenitor trajectory (Fig. 7F). This suggested that genes in cluster 5, which comprises mature-state-specific markers (Fig. 7F,G), are mostly downregulated, while the intermediate gene cluster (cluster 2; Fig. 7F,G) splits between up- and downregulated genes. On the other hand, cluster 6, which comprises anterior tail muscle markers downregulated in cardiopharyngeal progenitors, comprised genes that were upregulated. 

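Of the 859 cluster 5 genes of Dataset EV2, 767 were tested in Foxf CRISPR against control, TVC-like cells, and 537 (70.0%) had a lower value in Foxf CRISPR, against 50.1% of all 6462 genes. Their median log2 fold change was -0.17 (-0.20 to -0.13), with 90 genes called lower and 2 higher. Leaving out 1 library at a time gave 30 to 82 genes called lower, with 30 without Foxf repeat 2. Of the 18 tested transcription factors of cluster 5 in Dataset EV4, 11 were lower, with a median of -0.34 (-0.70 to 0.32) and 3 called lower. Of the 41 transcription factors of cluster 2, 24 were lower and 17 higher, with a median of -0.16 (-0.38 to 0.16), 5 called lower and 3 called higher. Dataset EV2 holds no cluster 2 genes in the part read here, so cluster 2 is described from its transcription factors alone.

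**Figure D5:**
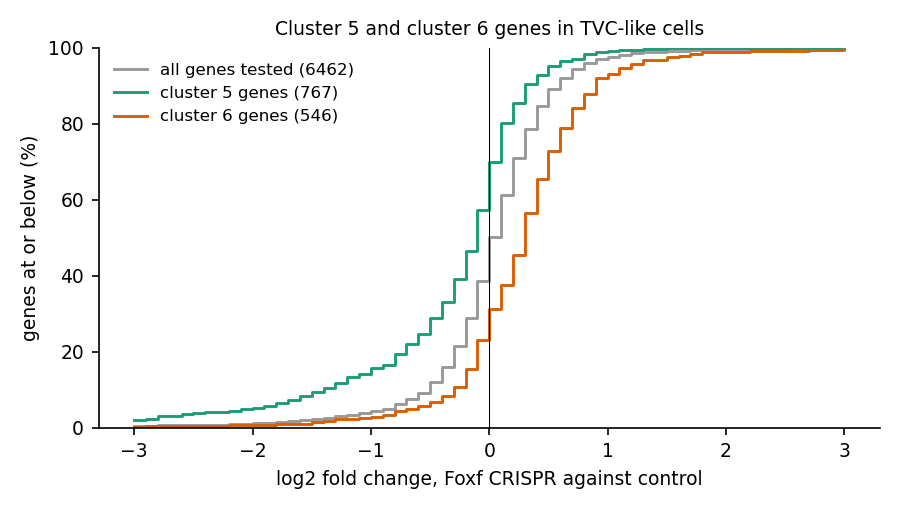
Cumulative percent of genes (y axis) by log2 fold change in Foxf CRISPR against control, TVC-like cells (x axis), for all 6462 genes tested, 767 cluster 5 genes and 546 cluster 6 genes of Dataset EV2. The curve of cluster 5 lies to the left of that of all genes (median -0.17) and that of cluster 6 to the right (median 0.25).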

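Of the 624 cluster 6 genes of Dataset EV2, 546 were tested in Foxf CRISPR against control, TVC-like cells, and 376 had a higher value in Foxf CRISPR. The median log2 fold change was 0.25 (0.20 to 0.28), with 30 genes called higher and 11 lower. Leaving out 1 library at a time gave 10 to 20 genes called higher and 1 to 11 lower. In Gata4/5/6 CRISPR against the same control sums, 366 of these 546 genes had a higher value, with a median of 0.15 and none called. In Foxtun4 CRISPR 265 were higher and 281 lower, with a median of -0.01. Smyd1 (Smyd1-KY.Chr6.594) had 496 and 402 CPM in Foxf CRISPR and 100.8 and 203 in control, with a log2 fold change of 1.47 (SE 0.53, edgeR, Benjamini-Hochberg adjusted p = 0.180). It passed the threshold without the filter on low counts (adjusted p = 3.06e-10, edgeR with Benjamini-Hochberg), with only the compared groups in the fit (0.00123) and at a Leiden resolution of 2 (0.0248), and did not in the other alternatives, up to 1.00. The 3 near-identical Myl1 copies, between which counting could have split reads, changed by 0.53, 0.88 and 0.60 (Myl1-KY.Chr1.2008, Myl1-KY.Chr1.2010 and Myl1-KY.Chr1.2011), none of them called. At a Leiden resolution of 0.5 the first 2 were lower, at -0.26 and -0.20. Myod/Myf5 (Myf5-KY.Chr14.1058), with 8 UMIs in Foxf CRISPR and 2 in control, was too rare to be tested, and its ratio of CPM was 7.14 (1.42 to 69.0). RNA of ATM-like cells mixed into the Foxf CRISPR sums could add to these rises. The 10 ATM genes used to name clusters are in this list, and their excess allows a median share of 5.31% (highest 35.9%).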

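Lists that were complete in the sources were tested with limma's camera (inter-gene correlation 0.01) on Foxf CRISPR against control, TVC-like cells, with Benjamini-Hochberg adjustment over 8 lists. For the 37 candidate genes of Dataset EV3, 32 were tested, 25 were lower, and the median log2 fold change was -0.64 (-1.19 to -0.17), with camera's Benjamini-Hochberg adjusted p = 1.60e-07. This call does not hold with an inter-gene correlation estimated from the sums (camera, Benjamini-Hochberg adjusted p = 0.206, both repeats of each condition used) or under fry (0.0505). Over all genes tested 10 of the candidates were called, all lower, and adjusted over the list alone 18 were, 17 of them lower. The counts adjusted over the list alone were 9 with DESeq2's Wald test and 6 without Foxf repeat 2, and the study chose the candidates on the time series library, not on these cells. Among them, Fzd4-KY.Chr6.487 and Asb2-KY.Chr7.1211 had the smallest p, and Ptch1 (Ptch1-KY.Chr5.727) changed by -1.66 (SE 0.34, edgeR, Benjamini-Hochberg adjusted p = 0.00947), from 65.4 and 99.1 to 39.9 and 23.2 CPM. None of the transcription factor clusters of Dataset EV4 passed, with camera's Benjamini-Hochberg adjusted p of 0.128 for cluster 5, 0.143 for cluster 6, 0.631 for clusters 0 and 2, 0.772 for cluster 1, 0.881 for cluster 3 and 0.906 for cluster 4. In cluster 6, 8 of 13 factors were higher, with a median of 0.60 (-0.43 to 0.67). In cluster 1 the median was -0.01, the mean 0.02, and camera's direction lower. Without Foxf repeat 2 cluster 6 passed (camera, Benjamini-Hochberg adjusted p = 0.00329), and without the filter on low counts cluster 0 did (0.0499).

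**Figure D6:**
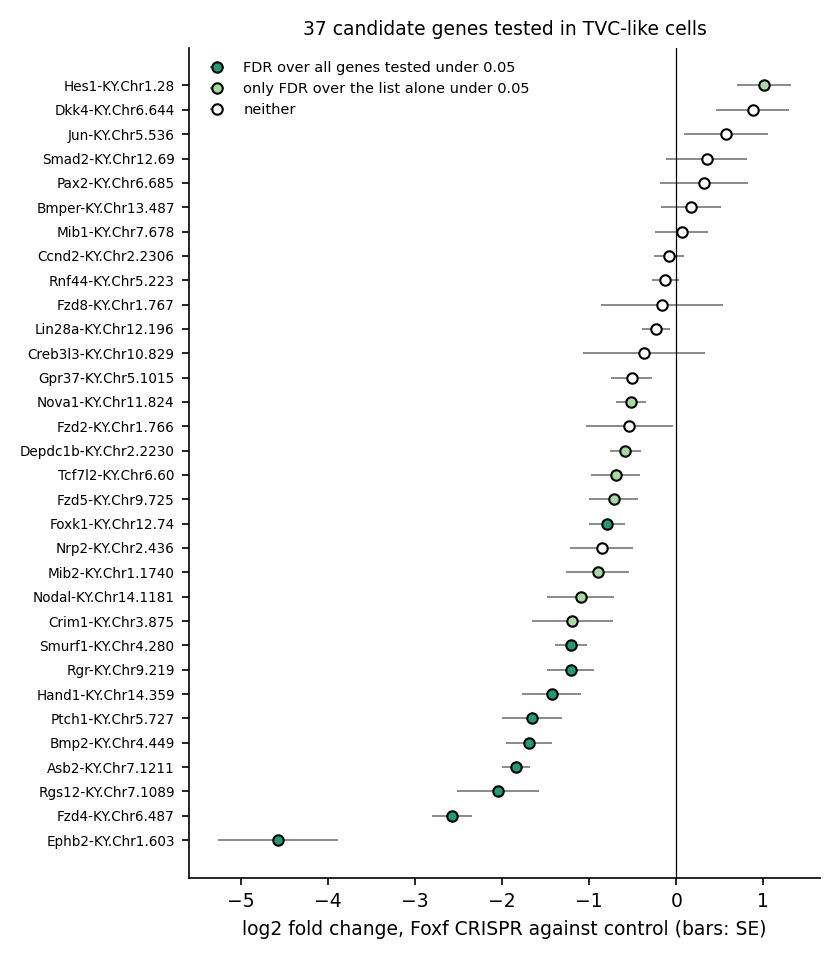
Log2 fold change in Foxf CRISPR against control, TVC-like cells (x axis), of the 32 tested candidate genes (y axis), with standard errors as bars. Dark green points are called over all genes tested (10), light green points only when adjusted over the list alone (8), and open points in neither (14).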

Hypergeometric tests showed that clusters 2 and 5 were significantly over-represented among downregulated genes, while clusters 2 and 6 were over-represented among upregulated genes (Fig. 7F,G). 

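Among further genes named in the paper, Meis (Meis1-KY.Chr10.902) changed by -1.16 in Foxf CRISPR (SE 0.21, edgeR, Benjamini-Hochberg adjusted p = 0.00347), and Ets1/2 (Ets1-KY.Chr10.606) by -0.31 (SE 0.15, adjusted p = 0.407). Meis was lower in both repeats and not called without Foxf repeat 2 (0.165) and without control repeat 2 (0.0825), in a range of edgeR and DESeq2 Benjamini-Hochberg adjusted p from 3.39e-06 to 0.165. The paper reasons from the clusters that are enriched among the lower and among the higher genes, taking a loss in Foxf CRISPR cells as activation by Foxf and a gain as repression.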

Taken together, these observations indicate that the early cardiopharyngeal determinant Foxf, promotes multipotent progenitor maturation both by activating intermediate and mature-state markers and by downregulating other intermediate markers as well as the alternative anterior tail muscle program (see “Discussion”).

Regulatory cascades and feed-forward circuits are classic and widespread gene regulatory network motifs accounting for the timed deployment of lineage-specific transcriptional programs in development (Davidson, 2010). The above and previous analyses placed Foxf atop the cardiopharyngeal regulatory hierarchy in Ciona, including *Gata4/5/6* as one of its notable target genes (Beh et al, 2007; Christiaen et al, 2008; Woznica et al, 2012; Racioppi et al, 2019) (Fig. 7F).

Intriguingly, the mature gene *Depdc1b*, which is necessary for proper oriented and asymmetric division of cardiopharyngeal progenitors (Figs. 5 and 6), was also the top downregulated gene in *Gata4/5/6*^*CRISPR*^ cells, prompting us to further explore the regulatory relationship between the two genes. First, double FISH assays using embryos expressing the S-phase marker *Mesp* > *PCNA::GFP* indicated that *Gata4/5/6* expression precedes that of *Depdc1*, which started at the G1-S transition (Fig. 8A–D). Double FISH assays following CRISPR/Cas9-mediated loss of *Gata4/5/6* function corroborated the scRNA-seq data, whereby both *Gata4/5/6* and *Depdc1b* were strongly downregulated in *Gata4/5/6*^*CRISPR*^ embryos (Fig. 8E–G’). These data indicated that the function of Gata4/5/6 is necessary for *Depdc1b* expression, which starts at the G1-S transition.

Leveraging our previous cardiopharyngeal lineage-specific chromatin accessibility data (Racioppi et al, 2019), we identified 2 main accessible regions located ~2.5 and 0.5 kbp upstream of the *Depdc1b* start site (Fig. 8H). Notably, the region located ~2.5 kb upstream displayed the typical ATAC-seq pattern of Foxf-dependent cardiopharyngeal progenitor-specific accessibility: the signal was higher in B7.5 lineage cells than whole embryos or mesenchyme lineage cells at 10 hpf, it increased between 6 and 10 hpf, and it was downregulated in conditions that inhibit cardiopharyngeal progenitor induction or Foxf function. To test the importance of these elements for *Depdc1b* regulation, we built a reporter construct by cloning a 3961 bp genomic DNA fragment upstream of a 2xGFP reporter, which we electroporated into fertilized eggs alongside a *Mesp* > *H2B::mCherry* lineage marker and assayed GFP expression at stage 25, shortly after the division of cardiopharyngeal progenitors (Fig. 8I, J). The original −3961/−1 construct, and its trimmed −2537/−1 version, showed similar GFP expression in the cardiopharyngeal lineage with 100 ± 0% (*n* = 70; ± S.E.) and 92.8 ± 13.1% (*n* = 69; ± S.E.) of the embryos, respectively (Hypergeometric test *P* = 0.028; Fig. 8J,K). By contrast, deletion of either the distal or proximal elements significantly reduced the proportions of embryos with detectable expression in the cardiopharyngeal lineage to 16.9 ± 4.4% (*n* = 71; ± S.E.; *P* = 2.6 ×10^−21^) and 35.9 ± 6.0% (*n* = 64; ± S.E.; *P* = 1.3. × 10^−12^), respectively (Fig. 8I–K). These results indicate that both distal and proximal elements are necessary for cardiopharyngeal expression of the *Depdc1b* reporter construct.

Next, we focused on the distal element, which showed cardiopharyngeal-specific and Foxf-dependent accessibility. This element proved to be highly conserved between *Ciona robusta* and a related species *Ciona savignyi*, with short blocks of identical sequences that typically correspond to putative transcription factor binding sites (Fig. 8L). Joint motif search using both sequences and the Cis-BP database and software (Lambert et al, 2019) identified several high-scoring putative binding sites for such cardiopharyngeal regulators as ETS, bHLH, Homeodomain, FOX, and GATA family factors (Appendix Fig. S23A). Focusing on the latter, we introduced microdeletions of conserved sequences corresponding to putative GATA and FOX binding sites, and a conserved region flanking the GATA motif in the original −3961/−1 construct, which contain a conserved TTAATT sequence matching homeodomain binding motifs, and assayed reporter gene expression (Fig. 8L–O). Of these, the joint “Flank + GATA” deletion caused a drop of cardiopharyngeal expression in electroporated embryos to 59.0 ± 4.2% (*n* = 139; ±S.E.) from 96.6 ± 1.5% (*n* = 146; ±S.E.) and 95.3 ± 1.5% (*n* = 148; ± S.E.) with constructs lacked either the “Flank” or GATA motif, respectively (Fig. 8L–O). Taken together, these data suggest that Gata4/5/6 activate *Depdc1b* expression in cardiopharyngeal progenitors, at least in part by directly binding to the evolutionarily conserved “Flank+GATA” motif located in a lineage-specifically accessible distal upstream element.

### Cell cycle progression promotes *Depdc1b* expression

Finally, several of the above observations suggested that cell cycle progression through interphase promotes progenitor maturation. Specifically, the mature state emerges during the late G2 phase, putative binding motifs for established cell cycle transcription factors, E2F and Myc, were enriched in accessible regions near dynamically expressed cardiopharyngeal lineage markers (clusters 2 and 5; Fig. 7A), the corresponding transcription factor-coding genes are dynamically expressed in cardiopharyngeal progenitor (Fig. 7D), and the *Depdc1b* proximal promoter region contains several GC-rich putative E2F binding sequences (Lambert et al, 2019) (Appendix Fig. S23B,C). Marked dynamics in transcriptome composition also coincide with cell cycle phase transitions, especially G1-S, which correlates with the onset of both collective migration and *Depdc1b* expression (Figs. 1–3). We inhibited the G1-S transition by overexpressing Cdkn1b (Cdkn1b^OE^) in the cardiopharyngeal progenitors using the minimal *Foxf* enhancer as previously described (Razy-Krajka et al, 2018) (Fig. 9A). We assayed the Cdkn1b^OE^ phenotypes using the S-phase reporter Mesp>GFP::PCNA and double FISH to detect *Gata4/5/6* and *Depdc1b* transcripts (Fig. 9B). As expected, Cdkn1b^OE^ significantly reduced the proportions of cardiopharyngeal progenitors entering S-phase during the 9 to 12 hpf window observed in controls (Fig. 9C,D). This perturbation did not alter the onset of *Gata4/5/6* expression, which remained detectable as early as 9 hpf, even though it did lower its highest level (Fig. 9B,C’,D’). On the other hand, Cdkn1b^OE^ markedly inhibited *Depdc1b* activation, as well as its accumulation toward the end of interphase (Fig. 9B,C”,D”). Together, these observations provide direct experimental support to the notion that progression through G1-S promotes transcriptome maturation in cardiopharyngeal progenitors as exemplified by the impact of Cdkn1b^OE^ on the activation of *Depdc1b*, a mature state marker required for proper oriented and asymmetric division of multipotent progenitors.

**Figure 9:**
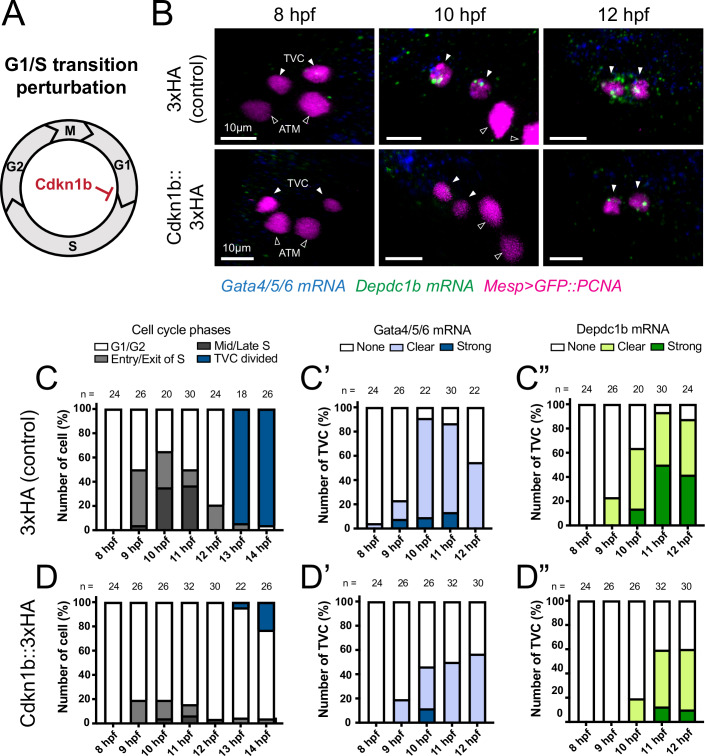
Cell cycle progression drives sub-circuits that promote multipotent progenitor maturation. (**A**) Schematic of cell cycle stages and genetic perturbation of G1-S transition. (**B**) Representative confocal images of Gata4/5/6 and Depdc1b expression at 8, 10, and 12 hpf in control and Cdkn1b::3xHAOE embryos. Magenta: nuclei (GFP::PCNA); blue: Gata4/5/6 mRNA; green: Depdc1b mRNA. Scale bar = 10 µm; arrowhead: TVC; open arrowhead: ATM. (**C**, **D**) Dynamic expression of *Gata4/5/6*, *Depdc1b* expression, and S phase progression in control and Cdkn1b-overexpressing cardiopharyngeal progenitors. No blinding was included in the analysis. Source data are available online for this figure.

## Discussion

As development proceeds, cell identities are canalized through progressive fate restriction of multipotent progenitors. Focusing on multipotent cardiopharyngeal progenitors in the tunicate Ciona, we explored the acquisition of multilineage competence and the coupling of progressive fate specification with cell cycle progression. Combining defined perturbations of cell cycle progression with gene expression analysis, we first provided evidence that mitosis is required but not sufficient for *Tbx1/10* activation, an essential step in the heart vs. pharyngeal muscle fate choice (Razy-Krajka et al, 2018; Wang et al, 2019, 2013; Song et al, 2022). Using sample multiplexing and scRNA-seq to profile a time-series of FAC-sorted cardiopharyngeal progenitors, we uncovered transcriptome dynamics characterized by transitions through regulatory states during interphase, which we refer to as maturation. We identified gene clusters representing defined (pseudo)temporal profiles in the maturation trajectory. The S-phase marker PCNA::GFP revealed a correspondence between the G1-S and S-G2 transitions and the maturation of multipotent progenitors, which reach a mature state characterized by the downregulation of early and intermediate markers and peak expression of late/mature genes in late G2. Using loss-of-function by CRISPR/Cas9-mediated mutagenesis, we showed that most mature genes are necessary for proper oriented and asymmetric division of multipotent progenitors, and subsequent polarized activation of *Tbx1/10*. Focusing on the RhoGAP-coding gene *Depdc1b*, which is activated at the G1-S transition and peaks in G2, we uncovered a role in the orientation and asymmetry of cell division, which impacts the ability of multipotent progenitors to generate two distinct, *Tbx1/10*-positive and negative, daughter cells along the medio-lateral axis. These results support the notion that multipotent cardiopharyngeal progenitors need to mature to acquire the competence to divide in an oriented and asymmetric fashion, and produce both a large lateral *Tbx1/10*+ second cardiopharyngeal progenitor and a small median first heart precursor. Finally, we present evidence that transcriptome maturation relies, at least, on classic gene regulatory network motifs such as forward regulatory cascades, as well as coupling with cell cycle progression, especially the G1-S transition (Fig. 10).

**Figure 10:**
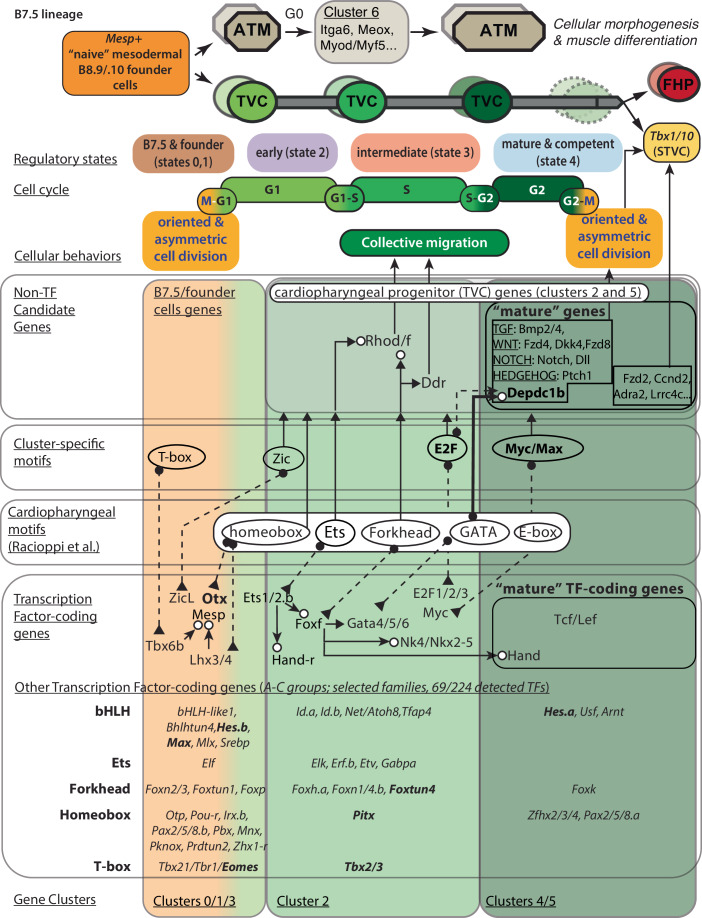
Provisional summary model. The interplay between cardiopharyngeal regulatory cascades and cell cycle progression promotes transitions between regulatory states marked by the relative expression of 5 gene clusters. This progression is referred to as maturation toward a regulatory state that is competent for subsequent asymmetric and oriented division and polarized activation of *Tbx1/10*, specifically in the second generation of multipotent cardiopharyngeal progenitors (a.k.a. second trunk ventral cells, STVC). Cardiopharyngeal transcription factors are indicated as regulating lineage-specific markers from clusters 2, 4, and 5, including candidate mature genes, such as *Depdc1b*, which impact cell division orientation, asymmetry and/or *Tbx1/10* activation. The expression of E2F and Myc transcription factors and enrichment of their cognate binding sequences near gen clusters 2 and 5 are consistent with a direct role for cell cycle progression in transcriptome maturation. Transcription regulators and cell migration effector genes identified in previous studies are indicated. Candidate regulatory motifs identified in this study and in Racioppi et al, 2019(Racioppi et al, 2019) are indicated. Selected candidate transcription factor-coding genes belonging to molecular families consistent with enriched motifs are indicated, illustrating the need for future extensive functional assays. ATM anterior tail muscle, TVC trunk ventral cell, STVC second TVC, FHP first heart precursor.

Classic concepts in developmental biology, dating from homo- and heterotopic and -chronic grafting experiments by gifted embryologists, suggested that progenitor cells transition through specification and commitment to restricted identities, while the notion of maturation has been considered extensively for differentiated cells, such as cardiomyocytes, which are contractile but not fully functional until they reach a mature state. Here, we adopted a general definition of the concept of maturation (Alvarez-Dominguez and Melton, 2022), considering a biological entity that persists through time and progressively acquires its full functionality through underlying changes. From that standpoint, since multipotent cardiopharyngeal progenitors transition through successive regulatory states as they progress through interphase, and ultimately acquire the competence to divide in an oriented and asymmetric manner and produce distinct first heart vs. *Tbx1/10*+ second craniopharyngeal progenitors, we argue their transcriptome maturation fosters multilineage competence.

To generalize the notion of multipotent progenitor maturation, we leveraged our transgene-based barcoding strategy for multiplexed scRNA-seq, and profiled whole embryos from gastrula to pre-hatching larval stages in one experiment. With ~22,000 single-cell transcriptomes, we recovered the same main lineages and identities as previous studies (Cao et al, 2019a; Winkley et al, 2021), but with reduced batch effects. Our barcoded time-stamps unequivocally identified developmental trajectories that followed temporal sequences. For instance, the transcriptional signatures of early lineages appeared overridden by patterning signatures in the ectoderm-derived epidermis and nervous system. By contrast, endomesodermal lineage displayed more conspicuous signs of clonally guided developmental progression, due to the persistence of transcriptional signatures of their clonal origins. Through subsetting and reclustering, we characterized specific endomesodermal trajectories, which we interpreted as multipotent progenitors maturing before splitting into distinct identities, and identified corresponding candidate mature gene clusters.

Extending beyond ascidian embryogenesis, whole animal profiling of developmental trajectories during vertebrate embryogenesis has repeatedly uncovered similar patterns of multipotent progenitors seemingly maturing along linear trajectories before producing distinct cell identities, presumably following cell divisions (Qiu et al, 2022a; Farrell et al, 2018; Briggs et al, 2018). As we observed by comparing distinct trajectories within the ascidian embryo, gene expression signatures of maturing multipotent progenitors tend to be lineage and/or fate-specific. For instance, multilineage transcriptional priming is a hallmark of multipotent progenitor transcriptomes, and we observed that primed heart vs. pharyngeal muscle-specific genes are enriched in mature gene clusters. However, multilineage transcriptional priming started prior to the mature state as shown by another enrichment of primed genes in the intermediate gene cluster (cluster 2 in Fig. 2), indicating that priming is completed through maturation, consistent with the notion that maturation corresponds the acquisition of full functionality. This indicates that multilineage transcriptional priming is one of the molecular system’s features that is acquired at least in part through transcriptome maturation.

Consistent with marked lineage-specific components to transcriptome maturation, classic gene regulatory network motifs contribute to progenitor maturation. Specifically, the extensive roles of key cardiopharyngeal determinants Foxf and Gata4/5/6 corroborate previous studies, as does the observed sequence of gene activation for primed cardiac determinants *Gata4/5/6*, *Nk4/Nkx2.5*, and *Hand1/2*, which also depends on chromatin priming through enhancer opening by Foxf (Racioppi et al, 2019). There is extensive evidence for such “regulatory competence”, whereby chromatin and transcriptional mechanisms determine multilineage competence, in a variety of developmental systems (Jain and Epstein, 2018; Zaret et al, 2008). Here, we showed that Gata4/5/6 also regulates the timed expression of the “mature gene” *Depdc1b*, which encodes a Rho GAP necessary for proper asymmetric and oriented division. Careful analysis of the CRISPR/Cas9-induced phenotypes suggested that Depdc1b controls primarily division orientation and asymmetry, which in turn impacts contact with the surrounding mesenchyme, and the pattern of *Tbx1/10* expression. This interpretation is consistent with the known roles of the Depdc1b homolog in *C. elegans*, LET-99, which controls the position and orientation of the mitotic spindle during the first embryonic division (Rose and Kemphues, 1998; Tsou et al, 2002). Taken together, these results indicate that transcriptome maturation also endows multipotent progenitors with “behavioral competence”, i.e., the cytoskeletal/cellular ability to divide in a manner compatible with the emergence of two distinct cell identities marked by differential *Tbx1/10* expression. Future work will uncover the role(s) of the lateral mesenchyme as a cardiopharyngeal niche (Christiaen lab., unpublished observations).

Our results indicate that cell cycle progression influences cardiopharyngeal fate specification in at least two distinguishable ways: *Tbx1/10* activation shortly follows mitosis, which is necessary, but not sufficient as multipotent progenitors themselves need to progress through G1, S and G2 to reach a mature state competent to express *Tbx1/10*. As reported above, the competence for polarized *Tbx1/10* activation requires oriented asymmetric division, but certain mature genes, such as the GPCR-coding genes *Adra2b* and *Lrrc4c* appeared to impact *Tbx1/10* without altering the division pattern. Given the short estimated delay between mitosis and *Tbx1/10* activation ( < 30 min), we anticipate gene activation to occur in G1. This is reminiscent of a CDK-independent and nuclear role for late G1 cyclin Ds in activating *TBX1* in human pluripotent stem cells (Pauklin et al, 2016), and of the general propensity of the G1 phase to promote fate choices, for example, during stem cell specification (Dalton, 2013; Pauklin and Vallier, 2013). On the other hand, a high-throughput RNAi screen identified G2 phase regulators as promoters of the undifferentiated state in mammalian stem cells (Gonzales et al, 2015). Here, we propose that the transcriptome changes that unfold in S and G2 promote maturation of the multipotent progenitors, and their competence to produce distinct cardiopharyngeal cell identities. From this standpoint, we propose a multitier coupling between cell cycle progression and progressive fate specification that unites the two views, since maturation completed the multilineage priming of progenitors, and argue that progression through G2 and maturation poise the cells to choose a cardiopharyngeal identity in subsequent divisions while preserving multipotency, and the competence to choose either fate. Finally, the tight coupling between cell cycle progression and fateful gene expression changes observed in ascidian lineages might represent an extreme case, in keeping with their highly stereotyped embryogenesis (Guignard et al, 2020; Lemaire, 2009). Work in *Drosophila* has also begun to uncover the relationship between mesodermal fate decisions, cell cycle progression, and collective migration (Sun et al, 2024). By contrast, the more relaxed coupling observed in vertebrates, together with signs of progenitor maturation along developmental trajectories, suggests that—just like genetic determinism manifests at the tissue and organ scales—the acquisition of multilineage competence occurs through “lineage maturation” as multipotent progenitors change through rounds of cell divisions.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
*Ciona robusta*	M-Rep	
**Recombinant DNA**		
Mesp>GFP	Davidson et al, 2005	
CRISPR Library (111 plasmids, seq available as part of supplemental tables)	This study	Dataset EV3
2mU6>sgRNA(F + E)	Stolfi et al, 2014	
Mesp>nls::Cas9	Stolfi et al, 2014	
Mesp>H2B::mCherry		
Mesp>hCD4::EGFP	Gline et al, 2015	
Mesp>GFP::PCNA	This study	
Mesp>GFP + barcodes library	This study	
Mesp>hCD4::mCherry	Gline et al, 2015	
Mesp>nls::LacZ	Davidson et al, 2005	
Twist>hCD4::mCherry	Gline et al, 2015	
Depdc1b GFP reporter expression constructs (Fig. 8)	This study	
Foxf(TVC)>hCD4::mCherry	Gline et al, 2015	
Foxf(TVC) > GFP::PCNA	This study	
Foxf(TVC)>Cdc25	This study	
**Antibodies**		
Alexa-488-conjugated Rat anti-GFP antibody	BioLegend	FM264G
anti-dpERK Mouse monoclonal antibody	Sigma-Aldrich	M9692
Anti-Digoxigenin-POD Fab fragment	Roche	11093274910
Anti-GFP chicken antibody	Aves Lab	GFP-1010
Anti-mCherry rabbit polyclonal antibody	BioVision	5993-100
Anti-β-Galactosidase mAb	Promega	Z3781
Donkey-anti-chicken-555	Invitrogen	A78949
Goat-anti-rabbit-405	Invitrogen	A-31556
**Oligonucleotides and other sequence-based reagents**		
CRISPR guide RNAs	This study	Dataset EV3
Primer: U6-F-910	This study	*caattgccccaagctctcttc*
Primer: seqU6-F	This study	*ggatcgcgcgagccc*
**Chemicals, enzymes, and other reagents**		
BsaI	New England Biolabs	R3733S
Instant-Stickyend Ligase	New England Biolabs	M0370S
*Cirobu.Tbx1/10* cDNA antisense RNA probe	Wang et al, 2013	
*Cirobu.Tbx1/10* intronic antisense RNA probe	Wang et al, 2013	
*Cirobu.Ptch1* antisense RNA probe	This study	
*Cirobu.Bmper* antisense RNA probe	This study	
*Cirobu.Depdc1b* antisense RNA probe	This study	
*Cirobu.Gata4/5/6* intronic antisense RNA probes	This study	
**Software**		
TCS SP8 X Leica	https://www.leica-microsystems.com/products/confocal-microscopes/p/leica-tcs-sp8-x/downloads/	
Bitplane Imaris	https://imaris.oxinst.com/	
R	R Core Team (2023) R: A Language and Environment for Statistical Computing. R Foundation for Statistical Computing, Vienna, Austria. URL https://www.R-project.org/.	
Rstudio	Posit team (2025) RStudio: Integrated Development Environment for R. Posit Software, PBC, Boston, MA. URL http://www.posit.co/.	
Python	Python Software Foundation (2023) Python (Version 3.x). Available at https://www.python.org/.	
**Other**		
NucleoBond Xtra Midi kit	Macherey-Nagel	740410.50
10X Genomics Chromium Universal 3’ gene expression	https://www.10xgenomics.com/products/universal-three-prime-gene-expression	

### Animals

Animal care and experiments in this study were conducted in accordance with the Animal Welfare Guidelines of the NIH and the Laboratory Animal Guidelines of China. Adult *Ciona robusta* were purchased from M-Rep, USA or collected from coastal waters in Rongcheng, China, maintained in artificial seawater with constant lighting, and used for experiments within one week of arrival.

### Sample barcoding (SBC) plasmids

To generate reporter transcripts with unique tags detectable by the 10X Chromium Single Cell 3’ Gene Expression Profiling System, 9 bp-short tags were inserted into *Mesp* > *GFP* construct 276 bp after the stop code of the EGFP coding region, between *Kpn*I and *Xcm*I restriction sites. The position of the tags on the 3’UTR of the transcripts was optimized based on previous RNA-seq data to ensure effective detection by RNA sequencing.

### Sample multiplexing

Samples from different developmental stages or CRISPR knock-out conditions were electroporated with a pair of sample barcoding (SBC) constructs as a unique label for multiplexing. Detection of SBC pairs (as designed) is the basis for determining the origin of each cell. To minimize variability between samples, we collected eggs for all samples into a large pool obtained from multiple animals, split the pool and proceeded to fertilize, dechorionate, and electroporate the paired SBCs individually at one-hour intervals according to the experimental design. In this study, ten batches of embryos of 5–14 hpf were individually dissociated, and cell suspensions were methanol-fixed and pooled for storage at −80 °C. *Cirobu.Mesp* enhancer-driven SBC reporters were used for barcoding and FACS enrichment of cardiopharyngeal lineage cells, while the universally expressing *Cirobu.Eef1a* enhancer-driven SBC reporters were used to multiplex whole embryo time series samples. The sample was then rehydrated, immunolabeled with a fluorescent anti-GFP antibody for FAC-sorting of B7.5 lineage cells prior to loading onto a 10X Genomics Chromium controller.

### Single-cell suspension and fixation

For both TVC trajectory and whole embryo datasets, single cell suspensions were prepared as described (Chen et al, 2018). Embryos and larvae at the desired developmental stages and experimental conditions were collected in 5 mL borosilicate glass tubes (Fisher Scientific, catalog no. 14-961-26) and washed with 2 mL Calcium- and Magnesium-free artificial seawater (CMF-ASW: 449 mM NaCl, 33 mM Na_2_SO_4_, 9 mM KCl, 2.15 mM NaHCO_3_, 10 mM Tris-Cl at pH 8.2, 2.5 mM EGTA). Embryos and larvae were dissociated in 2 mL of 0.2% trypsin (w/v, Sigma, T-4799) CMF-ASW by pipetting with glass Pasteur pipettes. Dissociation was stopped by adding 2 mL of filtered ice-cold 0.05% BSA CMF-ASW. Dissociated cells were passed through a 40 µm cell strainer and collected in 5 mL round-bottomed polystyrene tubes (Corning Life Sciences, ref. 352235). Cell suspensions were transferred to 2.0 mL LoBind Tube (Eppendorf, Cat. No.022431102) and collected by centrifugation at 800× *g* for 3 min at 4 °C, followed by two washes with ice-cold 0.05% BSA CMF-ASW. After dissociation, cell suspensions were again concentrated into a pellet at 800 g for 3 min at 4 °C, and most of the supernatant was removed, leaving over 100 μL. The pellet was then thoroughly resuspended by gentle pipetting. Prechilled 900 μL −20 °C methanol was added dropwise to the cell suspension while gently tapping the tube to avoid aggregation. When all 900 μL of methanol was added, the tubes were thoroughly mixed by inversion three times and placed on ice for 30 min (inversions of 10 min each). Cell suspensions can be stored at −80 °C for weeks without a significant change in RNA integrity.

### Cell rehydration and immunostaining for FACS

Fixed cell suspensions were removed from the −80 °C freezer and allowed to settle on ice for 10 min. Cells were harvested by centrifugation at 1500× *g* for 5 min at 4 °C to minimize cell loss, followed by two washes with ice-cold 3X SSC high BSA rehydration cocktail (SSC: 3×, BSA, 0.25%, DTT, 40 mM). The cell suspensions were then concentrated to a pellet at 800× *g* for 3 min at 4 °C. After removing 300 µL of supernatant, the cell pellets were carefully and gently resuspended in the remaining 200 µl of 3× SSC high BSA rehydration cocktail. Alexa-488-conjugated GFP antibody (BioLegend, FM264G) was added to the cell suspensions at 5 μL to 200 μL dilution, and then incubated at 4 °C with gentle agitation for 2 h. After incubation, cells were retrieved by centrifugation at 800 relative centrifugal force (rcf) for 5 min at 4 °C and then resuspended with 500 μL of ice-cold 3× SSC high BSA rehydration cocktail, followed by gentle agitation for 10 min. The cells were washed three times with 3× SSC low BSA rehydration cocktail (SSC: 3×, BSA, 0.05%, DTT, 40 mM supplemented with 0.2 U/μL RNAse inhibitor) and used for Alexa 488 positive sorting within 1 h.

### Whole embryo barcoding

Hashtag barcoding antibody-oligos (HTOs) were conjugated to the mouse anti-dpERK monoclonal antibody (Sigma-Aldrich, M9692) using the CITE-seq hyper antibody-oligo conjugation protocol (https://cite-seq.com/), and the antibody was incubated with cell suspensions in the whole embryo study using the same immunostaining procedure as for the Alexa-488-conjugated GFP antibody. This addition did not alter the quality of the scRNA-seq data; however, the information obtained from the mouse anti-dpERK monoclonal antibody is not discussed in this study.

### 10X Single Cell 3’ Gene Expression library preparation and sequencing

Rehydrated cell suspensions from whole embryos or FACS-purified B7.5 lineage were collected at 800 relative centrifugal force (rcf) for 5 min at 4 °C. The supernatant was removed as much as possible before adding 33.4 μL RT mix + 46.6 μL water = 80 μL to the bottom of the tube. Gently pipette ~30 times to ensure cells are thoroughly resuspended. The 10X Single Cell 3’ Gene Expression Library was prepared according to the 10X protocol except that 1 μL 0.2 μM of SBC additive primer (5’-ttgccgctatttctctgggtacc-3’) was added to the 10X cDNA amplification mix to generate a separate SBC library in parallel with the gene expression library. The 3’ gene expression library was purified using the standard 10X protocol, while the SBC library was purified using two rounds of 2× SPRI from the supernatant of the 0.6× SPRI 3’ gene expression library purification step.

### Single-cell sequencing data preprocessing

Twenty SBC barcodes, including the flanking sequences, were added as pseudogenes to the *Ciona robusta* reference genome (http://ghost.zool.kyoto-u.ac.jp/download_ht.html and Dataset EV1). Raw sequencing data were mapped to the reference genome using 10X Genomics’ Cell Ranger (Version 3.0.1) pipeline to generate UMI count matrix for the downstream analysis. An SBC count matrix was generated individually using Bowtie.

### RNA velocity

In order to run RNA velocities, fastq data were aligned to the KY genome (Satou et al, 2019) of *Ciona robusta* using cell-ranger version 9.1.0 [10x Genomics]. The aligned reads were then converted to a loom file containing spliced and unspliced reads using velocyto (La Manno et al, 2018) (version 0.17. Dynamo (Qiu et al, 2022b) [version 1.4.2] was used to generate RNA velocities using the deterministic mode based on spliced/unspliced counts. As in the case for some other datasets, the predicted flow of RNA velocities was partially inverted on the trajectory, which we suspect this to be at least partially due to the fact that Ciona has a compact genome with many single-exon genes. Only 6% of the reads were classified as unspliced.

Therefore, we used the option to calculate RNA velocities directly from the denoised gene expression matrix and the diffusion pseudotime calculated previously. Finally, we made use of the vector field calculation tools of Dynamo to extract the speed of the RNA velocity calculated using either approach.

### Whole embryo scRNA-seq data analysis

#### Imputation of developmental time

We imputed the developmental time of cells lacking a barcode-derived developmental age by using an approach inspired by ancestry voting. The dataset was split into cells with and without timestamps based on electroporated barcodes. The twenty nearest neighbors for each cell without a timestamp were identified. The inferred developmental time of a time stamp was set to the median of the timestamps of its k-nearest neighbors. Only in cases where the standard deviation of the developmental time of the k-nearest neighbors was below 1 did we assign an inferred time stamp to a cell. Using all cells with a timestamp as a ground truth and performing this label transfer approach for each cell with timestamp individually, we estimate that we infer the correct transcriptional age in 80.4% of the cases and are within 1 h of development in 95.9% of cells. Thus, only 4.1% of the cells might have gotten a severely wrong inferred timepoint, in addition to the 20.3% of cells that did not get any time label assigned. For the final developmental time, we first considered if a cell had a barcode-derived time stamp, in case of differences between the inferred and barcode-derived developmental time, the barcode-derived developmental time was retained.

#### Mesenchymal trajectories

To obtain developmental trajectories of individual endodermal and mesenchymal lineages, we subclustered the whole mesenchyme and endoderm independently and grouped the resulting higher-resolution Leiden clusters by expression of marker genes and continuity of the UMAP projection. We constructed a UMAP for each isolated branch and calculated a branch-specific pseudotime using Scanpy, setting a random cell with the lowest barcode-derived developmental time stamp as root cell.

#### Gene clustering

Gene clusters were calculated by transposing the gene count matrix, filtering out genes that were expressed in less than three cells in the derived matrix, and performing dimensional reduction and Leiden clustering on the transposed matrix, similar to the standard procedure in the identification of cell clusters. Mature gene clusters were defined as clusters of genes that were upregulated shortly before and around the time of lineage bifurcation, while immature gene clusters were defined as the first gene cluster that was upregulated in the founder cell population.

#### Marker gene identification

A Wilcoxon rank sum test was used to identify marker genes for different cell states. To enrich for significant marker genes, we filtered the putative markers for an average log_2_(FC) of 0.25 and an adjusted p-value < 0.1.

### sgRNA design and library construction

#### CRISPR library construction

All sgRNAs were cloned into the *2mU6>sgRNA(F* + *E)* scaffold as per Stolfi et al (Stolfi et al, 2014) *2mU6>sgRNA(F* + *E)* plasmids were digested with BsaI-HF (NEB R3535, discontinued) in rCutsmart buffer for optimal positivity rates. Oligos ordered from Sigma at 50 mM concentration in water, were annealed by combining 10 µL of forward and reverse oligos and incubating in a thermocycler with the following protocol: (1) 95 °C for 30 s (melt), (2) 72 °C for 2 min, (3) 37 °C for 2 min, (4) 25 °C for 2 min. Annealed oligos were diluted 1:50 in TE buffer, and ligated into an opened vector using Instant Sticky-end Ligase Mix (NEB M0370S) with 0.5 μL vector, 2.5 μL diluted oligo, 3 μL ligase mix. 3 μL of ligation mix were transformed into 15 μL Stellar Competent cells (Takara 636763) and plated on AMP LB selection plates followed by overnight incubation at 37 °C. Four colonies per plate were selected for colony PCR using the U6-F-910 forward primer (5’-caattgccccaagctctcttc-3’) and the guide RNA-specific sgRNA-R oligo (same as the R for annealing diluted to 10 μM). Positive colonies were grown overnight in 4 mL LB amp, miniprepped, and sent for sequencing using the seqU6-F primer (5’-ggatcgcgcgagccc-3’). Sequence results were checked to assure no mutations were present in the guide RNA sequence and correct clones were frozen down in Hogness Freezing Medium (Bioworld 30629174-1) and stored at −70 °C.

### CRISPR screen data collection and analysis

For each gene in the screen, the following electroporation conditions were used: Mesp>NLS::LacZ (nuclear marker) - 20 μg, Mesp>hCD4::mCherry (cell membrane marker) - 20 μg, Mesp>NLS::Cas9::NLS - 25 μg, 2mU6>sgRNA.1.2.3 - 80 µg. The total DNA amount used for electroporation did not exceed 150 μg. Embryos were incubated at 18 °C for 15 h post fertilization (hpf). At 15 hpf, embryos (approx. FABA stage 25) were fixed in 4% paraformaldehyde and used for fluorescent in situ hybridization as described (Bernadskaya et al, 2019) using an intronic *Tbx1/10* digoxigenin-labeled RNA probe (Wang et al, 2013). Three biological replicates were performed for each condition. 3D stacks were collected on a Leica SP8 Confocal microscope equipped with a white light laser and using a ×63 oil immersion lens. No blinding was included in the subsequent analysis. Images were analyzed manually using Imaris Bitplane software for the presence of 2, 1, or absence of *Tbx1/10* nascent transcripts per cell, qualitative cell division orientation along the anterior-posterior and medio-lateral axes of the embryo (AP or ML), and for asymmetric cell division as qualitatively determined by cell size post-division (A, S, or P for precocious divisions). In total >1500 embryo halves were analyzed. Graphs and statistical analysis performed in Python using Matplotlib and Seaborn pipelines. Fisher’s exact test was used to detect significant changes in the three categories with an FDR with a cutoff of 0.05 to determine the rate of Type I errors.

### Depdc enhancers characterization

*Depdc1b* enhancers were predicted based on the TVC-specific chromatin accessibility identified by Racioppi et al, (Racioppi et al, 2019). Three versions of the enhancers (3691/−1, −2537/-1 and −1969/−1) including the native promoter of the *Depdc1b-KY.Chr2.2230* gene were amplified using the following primers (5′-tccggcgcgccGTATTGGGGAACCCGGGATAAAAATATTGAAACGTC-3′ and 5′-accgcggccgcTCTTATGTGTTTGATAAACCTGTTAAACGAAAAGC-3′ for -3691/-1, 5′-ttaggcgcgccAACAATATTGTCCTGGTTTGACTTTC-3′ and 5′-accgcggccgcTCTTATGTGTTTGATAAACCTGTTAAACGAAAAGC-3′ for -2537/-1, 5′-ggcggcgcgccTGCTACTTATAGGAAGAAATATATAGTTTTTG-3′ and 5′-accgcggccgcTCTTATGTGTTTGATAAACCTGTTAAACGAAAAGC-3′ for -1969/-1) with the addition of AscI and NotI restriction sites. The enhancers were subcloned into the AscI-NotI restriction site of the 2xGFP vector. The enhancer (-2786/-2062) was amplified using the following primers (5′-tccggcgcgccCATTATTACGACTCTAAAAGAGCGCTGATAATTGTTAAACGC-3′ and 5′-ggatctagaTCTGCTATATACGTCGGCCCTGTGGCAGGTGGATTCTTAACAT-3′) cloned into the AscI-XbaI restriction site of bpfog: :2xGFP vector. Using the −3691/−1 > 2xGFP reporter as a template, ΔFlank, ΔGata4/5/6, Δ(Flank+Gata4/5/6), and ΔFoxa1/2/3 were amplified using the Mut Express II Fast Mutagenesis Kit V2 (Vazyme, Cat. No. C214-01) with the following primers (5′-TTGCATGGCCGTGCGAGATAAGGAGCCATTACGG-3′ and 5′-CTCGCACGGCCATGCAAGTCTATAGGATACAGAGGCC-3′ for ΔFlank, 5′-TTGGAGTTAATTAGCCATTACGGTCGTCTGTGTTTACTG-3′ and 5′-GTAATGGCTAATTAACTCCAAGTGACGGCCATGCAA-3′ for ΔGata4/5/6, 5′- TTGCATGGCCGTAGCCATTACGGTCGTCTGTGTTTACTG-3′ and 5′-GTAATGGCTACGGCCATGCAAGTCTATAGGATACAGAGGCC-3′ for Δ(Flank+Gata4/5/6), 5′-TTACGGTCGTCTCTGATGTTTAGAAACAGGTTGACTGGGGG-3′ and 5′-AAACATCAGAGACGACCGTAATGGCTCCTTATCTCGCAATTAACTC-3′ for ΔFoxa1/2/3) and cloned into the AscI–NotI restriction site of the 2xGFP vector.

### Motif enrichment analysis

#### Motif selection

Motifs were selected from Cis-BP (Lambert et al, 2019), ANISEED (Dardaillon et al, 2020), and HOMER (Heinz et al, 2010). The motif database is available at https://github.com/kewiechecki/CrobustaTFs. For each unique transcription factor, the PWM with the lowest Shannon entropy was selected. Motifs were searched in the *C. robusta* accessome (Racioppi et al, 2019) using motifmatchr with default parameters.

#### Motif accessibility

ATAC-seq reads were mapped to each motif site using bedtools. Differential accessibility was calculated using DESeq2. Motifs were considered differentially accessible if the likelihood ratio test returned a false discovery rate <0.1.

DA motif sets were defined as follows:

Motif Set log2 fold change cutoff

Open in FoxF: FoxF_KO vs. control > 1

Closed in FoxF: FoxF KO vs. control < −1

TVC accessible mesp_dnFGFR vs. control < −1 or mesp_MekMut vs. control > 1

ATM accessible mesp_dnFGFR vs. control > 1 or mesp_MekMut vs. control < −1

ASM accessible handr_dnFGFR vs. control < −1 or handr_MekMut vs. control > 1

Heart accessible handr_dnFGFR vs. control > 1 or handr_MekMut vs. control < −1.

#### Motif annotation

Motif sites were assigned to a gene if they overlapped the gene body, promoter, or distal region of a gene. The 5’ UTR, coding regions, introns, and 3’ UTR were considered the gene body. −1107 to +107 bp from the transcription start site (TSS) was considered the promoter. −10 kbp from the TSS or +10 kbp from the transcription termination site (TTS) were considered distal elements.

#### Enrichment

All enrichments were calculated using a hypergeometric test for the occurrence of a motif in the target motif set vs. occurrence in the background. We tested for motif enrichment in both sets of differentially accessible peaks in each condition, all peaks annotated to a gene cluster, and TVC accessible peaks annotated to a gene cluster. We also tested for enrichment of peaks annotated to specific feature types. We ran separate tests using all accessible motifs as a background and using TVC-accessible peaks as a background.

### Transcription factor-coding gene analysis

Transcription factor-coding genes IDs and corresponding names were downloaded from the Ghost database (Satou et al, 2005) http://ghost.zool.kyoto-u.ac.jp/HT_TF_KY21.html and integrated with our dataset using our KY21-KY-KH dictionary (Dataset EV1). The pivot table function in Excel was used to parse gene lists by cluster and subclusters. The heatmap and GeneExpr functions of our online http://christiaenlab-sars.com/scRNA-seq-datasets/ were used to generate heatmaps and FeaturePlots shown in Fig. 7 and Appendix Figs. S14–S20.

## Supplementary information

Appendix

Peer Review File

Dataset EV1

Dataset EV2

Dataset EV3

Dataset EV4

Dataset EV5

Dataset EV6

Dataset EV7

Dataset EV8

Source data Fig. 1

Source data Fig. 3

Source data Fig. 5

Source data Fig. 6

Source data Fig. 8

Source data Fig. 9

## Data Availability

TVC trajectories data and CRISPR data collected at 12 hpf are available under the GEO accession number GSE274445. Whole-embryo data is available under the GEO accession number GSE275373. The source data of this paper are collected in the following database record: biostudies:S-SCDT-10_1038-S44318-025-00613-y.

# Supplementary material for: Cell cycle-driven transcriptome maturation confers multilineage competence to cardiopharyngeal progenitors
**Source:** EMBO J. 2025 Nov 3;44(24):7649–76. doi: 10.1038/s44318-025-00613-y
**Supplement:** Supplementary file 1 — Appendix

## Appendix Figures and Legends

|                                                                                                                                                                                                                                    |    |
|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|----|
| Appendix Figure S1 - Figure 1-S1. Inhibition of mitotic entry in TVC lineage resulted in reduced Tbx1/10 expression in STVC.                                                                                                       | 2  |
| Appendix Figure S2 - Figure 1-S2. Cdc25-overexpressing TVCs undergo abnormal cell division with the loss of asymmetry and loss of medio-lateral orientation.                                                                       | 3  |
| Appendix Figure S3 - Figure 1-S3. Representative confocal images of Cdc25OE perturbation time series.                                                                                                                              | 4  |
| Appendix Figure S4 - Figure 1-S4. The accumulation of Tbx1/10 in the TVC descendants is affected by the mitotic perturbation of Cdc25, with niche-driven mechanisms involved.                                                      | 5  |
| Appendix Figure S5 - Figure 1-S5. Cell cycle progression dynamics of TVCs under perturbations and in controls.                                                                                                                     | 6  |
| Appendix Figure S6 - Figure 2-S1. Initial analysis of the scRNA-seq data                                                                                                                                                           | 7  |
| Appendix Figure S7 - Figure 2-S2. Supplemental RNA velocity analysis                                                                                                                                                               | 8  |
| Appendix Figure S8 - Figure 2-S3. Un-denoised trajectories of the B7.5 cardiopharyngeal lineage.                                                                                                                                   | 9  |
| Appendix Figure S9 - Figure 3-S1. Supplemental                                                                                                                                                                                     | 10 |
| Appendix Figure S10 - Figure 4-S1. Propagation of time stamps to the whole embryo dataset through label transfer.                                                                                                                  | 11 |
| Appendix Figure S11 - Figure 4-S2. Expression of tissue-specific markers across the whole embryo scRNA-seq dataset.                                                                                                                | 13 |
| Appendix Figure S12 - Figure 4-S3. Endomesodermal trajectories.                                                                                                                                                                    | 14 |
| Appendix Figure S13 - Figure 6-S1. G2 progression permits accumulation of Depdc1b mRNAs in the TVCs.                                                                                                                               | 15 |
| Appendix Figure S14 to S20 - Figure 7-S1 to -S7 (below). Detailed expression profiles of candidate transcription factor coding genes.                                                                                              | 15 |
| Appendix Figure S14                                                                                                                                                                                                                | 16 |
| Appendix Figure S15                                                                                                                                                                                                                | 17 |
| Appendix Figure S16                                                                                                                                                                                                                | 20 |
| Appendix Figure S17                                                                                                                                                                                                                | 22 |
| Appendix Figure S18                                                                                                                                                                                                                | 24 |
| Appendix Figure S19                                                                                                                                                                                                                | 26 |
| Appendix Figure S20                                                                                                                                                                                                                | 28 |
| Appendix Figure S21 - Figure 7-S8. Sample barcode recovery in the CRISPR x scRNA-seq experiment.                                                                                                                                   | 29 |
| Appendix Figure S22 - Figure 7-S9. CRISPR/Cas9-mediated mutagenesis targeting Foxf, Gata4/5/6, and Foxtun4, followed by scRNA-seq of FACS-purified cardiopharyngeal lineage cellss.                                                | 30 |
| Appendix Figure S23 - Figure 8-S1. Putative Transcription Factor Binding Motifs in the Depdc1b enhancer, which are conserved between <i>Ciona robusta</i> and <i>Ciona savignyi</i> , and in the Depdc1b proximal promoter region. | 31 |

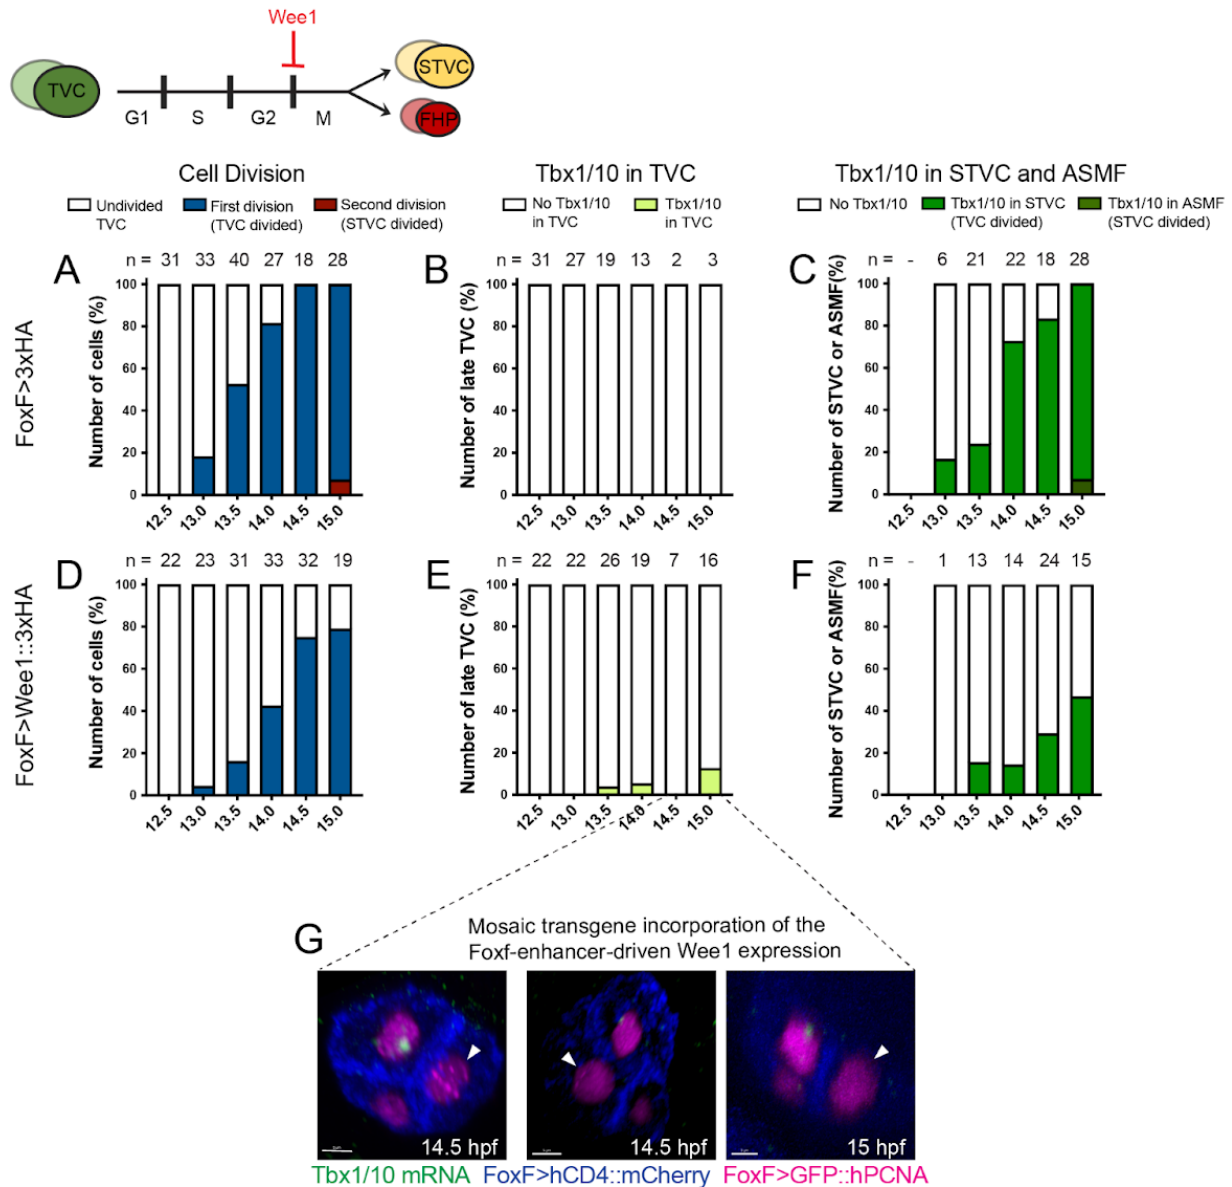

**Appendix Figure S1 - Figure 1-S1. Inhibition of mitotic entry in TVC lineage resulted in reduced Tbx1/10 expression in STVC.**

A-F. Cell division patterns (A and D) and *Tbx1/10* expression upon cell mitosis suppression perturbations (Wee1::3xHA) in the late TVCs (B and E) and STVCs (C and F). Note that the results of A, B, D, E used the same dataset as Figure 1F, 1H, 1F', and 1H'.

G. Confocal images showing mosaic transgene inheritance of Wee1::3xHA under the Foxf enhancer in some samples. Magenta: nuclei (GFP::PCNA); Blue: cell membranes (hCD4::mCherry); White arrowhead: late TVC, Scale bar = 5  $\mu$ m. No blinding was included in the analysis.

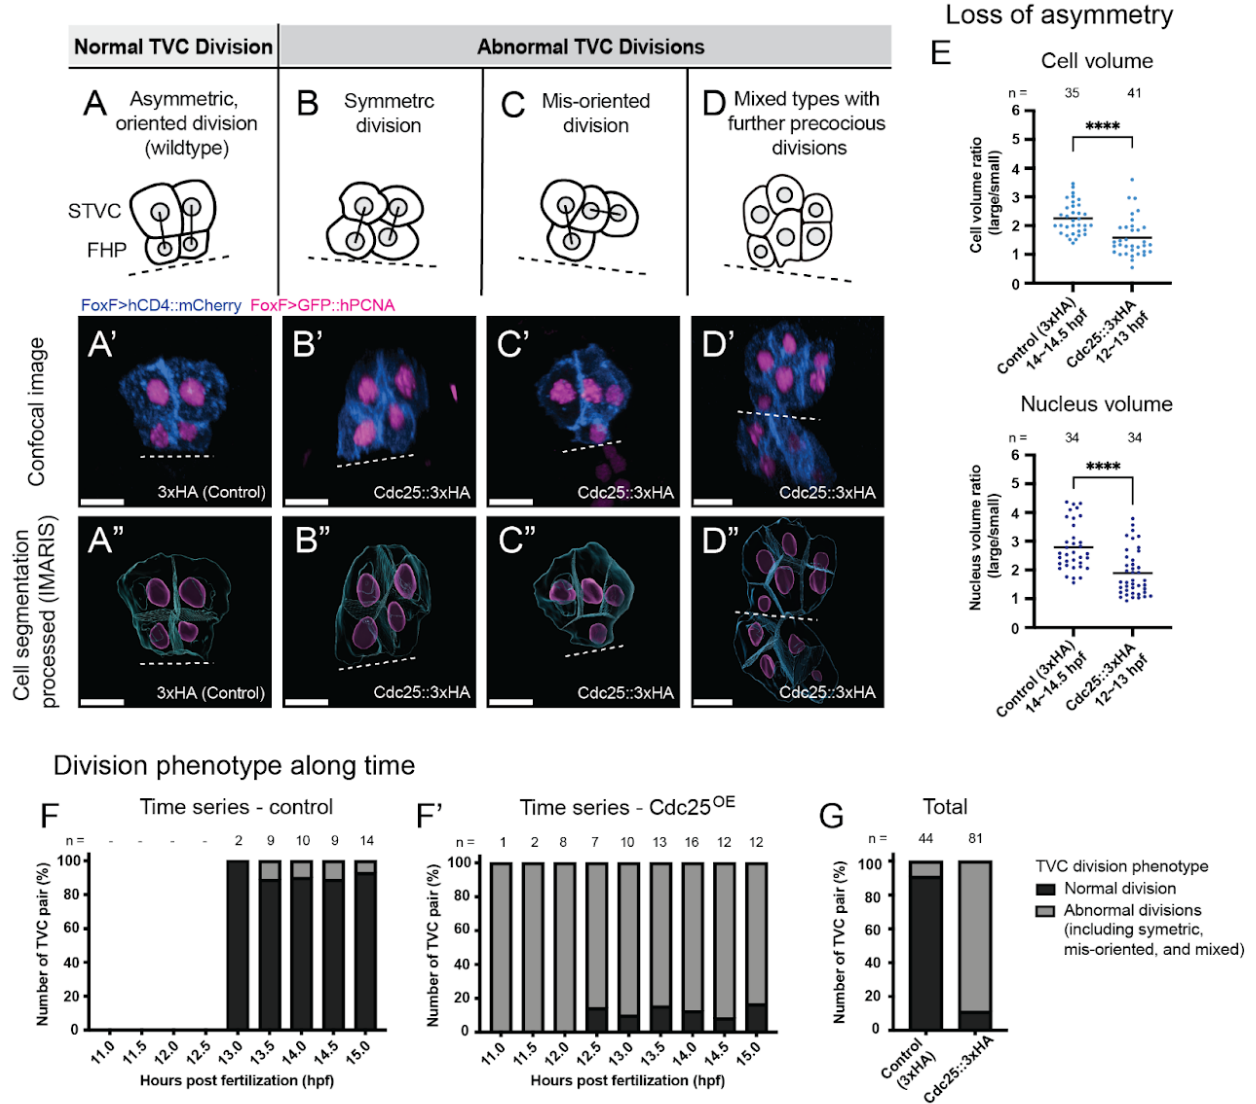

**Appendix Figure S2 - Figure 1-S2. Cdc25-overexpressing TVCs undergo abnormal cell division with the loss of asymmetry and loss of medio-lateral orientation.**

A-D. Schematic diagrams of four categories of normal and abnormal division phenotypes of TVC. Normal division (A, asymmetric oriented) produces a pair of lateral large STVCs and small medial FHPs. Abnormal divisions include symmetric (B), mis-oriented (C), and the mixed types (D). A'-D' and A''-D''. Representative images of each division category under the control and mitosis perturbations (Cdc25) conditions. Magenta: nuclei (GFP::PCNA); Blue: cell membranes (hCD4::mCherry); Dashed line: embryo midline, Scale bar = 10mm.

E-F. Division phenotype of TVC throughout developmental time points in the control (E) and Cdc25-overexpressing (E') samples. With results from different time points combined, F shows the total effect of Cdc25 on mis-regulating mitosis. G. Quantification of the cell volume ratio (left) and the nuclear volume ratio (right) of TVC descendant cells in the control and Cdc25-overexpression conditions. \*\*\*\* P < 0.0001.

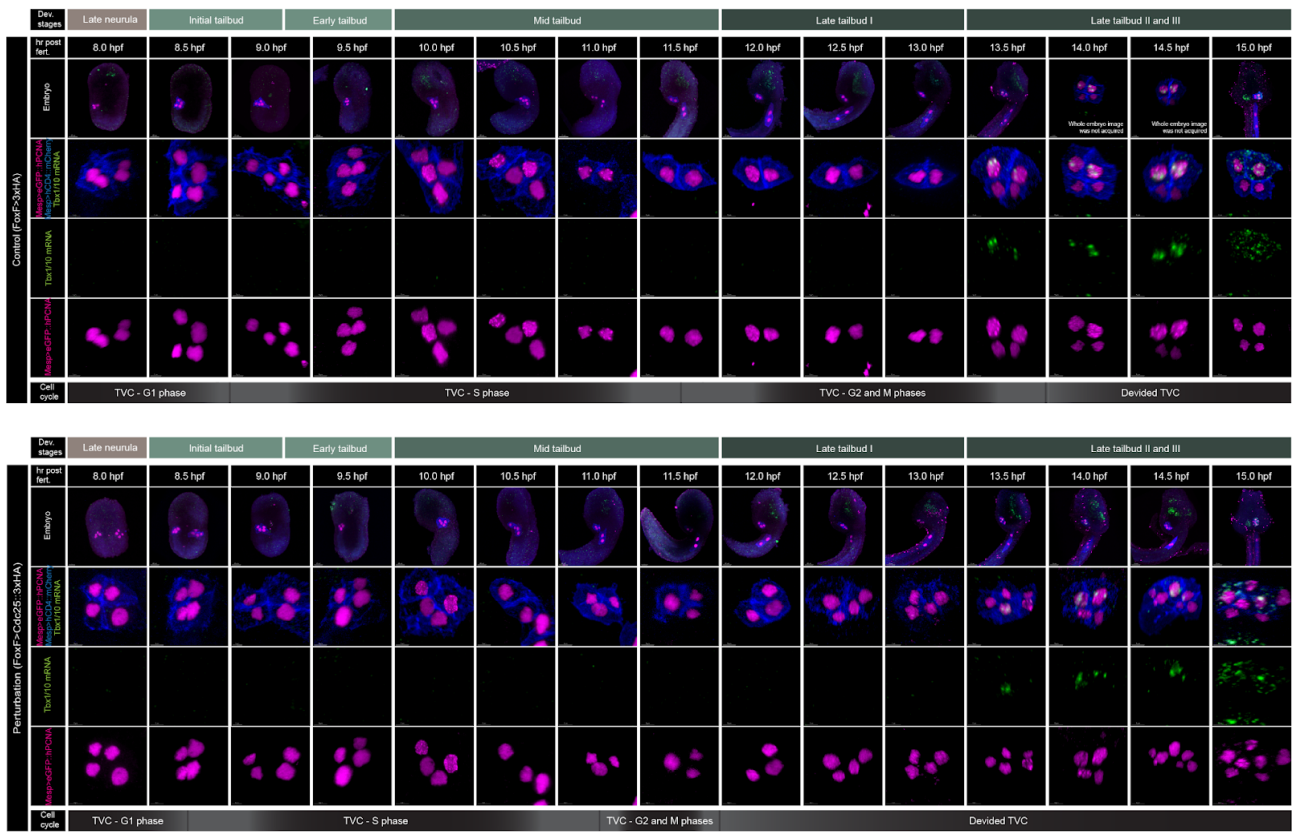

**Appendix Figure S3 - Figure 1-S3. Representative confocal images of  $Cdc25^{OE}$  perturbation time series.**

The division and Tbx1/10 expression phenotypes can be seen in the control (Top) and the  $Cdc25$ -overexpressing (Bottom) samples. Embryogenesis developmental stages and the cell cycle details of TVC are shown. Magenta: nuclei (GFP::PCNA); Blue: cell membranes (hCD4::mCherry); Scale bar = 20  $\mu$ m for embryos, 5  $\mu$ m for enlarged images.

### Localization analysis of the Tbx1/10-positive and -negative cells

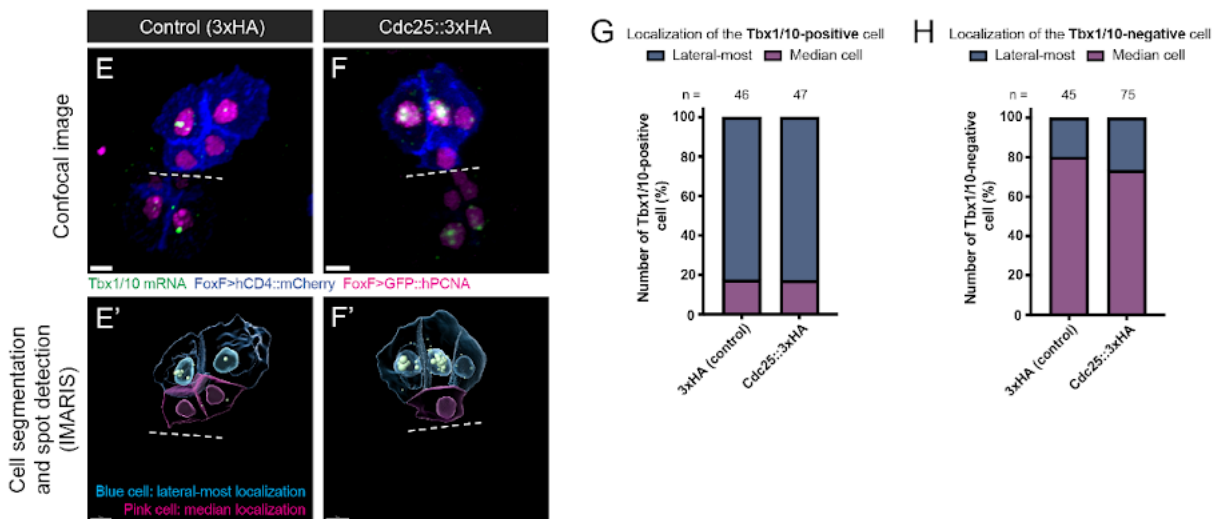

Appendix Figure S4 - Figure 1-S4. The accumulation of *Tbx1/10* in the TVC descendants is affected by the mitotic perturbation of *Cdc25*, with niche-driven mechanisms involved.

A-B. Representative confocal images of Tbx1/10 expressed in TVC descendants in the control and Cdc25OE samples. Magenta: nuclei (GFP::PCNA); Blue: cell membranes (hCD4::mCherry); Dashed line = embryo midline; Scale bar = 10mm. Note that panel B uses the same image data as Figure 2S panel C for representation.

A'-B'. Processed images with cell segmented and Tbx1/10 FISH spot signal detected in STVC or STVC-like cells. Green spot: FISH signal detected in the control; Orange spot: FISH signal detected in the Cdc25OE cells.

C. Developmental quantification of total volume of spots detected in individual STVC(-like) cells (top) and individual FHP(-like) cells (bottom) under the control and Cdc25OE conditions. ns, not significant; \*\*  $P < 0.01$ .

D. Total spot volume in Tbx1/10-expressing cells under the control and Cdc25OE conditions. \*\*\*\*  
P < 0.0001.

E-F and E'-F'. Representative confocal images of TVC descendants in the control and Cdc25OE samples. Images are processed by cell segmentation, FISH spot detection, and labeled by colors

based on cell localization. Processed blue cell: lateral-most localization; Processed magenta cell: median localization. Scale bar = 5mm.

G-H. Localization analysis of Tbx1/10-expressing (G) and Tbx1/10-negative (H) cells under the control conditions and Cdc25 perturbations.

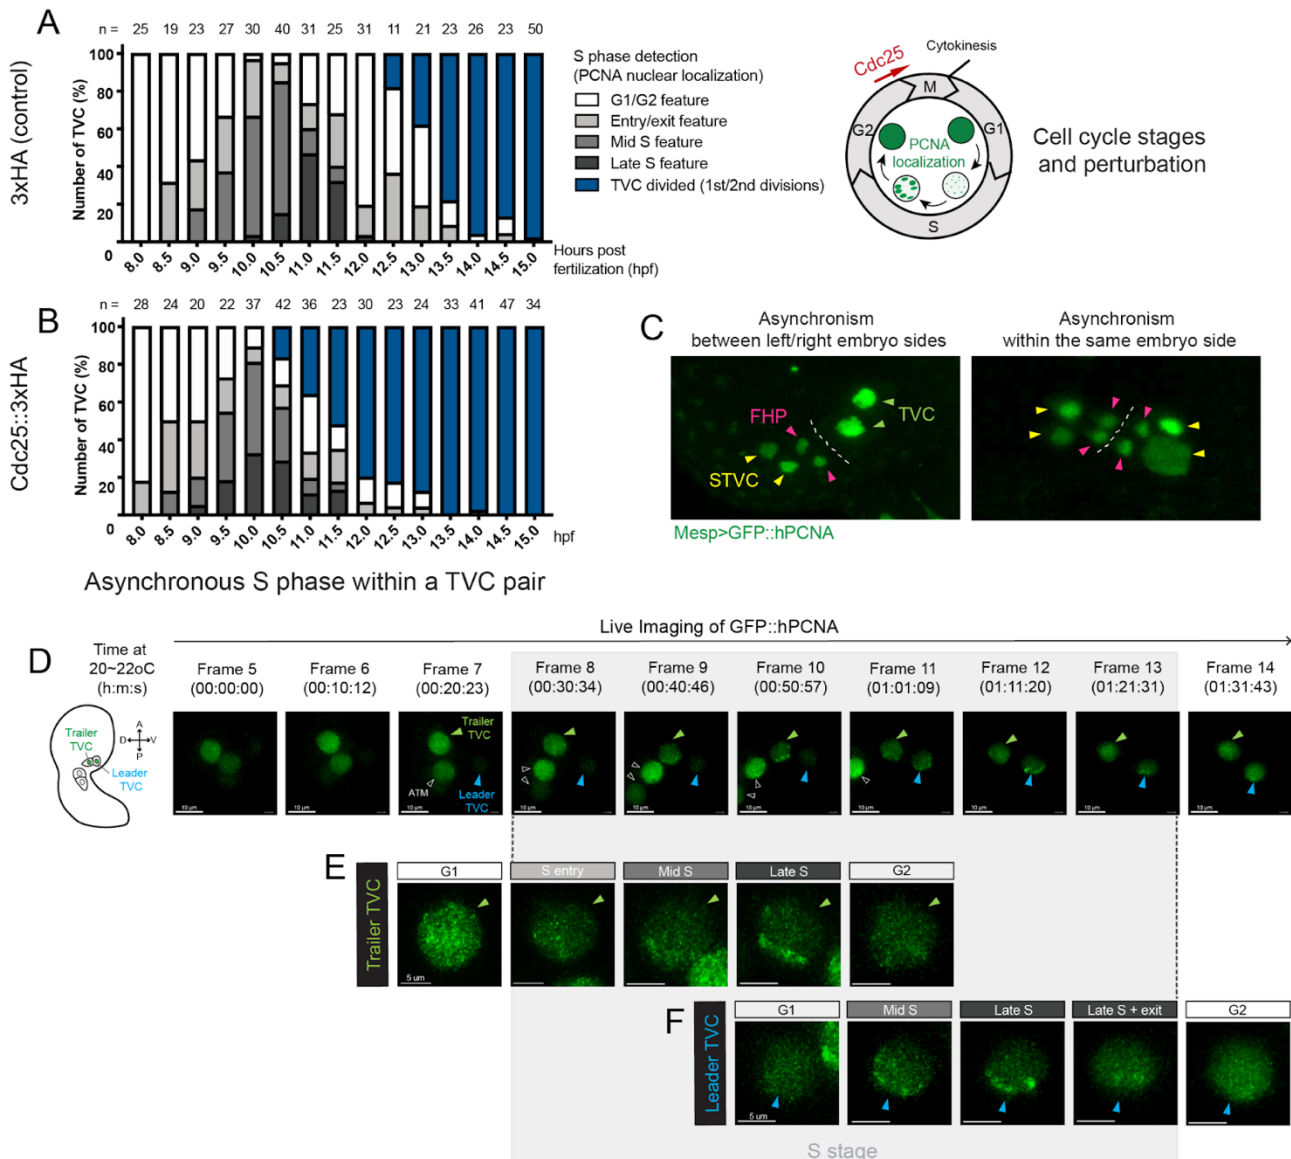

### Appendix Figure S5 - Figure 1-S5. Cell cycle progression dynamics of TVCs under perturbations and in controls.

A. Schematic of cell cycle stages, genetic perturbation (Foxf>Cdc25) of G2/M transition, and variability of PCNA puncta size in the TVC nuclei associated with cell cycle progression.

B-C. Developmental distribution of S phase (four PCNA localization patterns) and cell division of TVC in the control and Cdc25OE samples. Cdc25-overexpressing TVCs are permitted to divide right after passing through S/G2 transition (C).

D. Confocal images showing asynchronous division of TVC-lineage cells. (Left) Asynchronous TVC division between left/right body sides. (Right) Asynchronous division within the same body side. Green: nuclei (GFP::PCNA); Green arrowhead: TVC; Yellow arrowhead: STVC; Magenta arrowhead: FHP.

E. Live imaging of PCNA puncta dynamics in the leader and trailer TVCs along TVC cell cycle progression revealed asynchronous S phase within collective migrating TVC pair. Green: nuclei (GFP::PCNA); Blue arrowhead: leader TVC; Green arrowhead: trailer TVC; Scale bar = 10mm.

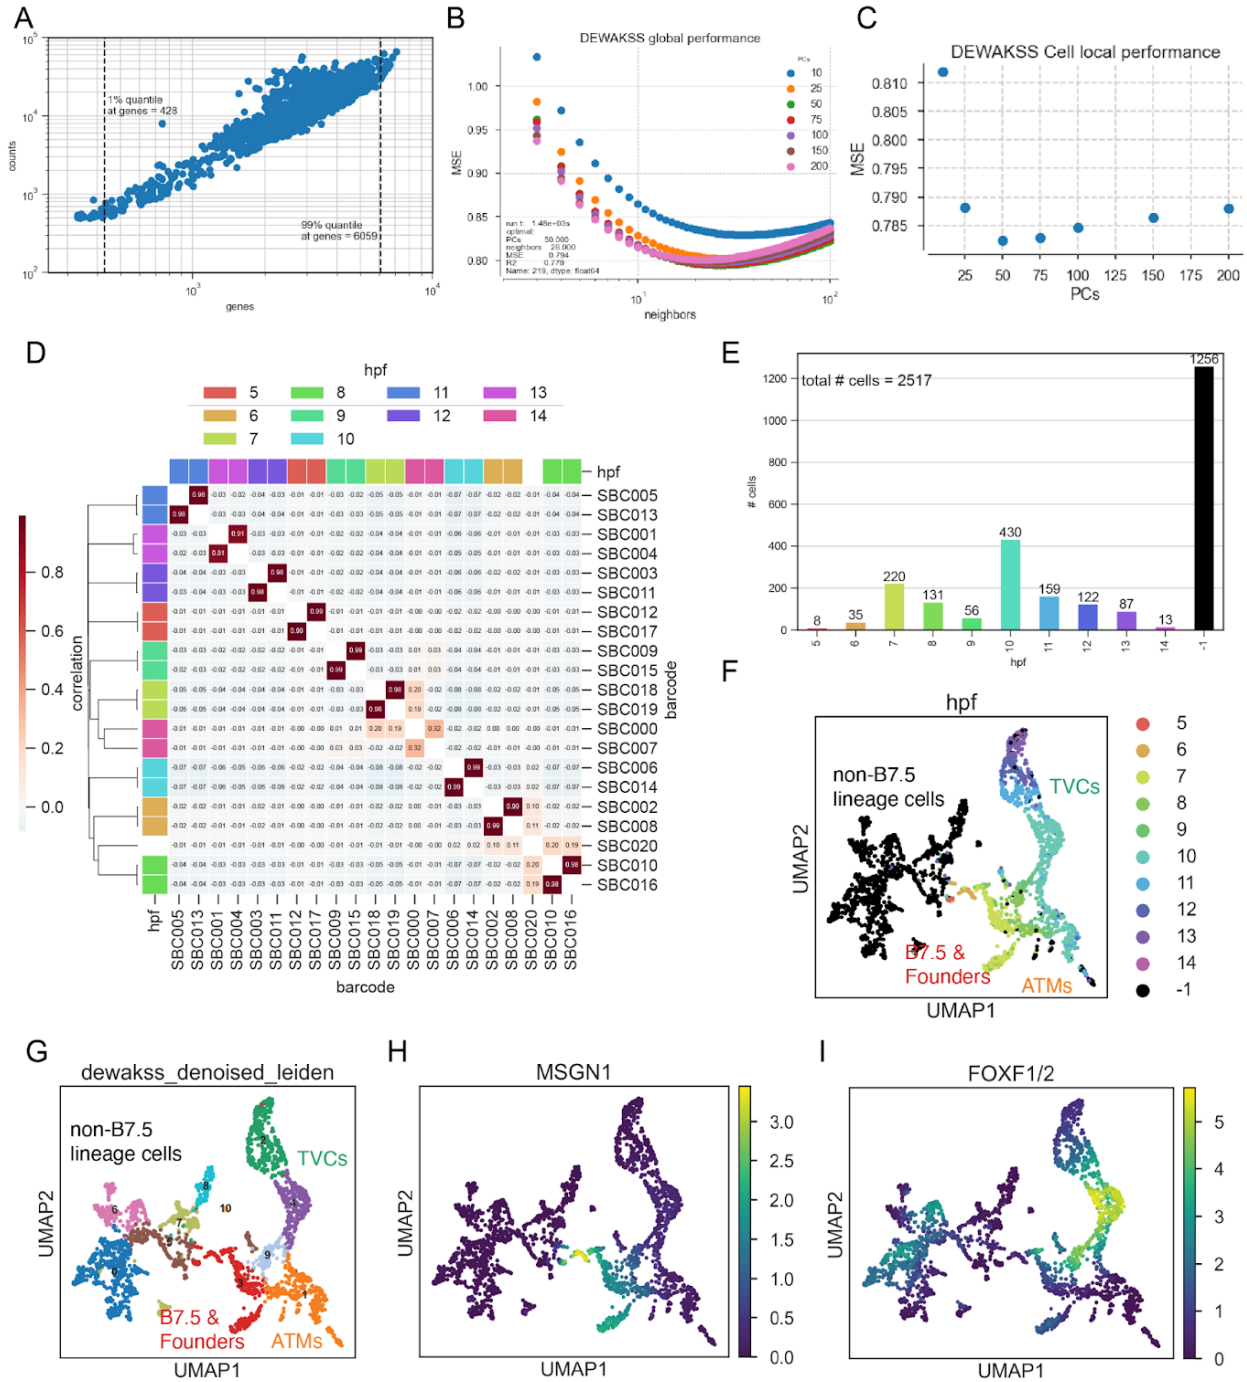

### Appendix Figure S6 - Figure 2-S1. Initial analysis of the scRNA-seq data

- A. Number of genes detected vs. the number of unique molecular identifiers (UMIs) per cell.
- B. Denoising with DEWAKSS hyperparameter grid search. Each color represents the number of PCs used. X-axis is the number of neighbors, performance of DEWAKSS in mean square error (MSE) on y-axis.
- C. Performance when optimal number of PCs and neighbors per cell are used.
- D. Correlations of double barcode system to assign cells to real developmental time. Pearson correlation coefficient is shown.
- E. Number of cells detected per real-time barcode pair. -1 are cells that did not pass barcode annotation threshold selection (see Methods).
- F. UMAP showing inferred real-time barcodes and lineage annotations.
- G. Leiden clustering given derived kNN graph from DEWAKSS.

H,I. TVC-lineage marker genes for expected trajectory root (MSGN1, expressed in founder cells) and branch (Foxf, expressed in cardiopharyngeal lineage).

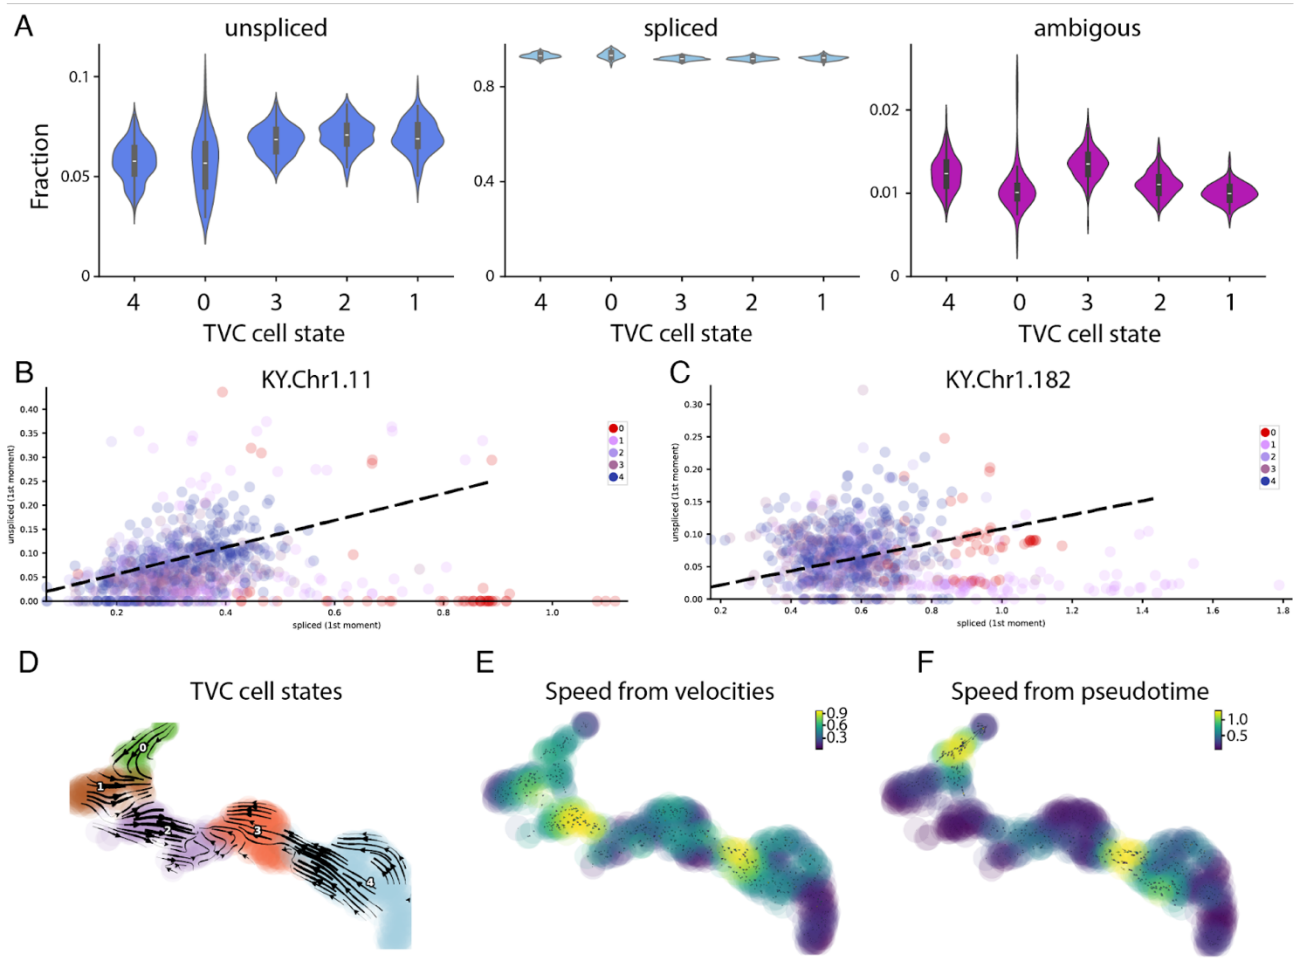

### Appendix Figure S7 - Figure 2-S2. Supplemental RNA velocity analysis

A. Violin plots of the fraction of spliced, unspliced and ambiguous reads grouped by each cell state of the TVC trajectory.

B,C. Phase plot of the spliced and unspliced first order moments of the RNA velocities of KY.Chr1.11 and KY.Chr1.182, respectively. Both genes were selected by dynamo to calculate the dynamics. Dots are colored by cell state of the TVC trajectory.

D. UMAP representation of the TVC only trajectory colored by cell state and overlaid by RNA velocities calculated using dynamo's deterministic mode and spliced and unspliced reads. Represented by streamlines.

E. UMAP representation of the TVC only trajectory colored by speed (i.e. the length) of the velocity vector of each cell. Velocity for this plot was calculated using dynamo's deterministic mode and spliced and unspliced reads.

F. UMAP representation of the TVC only trajectory colored by speed (i.e. the length) of the velocity vector of each cell. Velocity for this plot was calculated from denoised data and diffusion pseudotime.

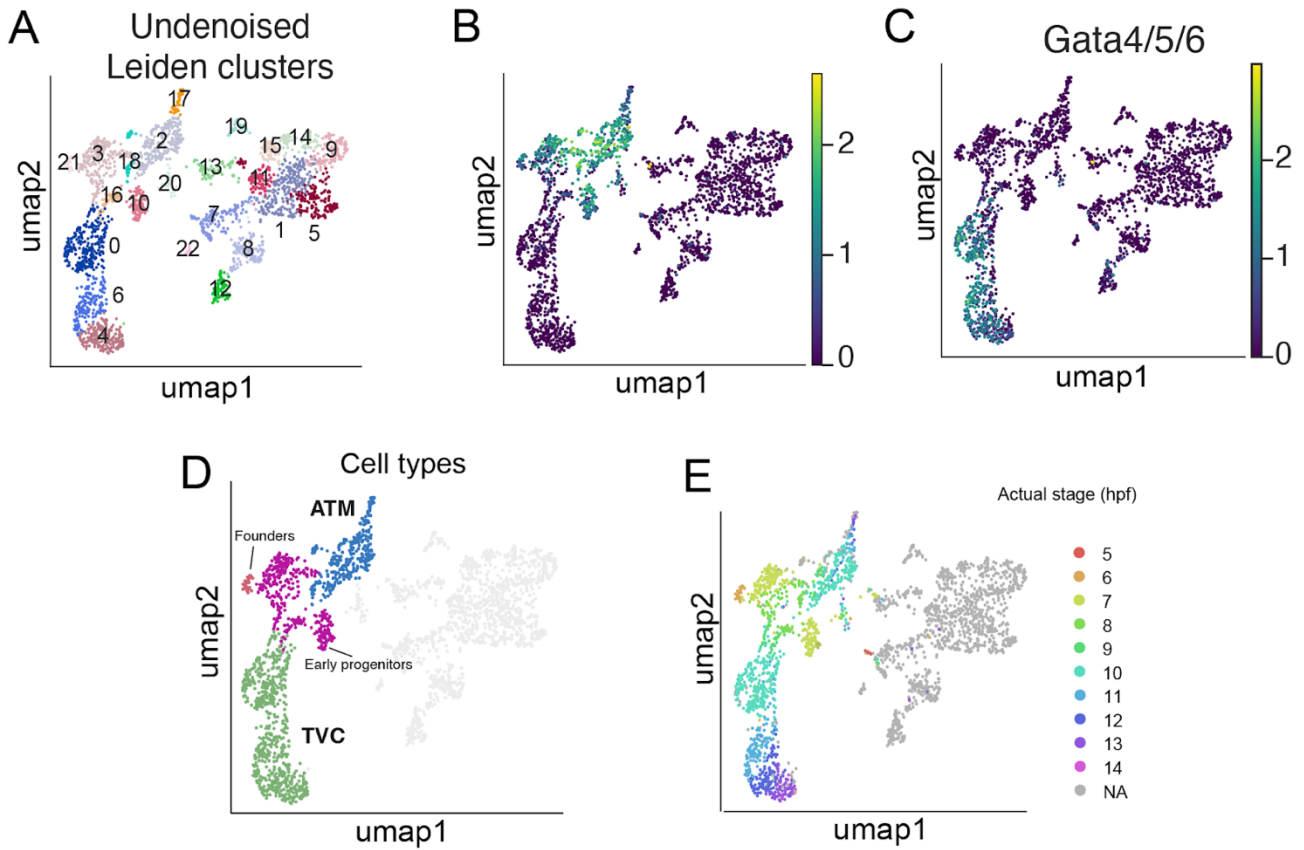

**Appendix Figure S8 - Figure 2-S3. Un-denoised trajectories of the B7.5 cardiopharyngeal lineage.**

A. Un-denoised Leiden clustering of anterior tail muscles and cardiopharyngeal trajectories. B-C. Trajectory-specific expression of founder and ATM-specific Mrf/Myod/Myf5 transcripts and TVC-specific Gata4/5/6 transcripts

D. Assignment of cell type to trajectories based on lineage-specific gene expression.

E. Reconstruction of cell trajectories using recovered real-time barcodes.

In both D and E grayed out cells represent unassigned cell contamination collected during the lineage enrichment stage. These cells are removed from final analysis presented in the main figures.

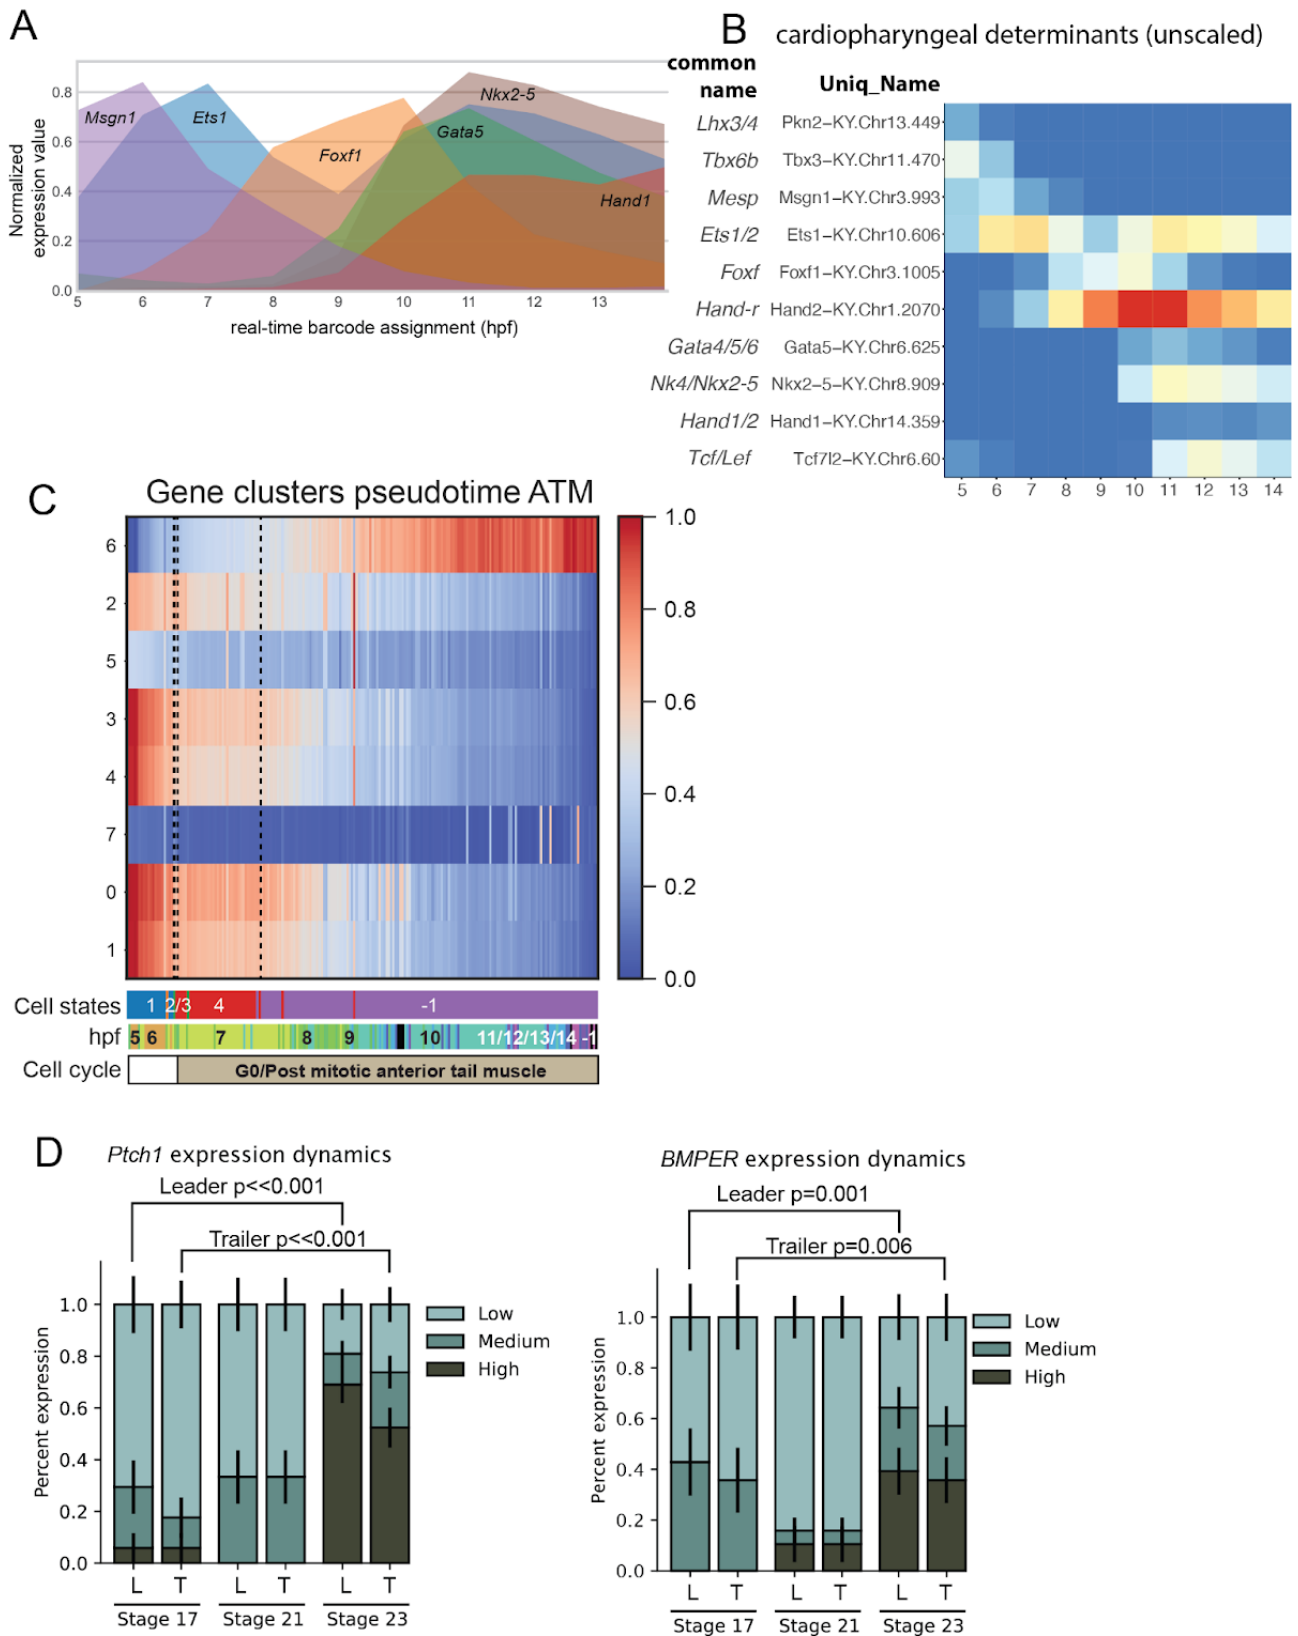

### Appendix Figure S9 - Figure 3-S1. Supplemental

A. Normalized expression values of core cardiopharyngeal precursor genes (*Mesp1*, *Ets1*, *Foxf1*, *Gata5*, *Nkx2-5*, *Hand1*) as a function of real-time barcodes.

B. Unscaled expression of known cardiopharyngeal determination across time points.

C. Cell states and gene expression dynamics of post-mitotic Anterior Tail Muscles (ATMs).

D. Dynamics of *Ptch1* and *BMPER* expression based on FISH analysis (Figure 2L). Embryos from indicated stages are scored based on qualitative expression level (low, medium, high). Standard error of proportion is shown. P-values were determined using the Pearson's  $\chi^2$  test.

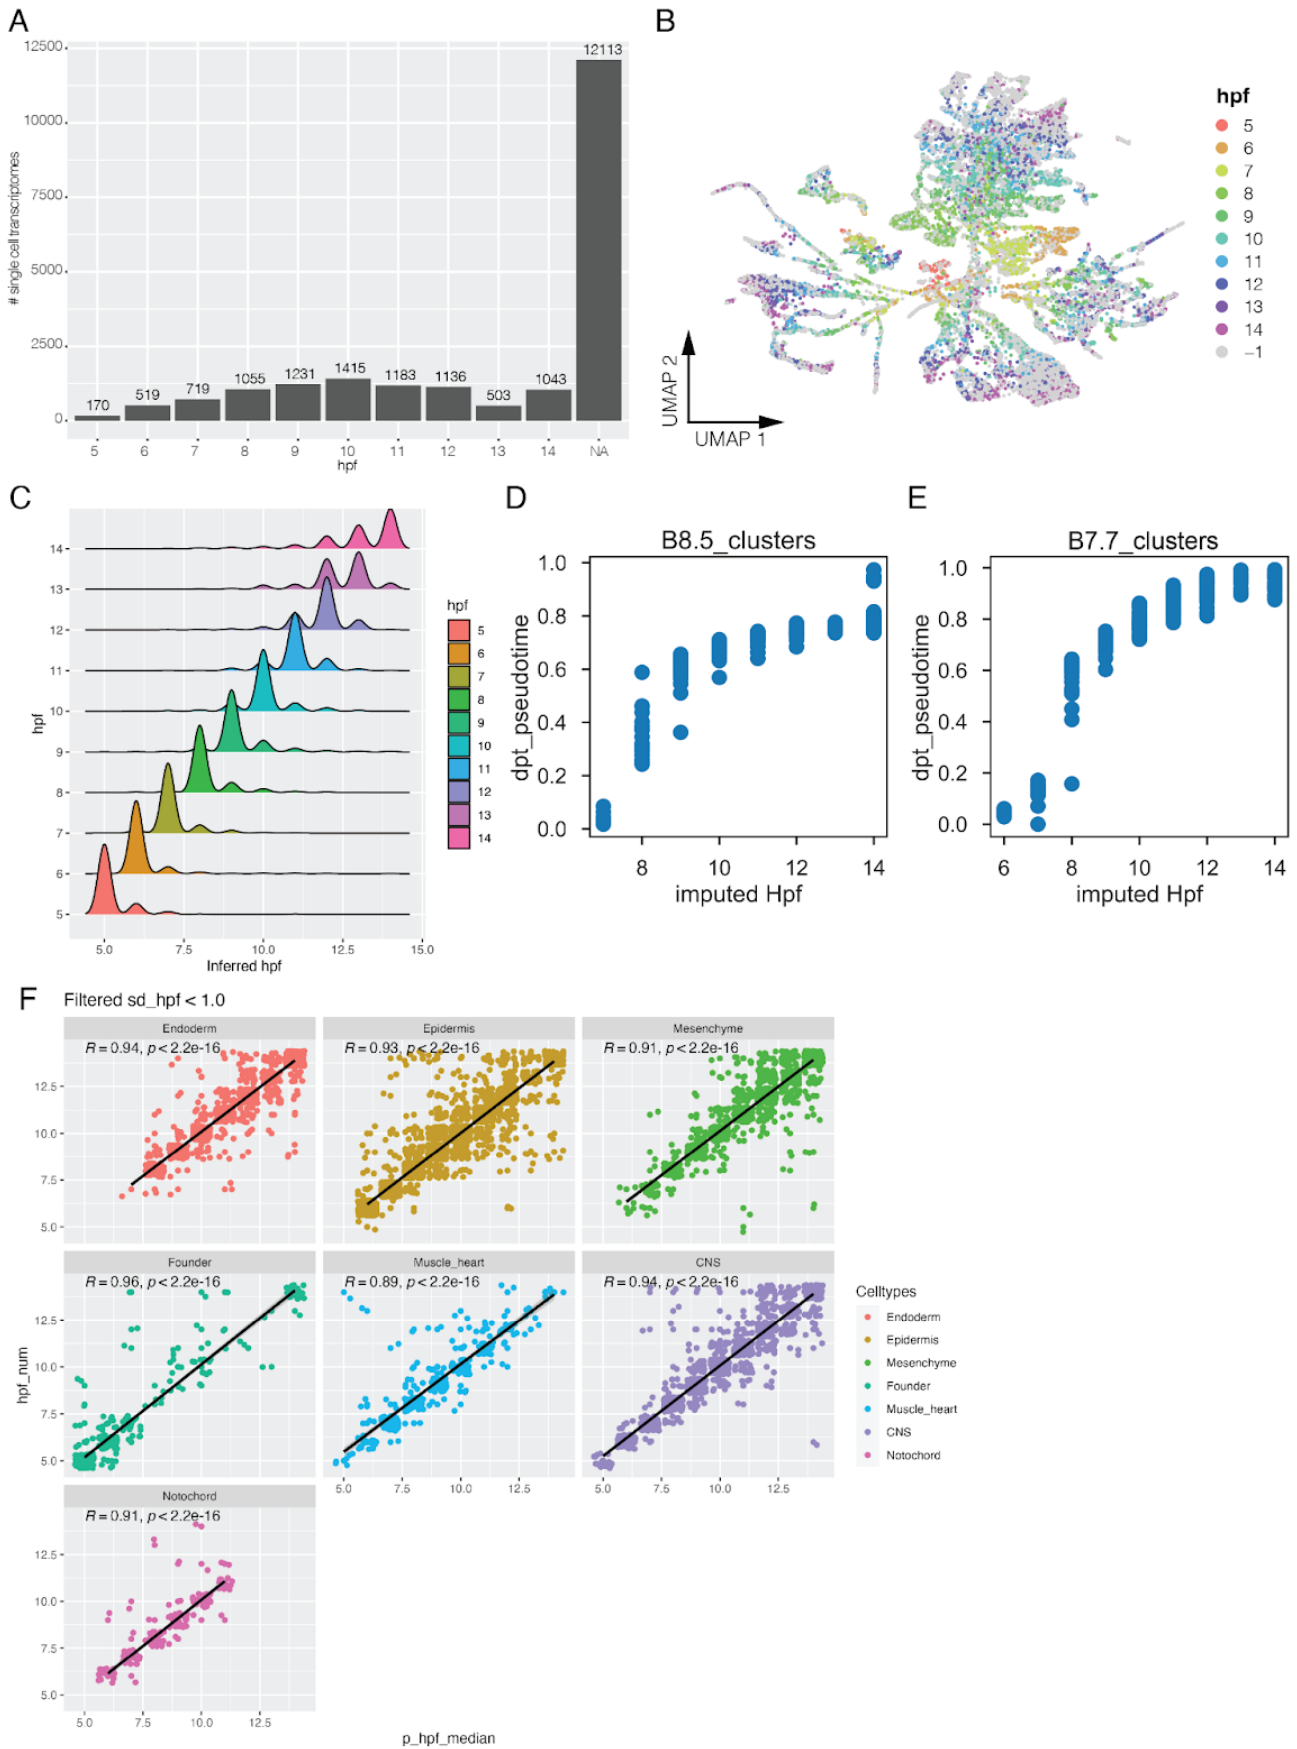

**Appendix Figure S10 - Figure 4-S1. Propagation of time stamps to the whole embryo dataset through label transfer.**

A. Frequency distribution of time specific barcodes across the developmental times profiled for the whole embryo dataset. Most cells did not express a time stamp.

B. UMAP representation of the whole embryo scRNA-seq dataset labeled with barcodes-derived time stamps only, also shown in Figure3-B.

C. Ridge plot showing the distribution of predicted developmental time through label transfer across all cells with a valid barcode-derived time stamp and binned by barcode-derived time stamp on the y axis.

D, E. Dot plot showing the correlation of inferred developmental time with diffusion pseudotime (dpt) for the cells of the mesenchymal B8.5 lineage (D) and the mesenchymal B7.7 lineage (E).

F. Correlation of barcode-derived developmental time with developmental time inferred through label transfer, shown for cells of each main tissue independently, as indicated in the panel.

---

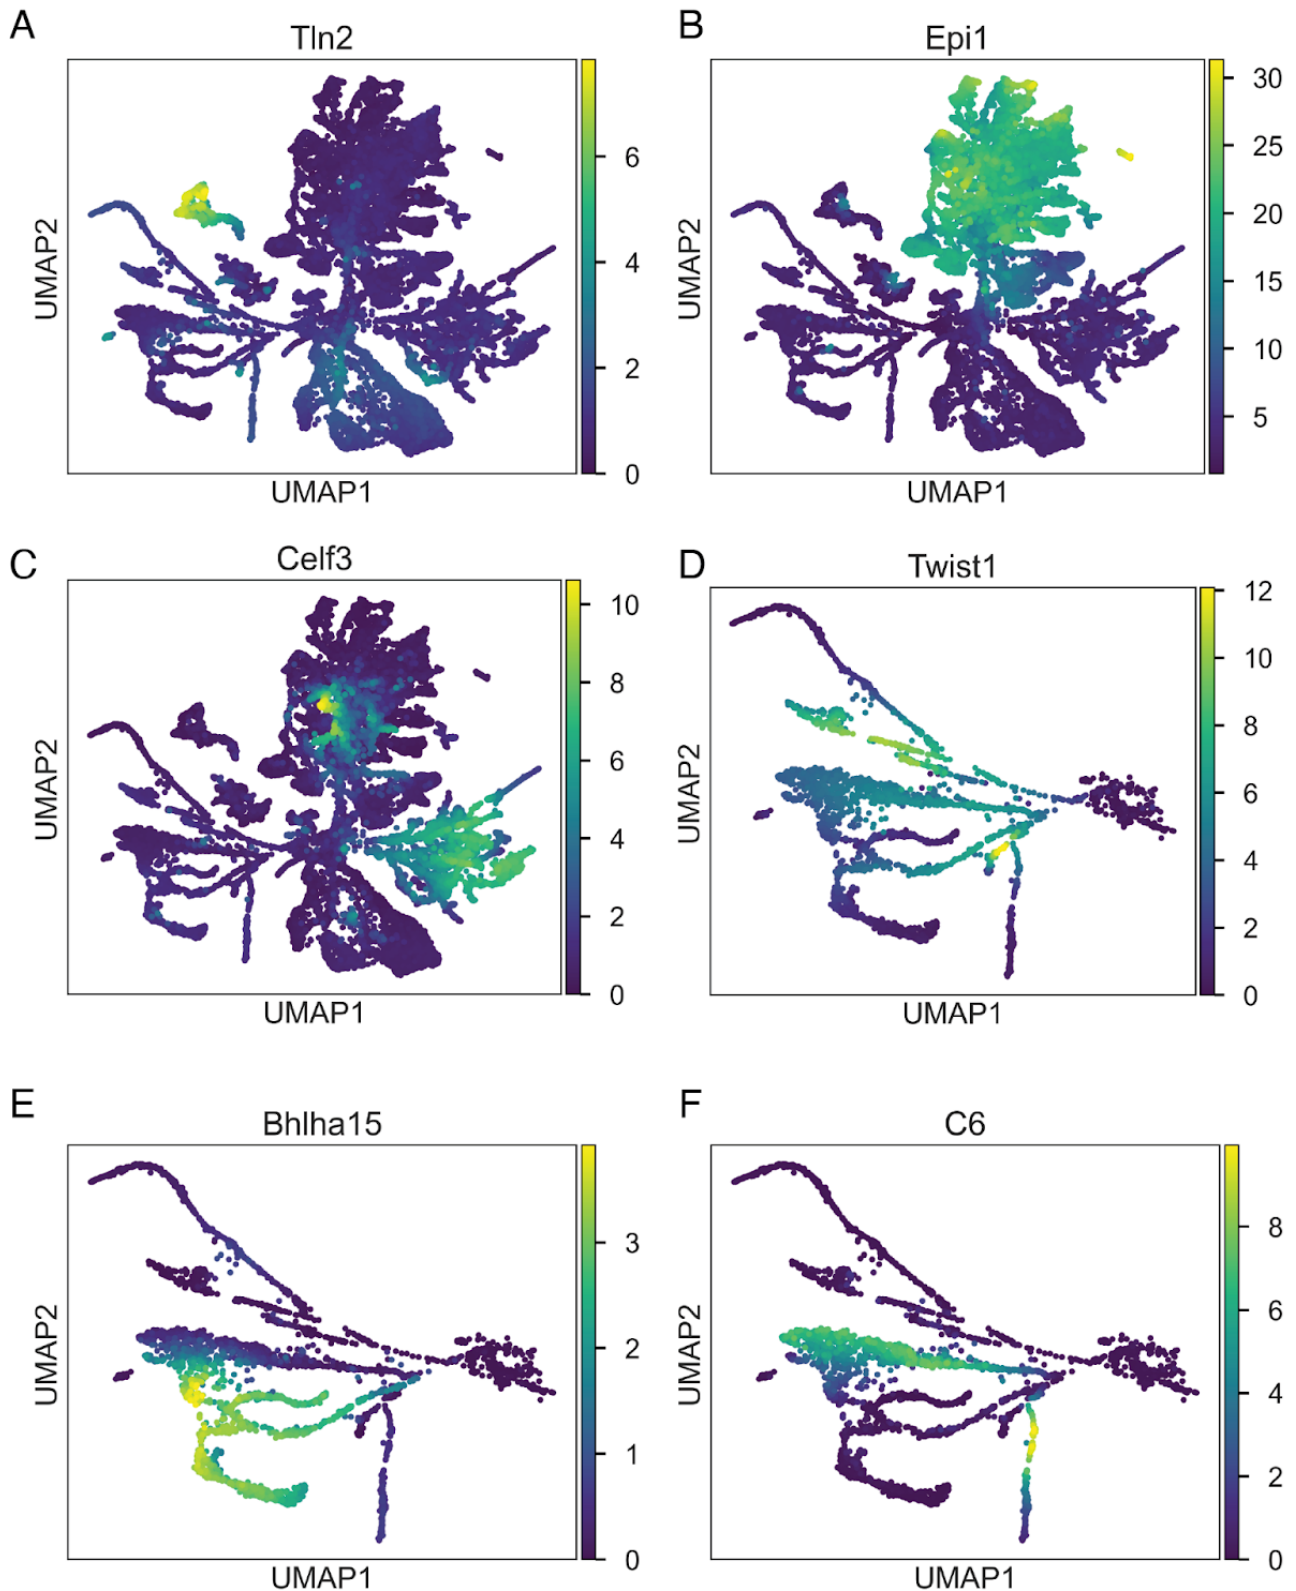

**Appendix Figure S11 - Figure 4-S2. Expression of tissue-specific markers across the whole embryo scRNA-seq dataset.**

A-C. Expression of a notochord specific marker Talin (A, KY.Chr3.779), an epidermis specific marker Epi1 (B, KY.Chr1.2380"), a CNS specific marker Celf3 (C, KY.Chr6.59) are shown on the UMAP representation of the whole embryo dataset.

D-F. Expression of the A7.6 specific marker Twist1 (D,, KY.Chr5.357), the B7.7 specific marker Bhlha15 (E, KY.Chr3.1309), and the B8.5 specific marker C6 (F, KY.Chr14.191), are shown on the UMAP representation of mesenchymal subset.

## B8.5 lineage

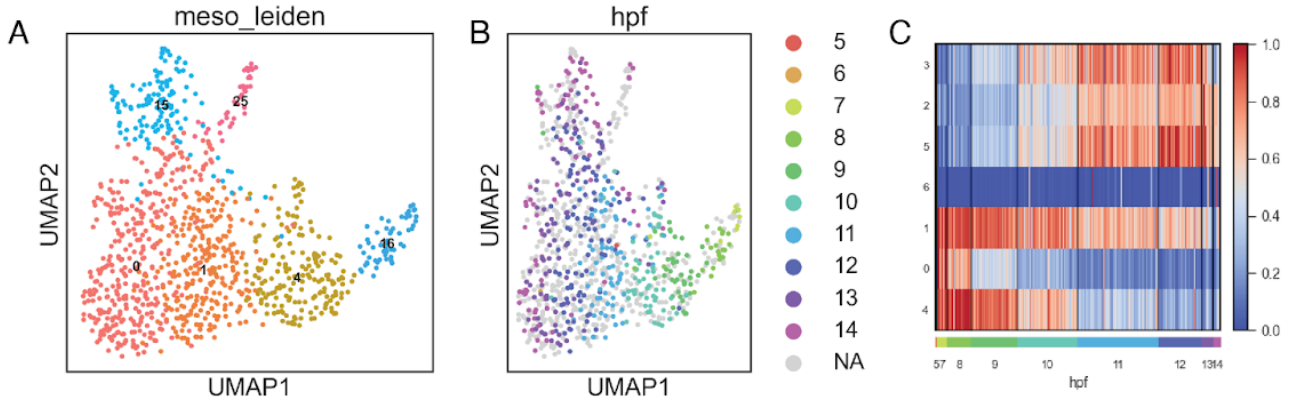

## A7.6 lineage

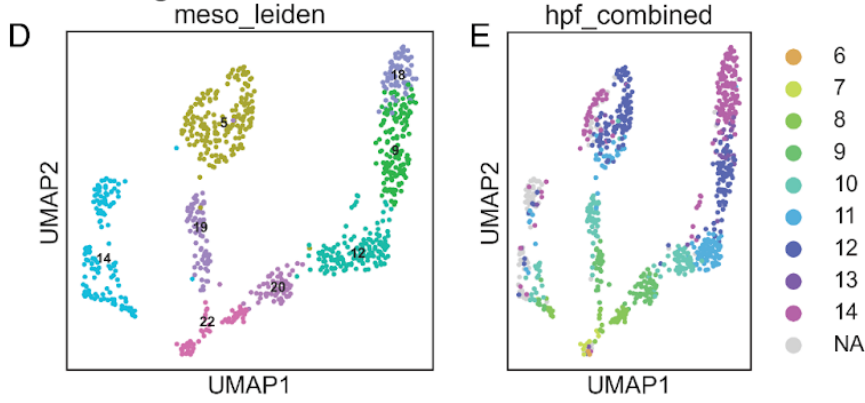

## B7.1/7.2 lineages

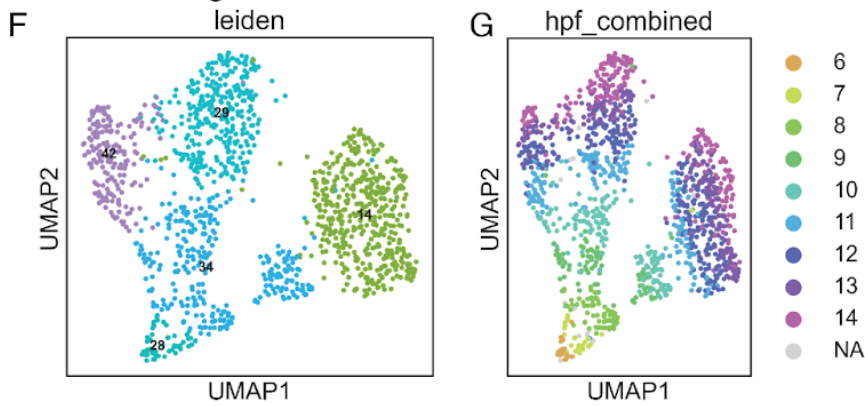

## A7.1/7.2/7.5 lineages

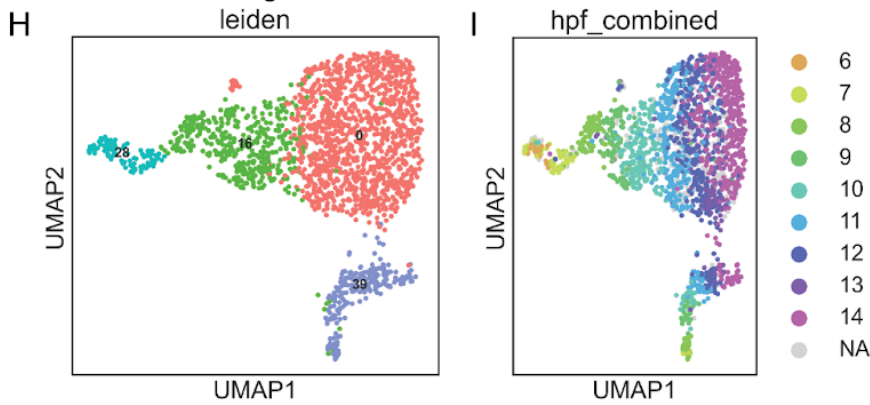

Appendix Figure S12 - Figure 4-S3. Endomesodermal trajectories.

A,B. Differentiation trajectory of the B8.5 mesenchymal lineage colored by inferred developmental time (A) and denoised Leiden clustering (B). Note that cluster 16 corresponds to an immature state and cluster 1 to a mature transcriptomic state.

C. Differential expression of genes during differentiation of the B8.5 mesenchymal lineage. Gene clusters 4 and 1 correspond to the immature and mature states, respectively.

D,E. Differentiation trajectory of the A7.6 mesenchymal lineage colored by inferred developmental time (D) and denoised Leiden clustering (E). Due to the rapid specification of these lineages early in development, no immature and mature cell state could be identified at the resolution of the present dataset for the A7.6 lineage.

F,G. Differentiation trajectory of the B7.1 and B7.2 endodermal lineages colored by inferred developmental time (F) and denoised Leiden clustering (G).

H,I. Differentiation trajectory of the A7.1, A7.2 and A7.5 endodermal lineage colored by inferred developmental time (H) and denoised Leiden clustering (I). Note that due to the unclear clonal relationship of the trajectories in the endoderm, we did not attempt to identify compatible mature and immature states.

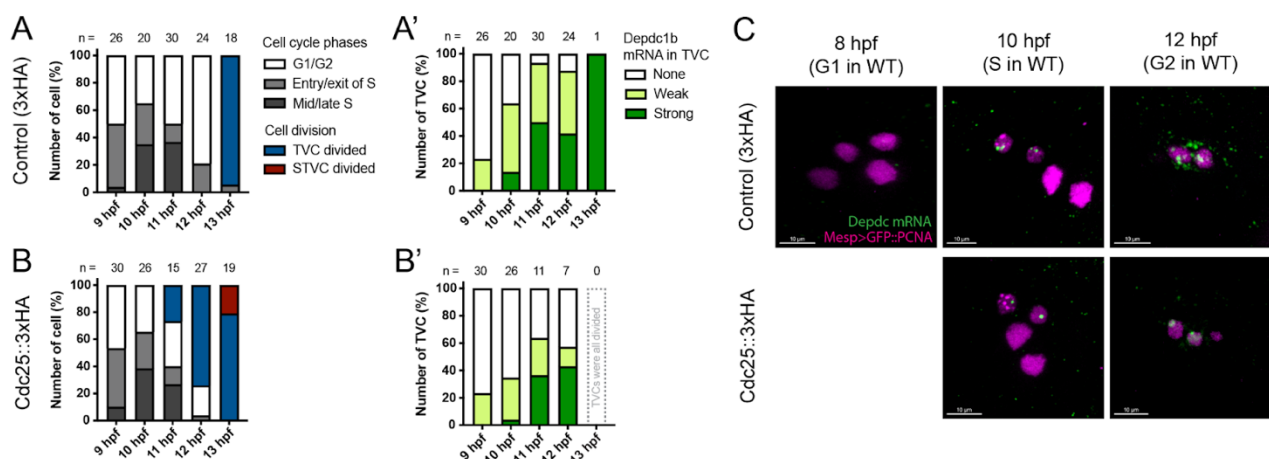

### Appendix Figure S13 - Figure 6-S1. G2 progression permits accumulation of *Depdc1b* mRNAs in the TVCs.

A-B. Developmental distribution of S phase and cell division of TVC under the control and *Cdc25<sup>OE</sup>* conditions.

A'-B'. The corresponding *Depdc1b* expression phenotype along these developmental time points. Perforated bar in B' indicates no cells can be analyzed.

C. Representative images of *Depdc1b* expression at 8, 10, and 12 hpf in the control and the *Cdc25*-overexpressing cells. Magenta: nuclei (GFP::PCNA); Green: *Depdc1b* mRNA. Scale bar = 10  $\mu$ m.

### Appendix Figure S14 to S20 - Figure 7-S1 to -S7 (below). Detailed expression profiles of candidate transcription factor coding genes.

Candidate transcription factor coding genes are separated by clusters (S14 to S20 for clusters 0 to 6, respectively), and subclustered using scaled (top row) or unscaled (left column) data using the Heatmap function on the ShinyApp. Genes tend to subcluster primarily according to temporal profiles using scaled data, and according to expression levels using unscaled data.

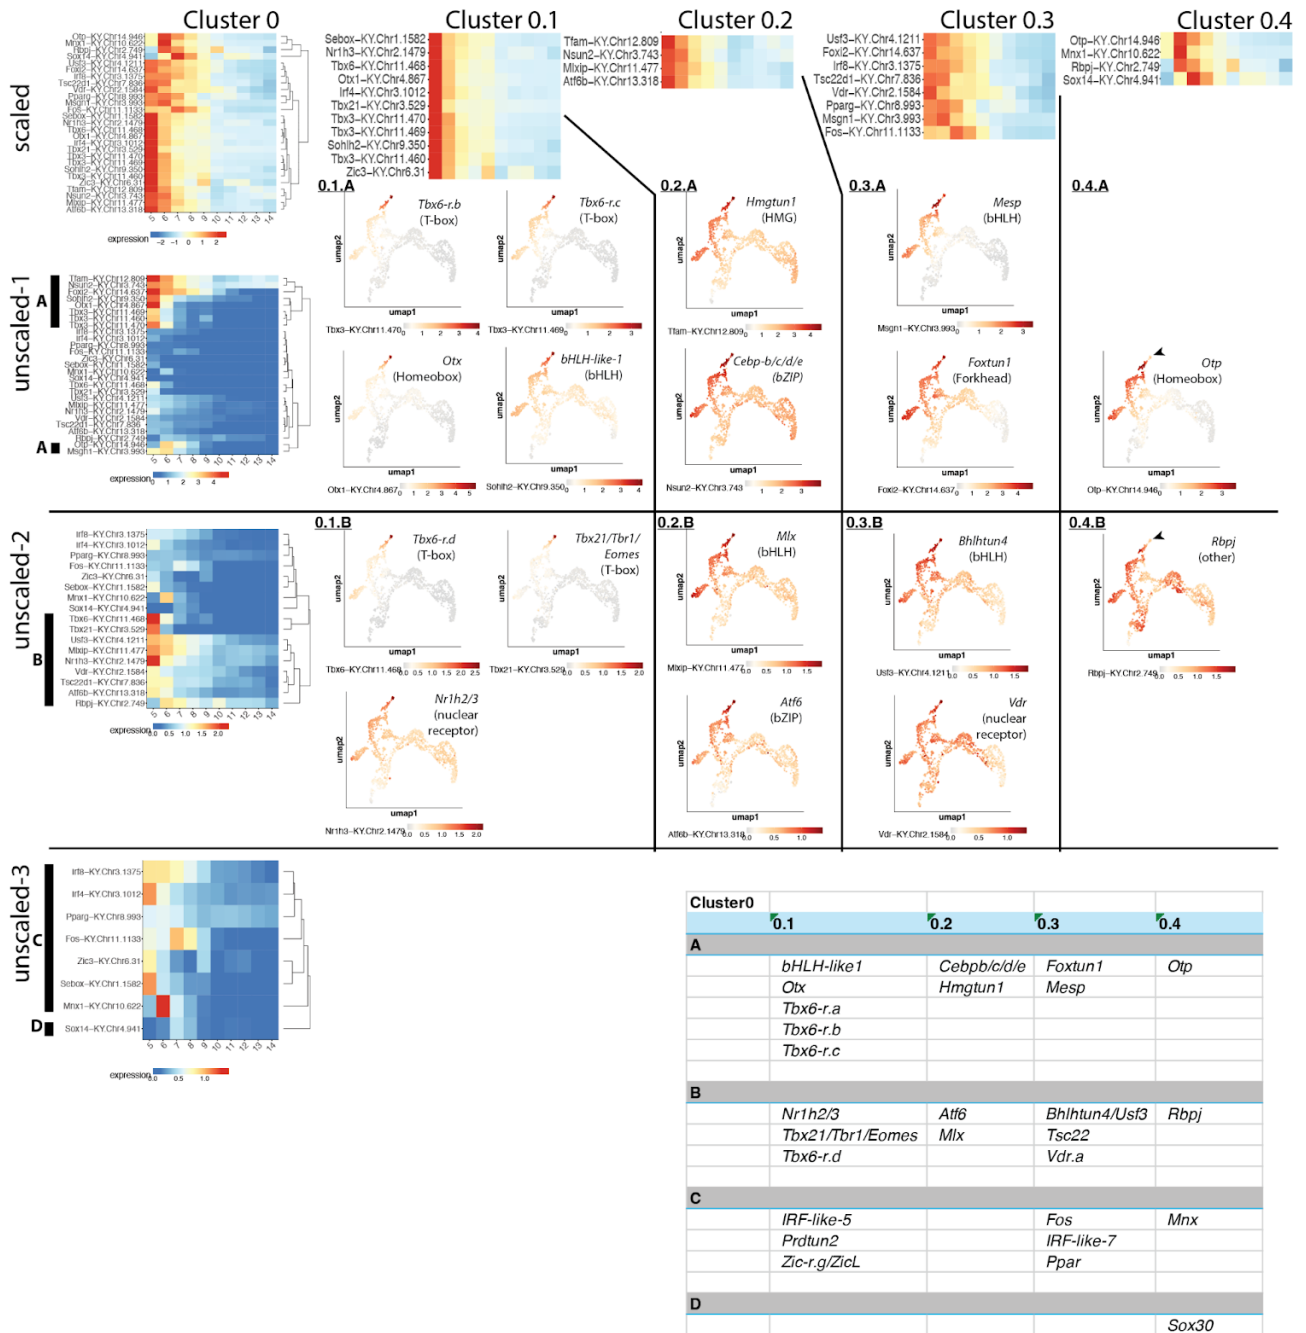

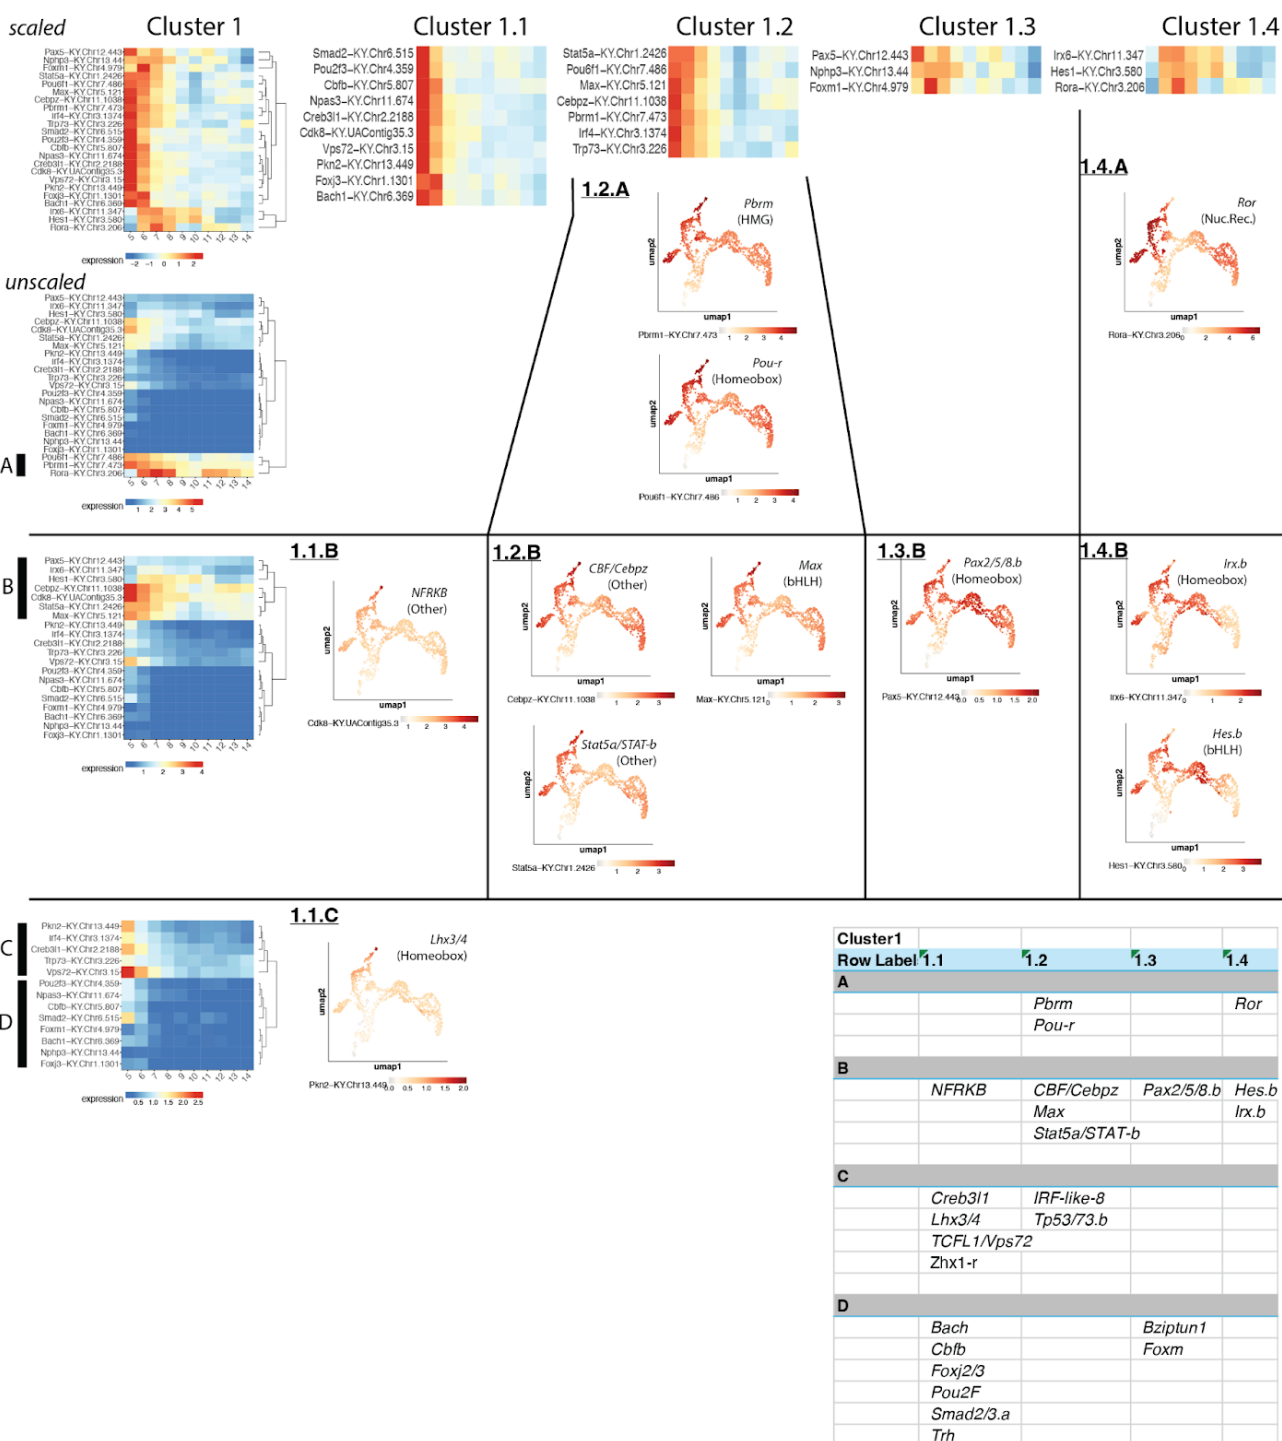

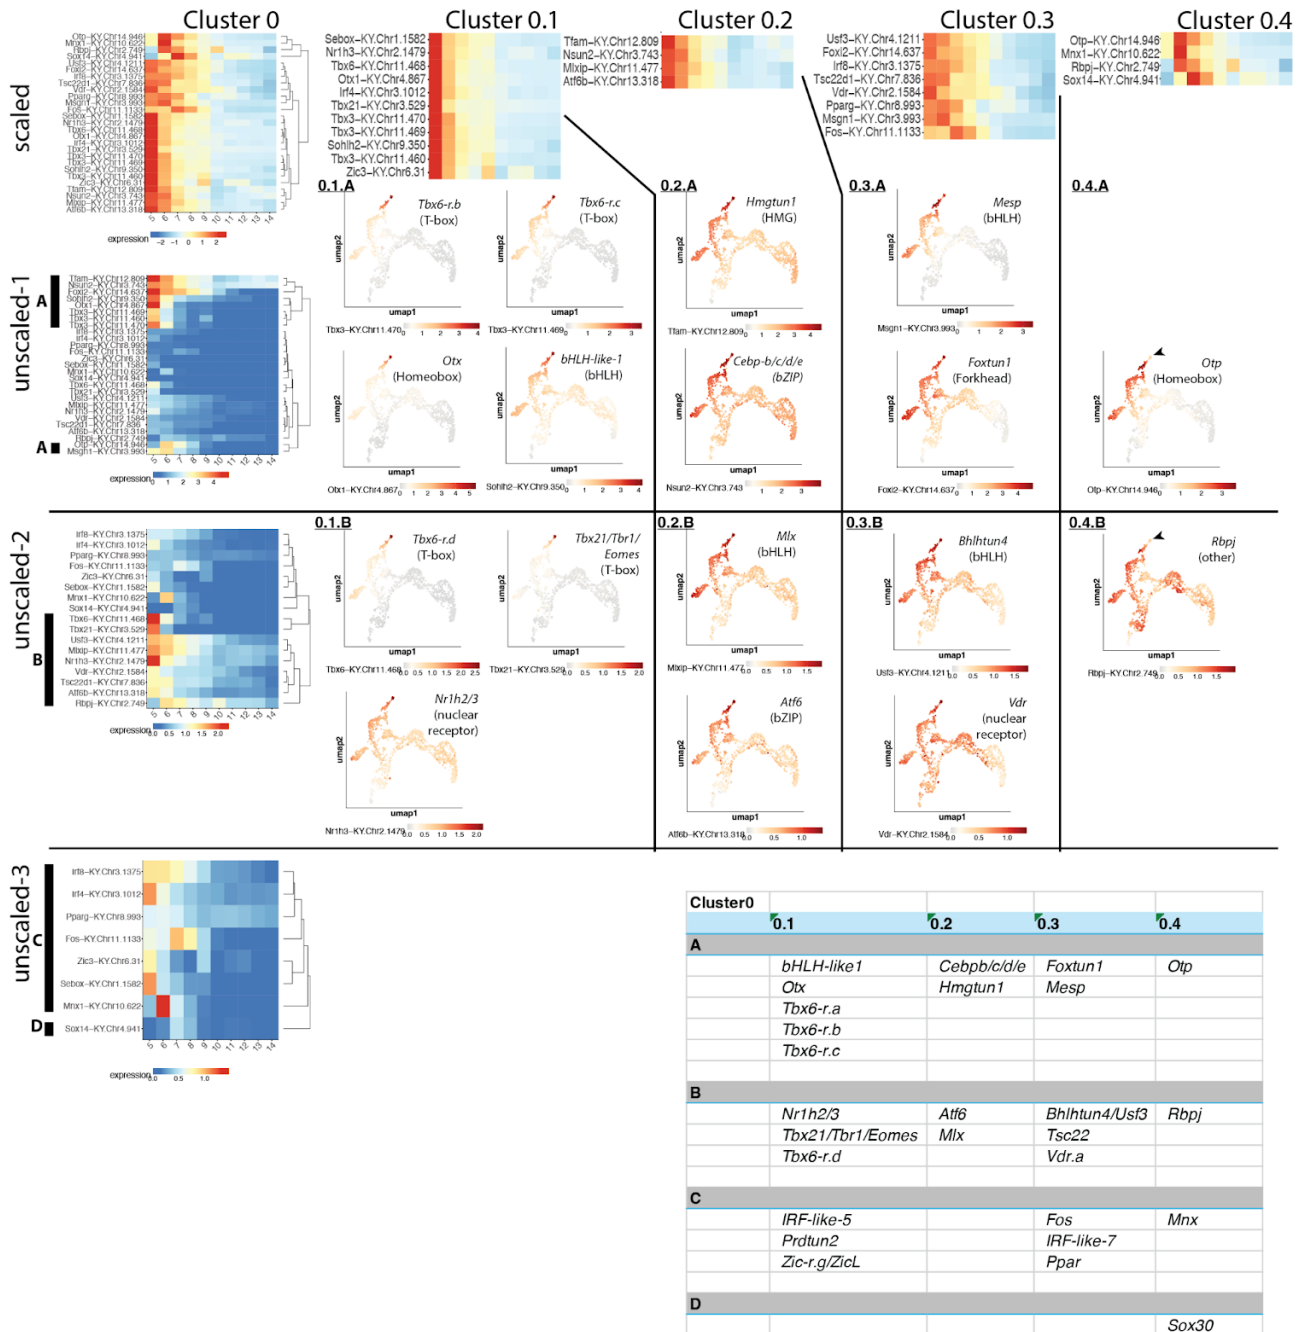

Appendix Figure S15

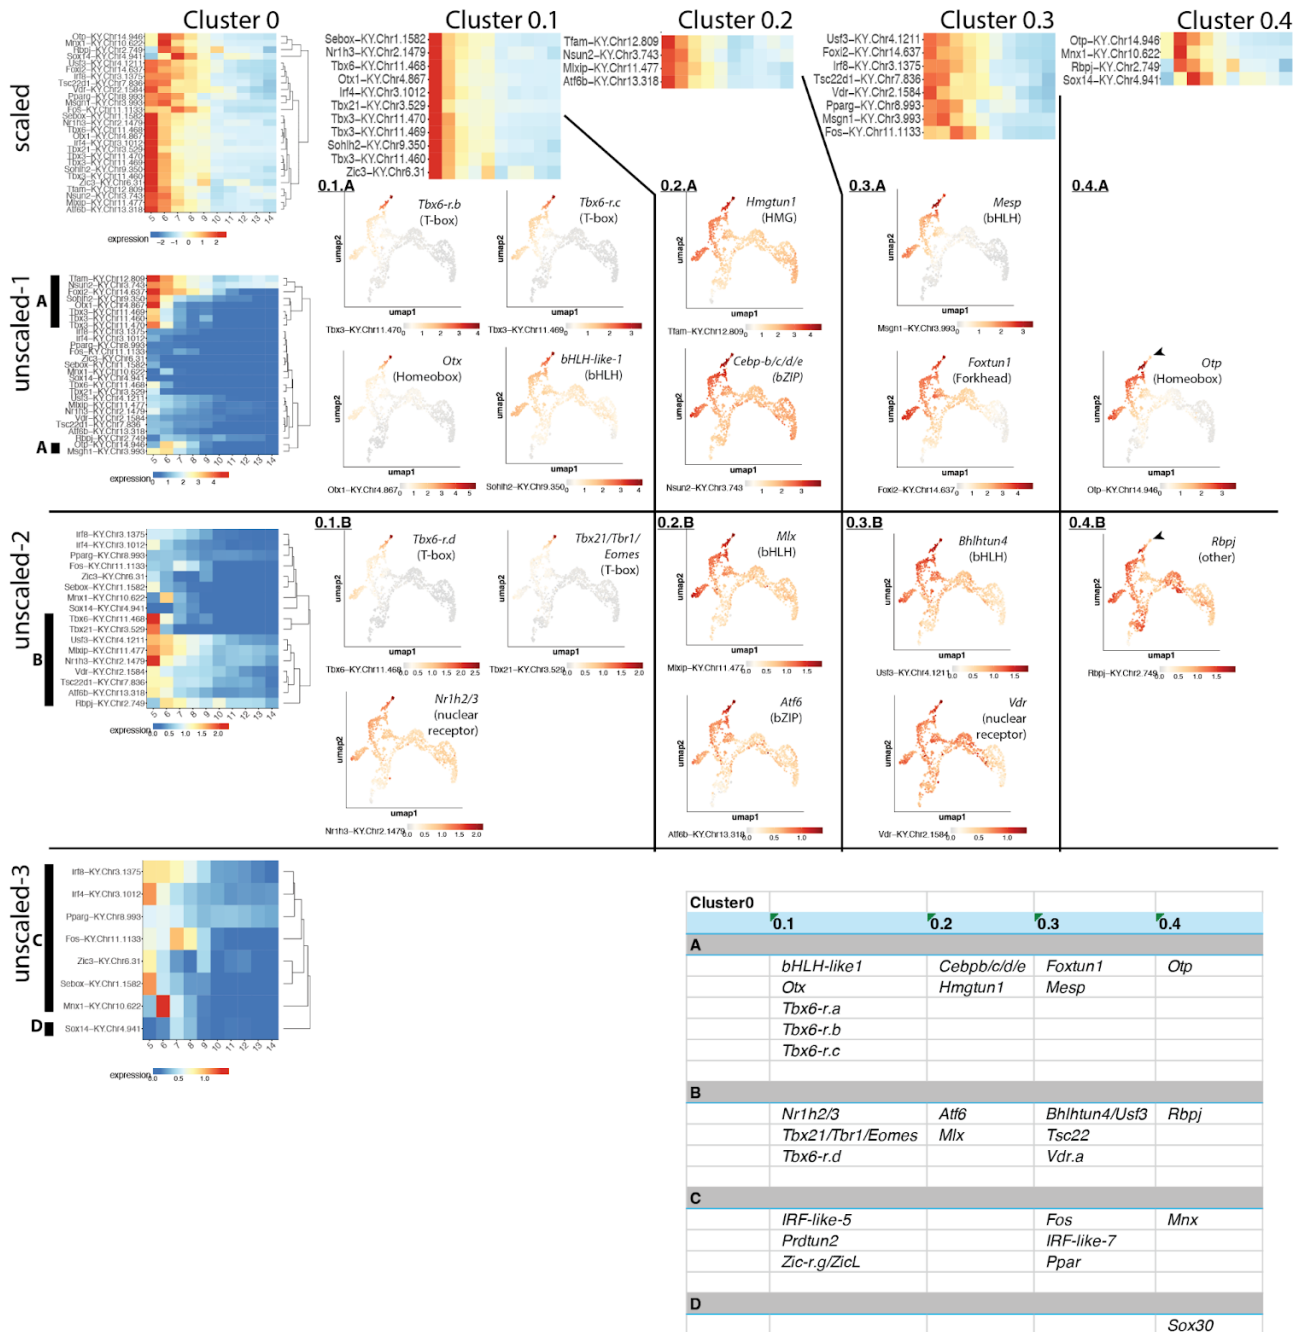

Appendix Figure S16

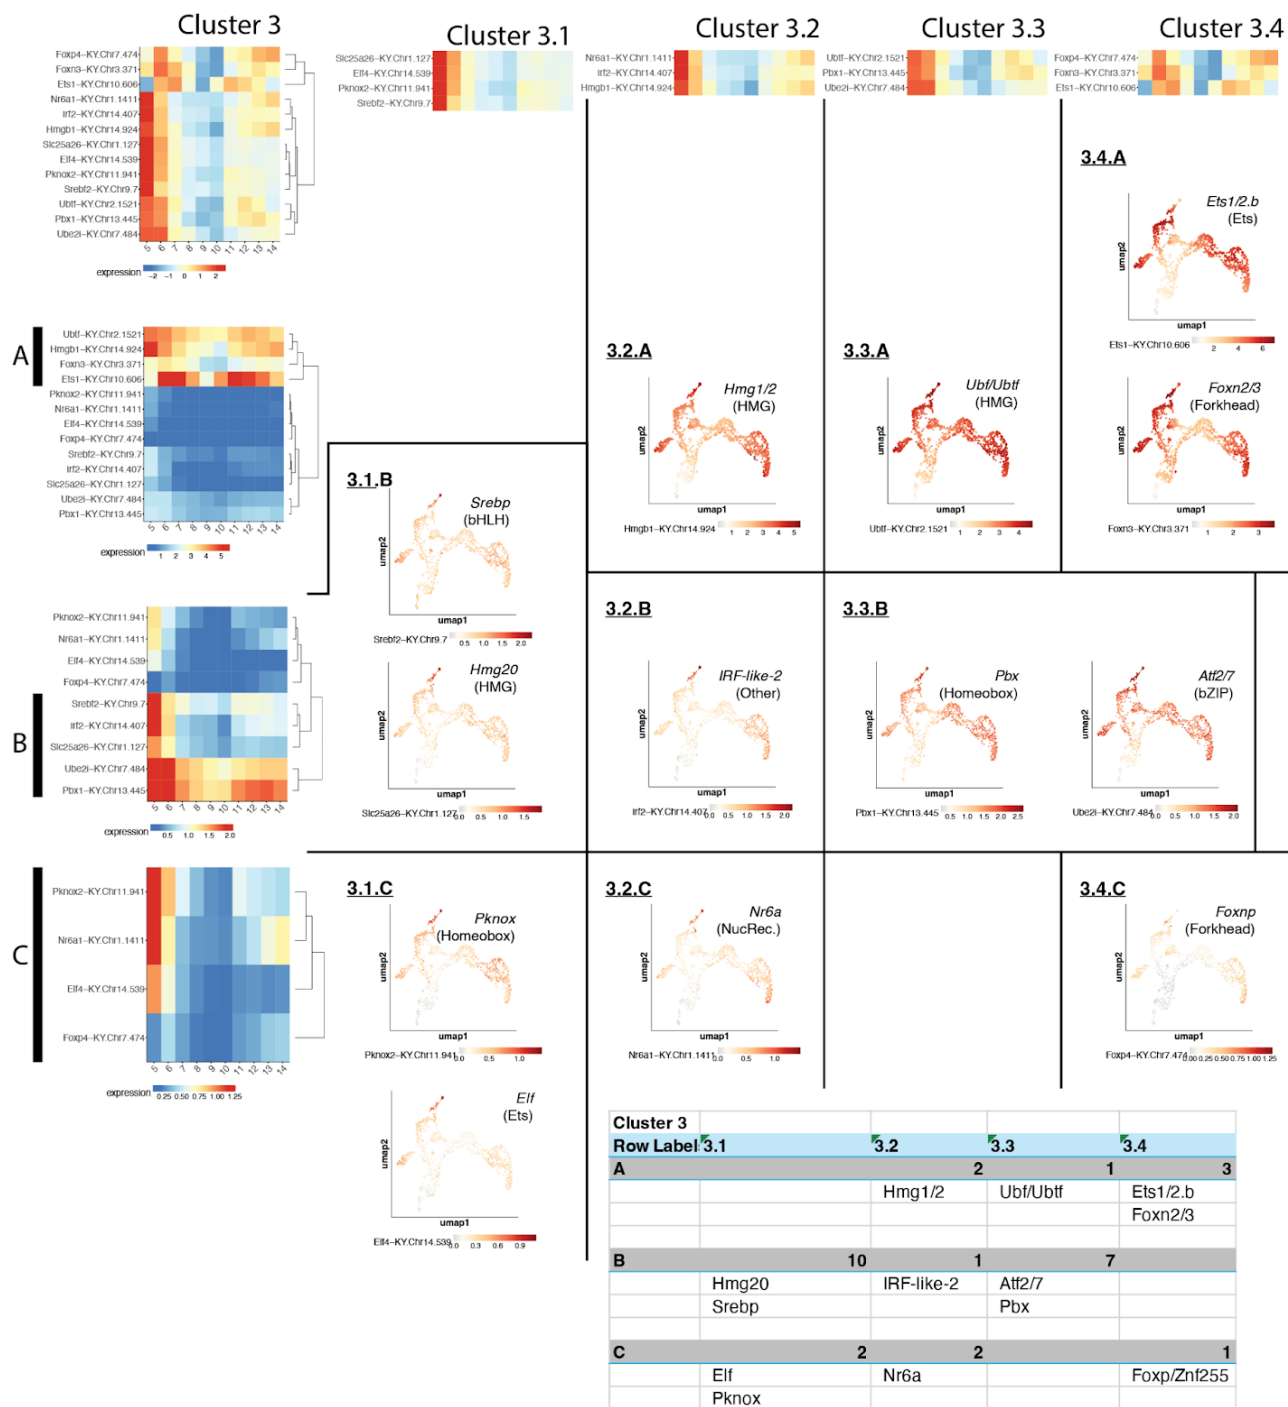

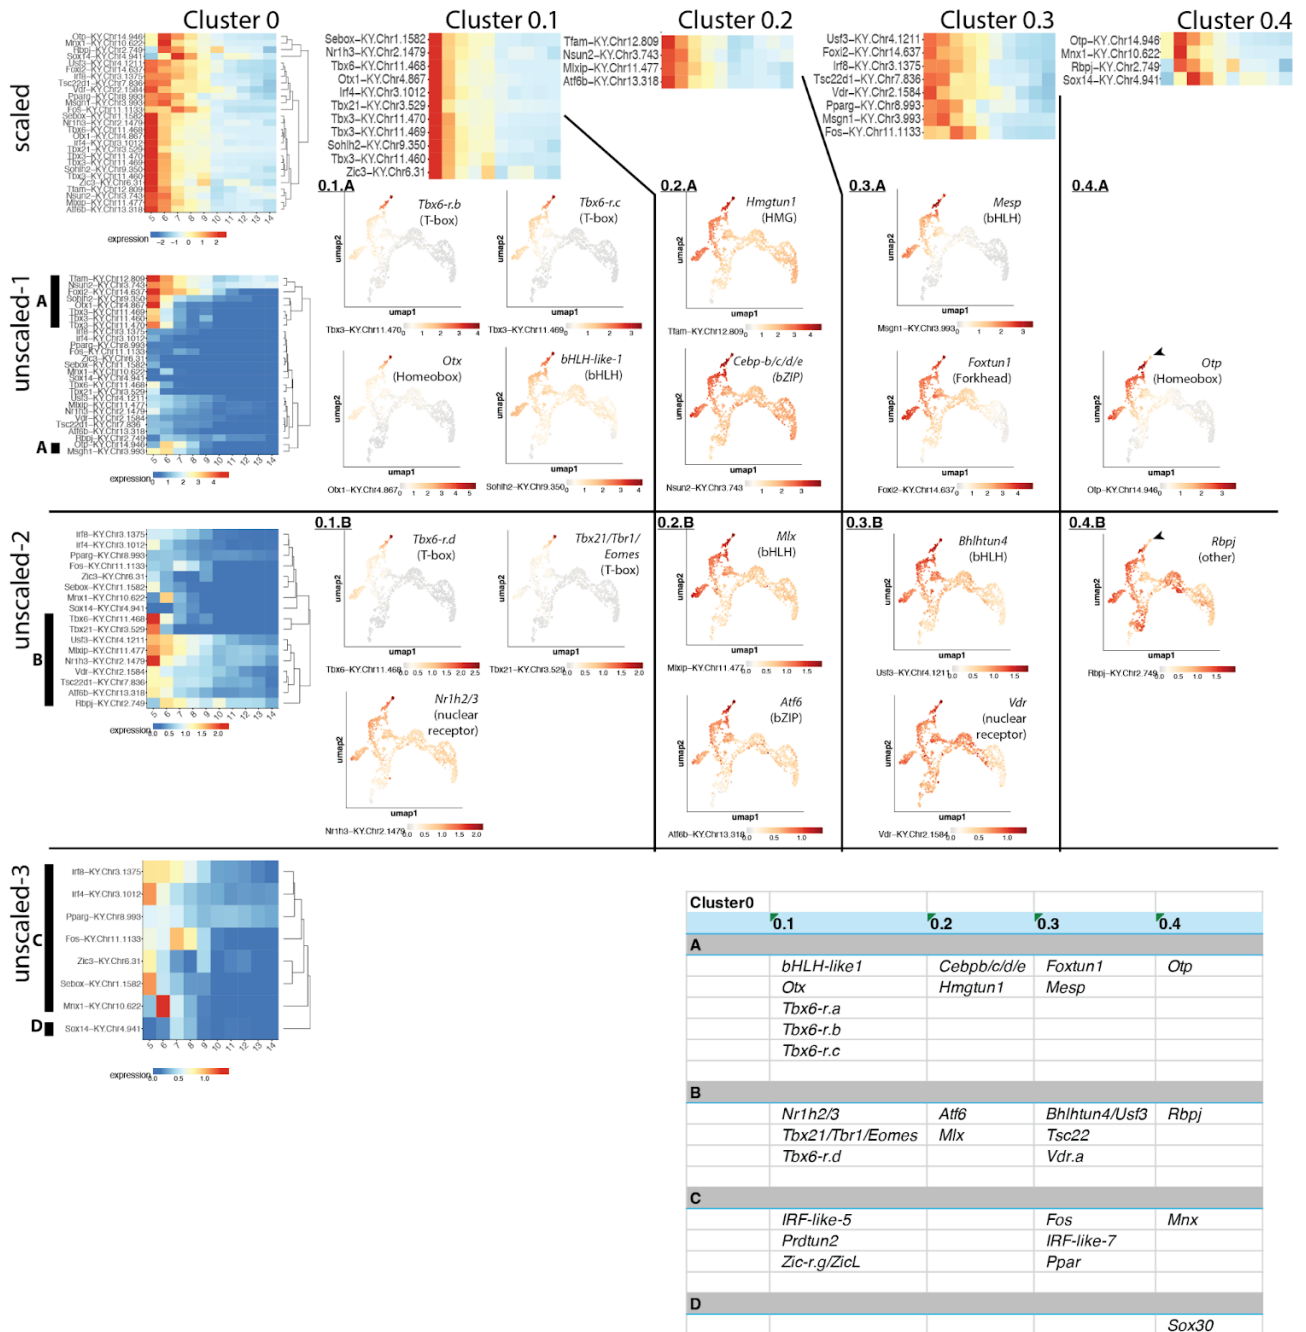

Appendix Figure S17

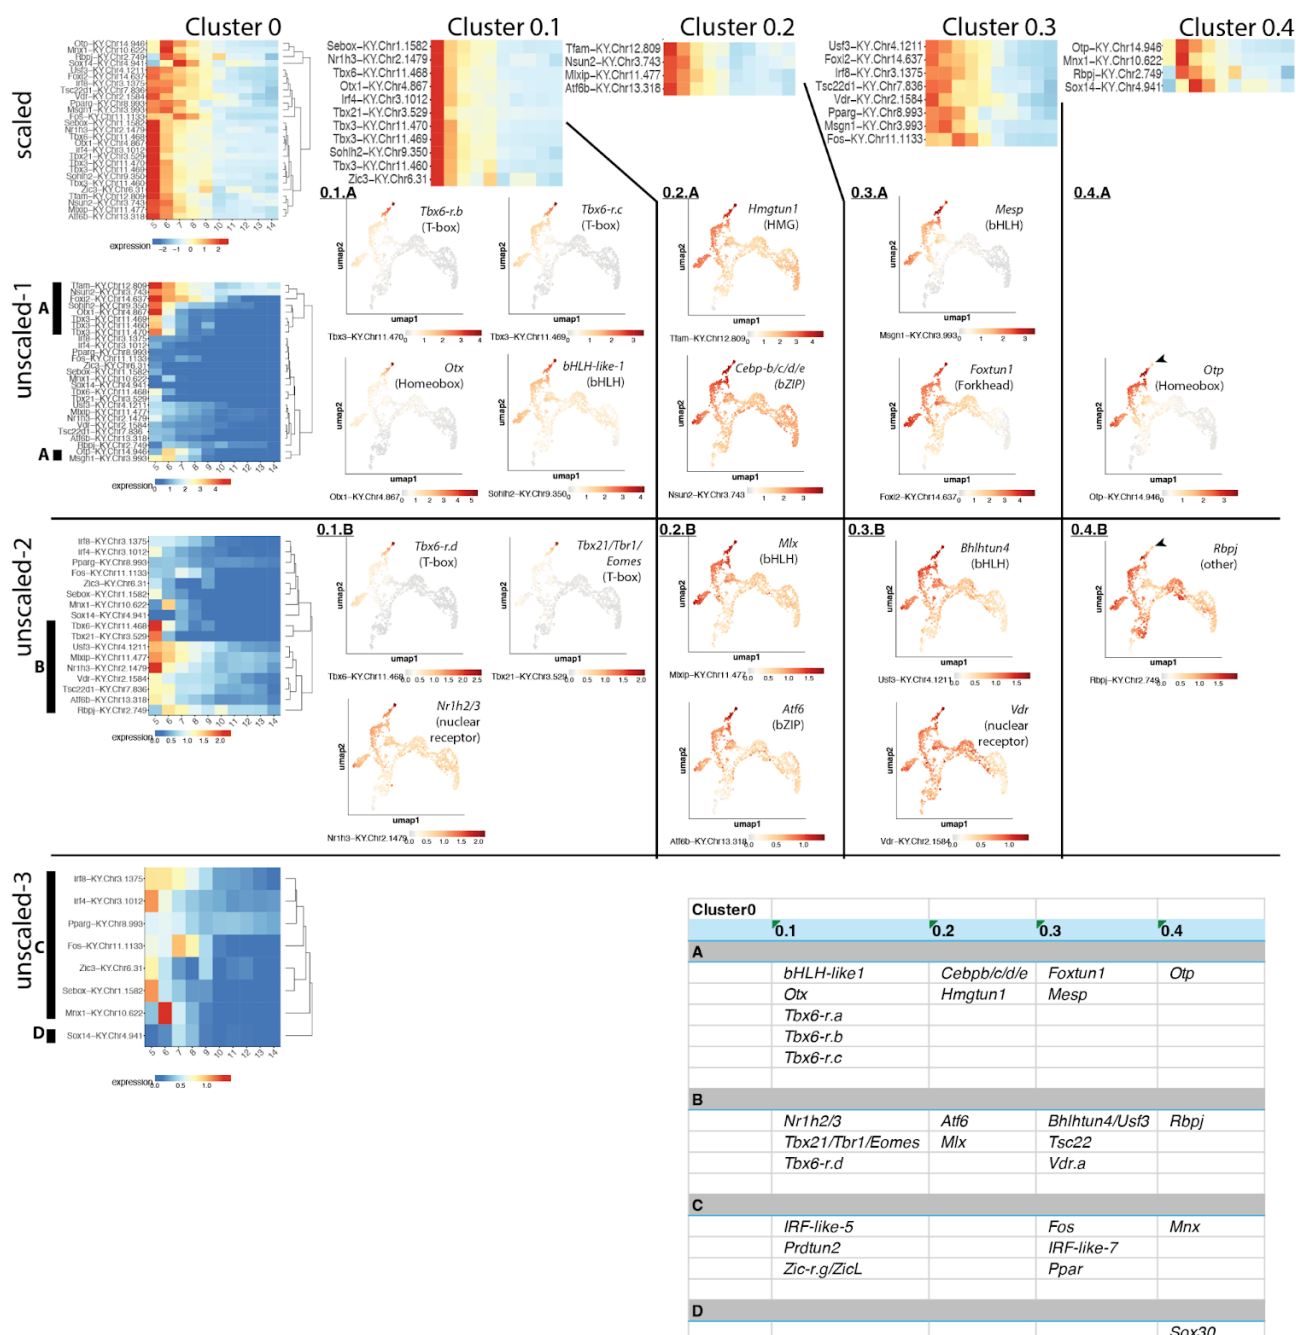

Appendix Figure S18

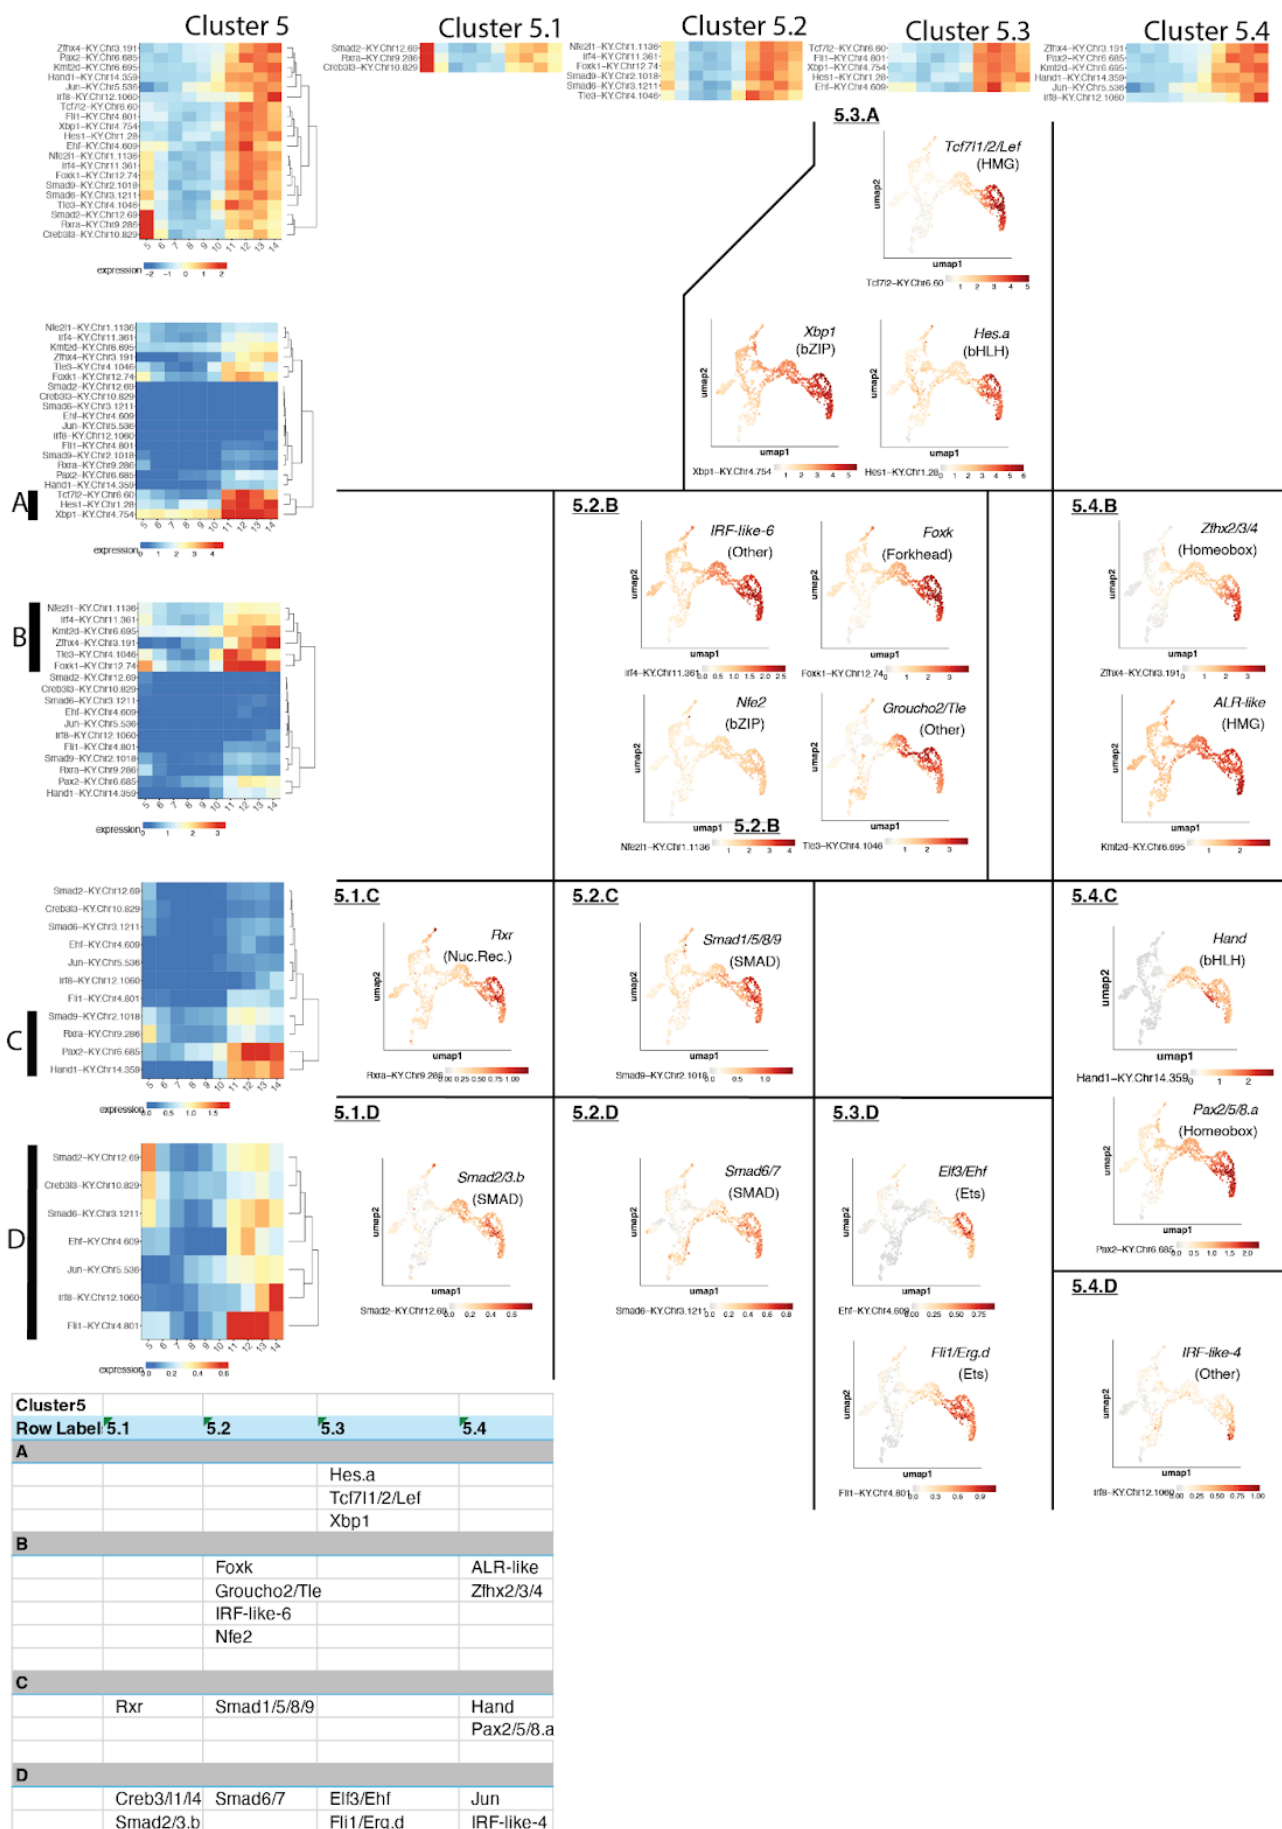

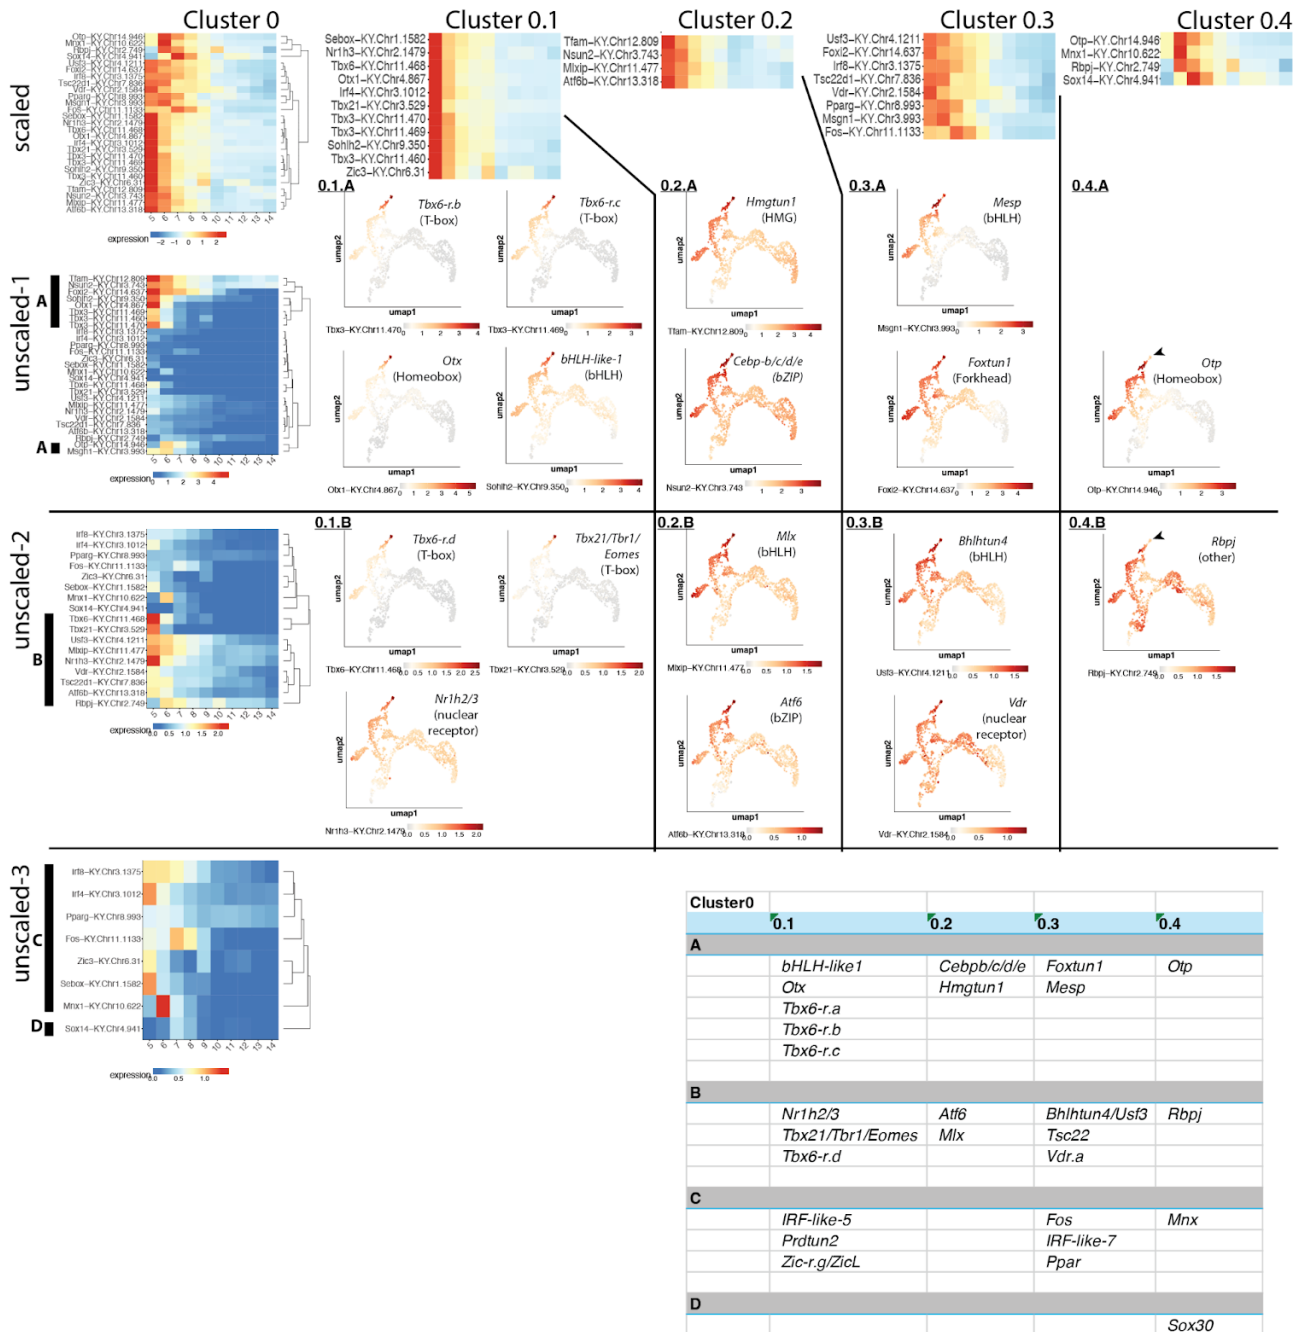

Appendix Figure S19

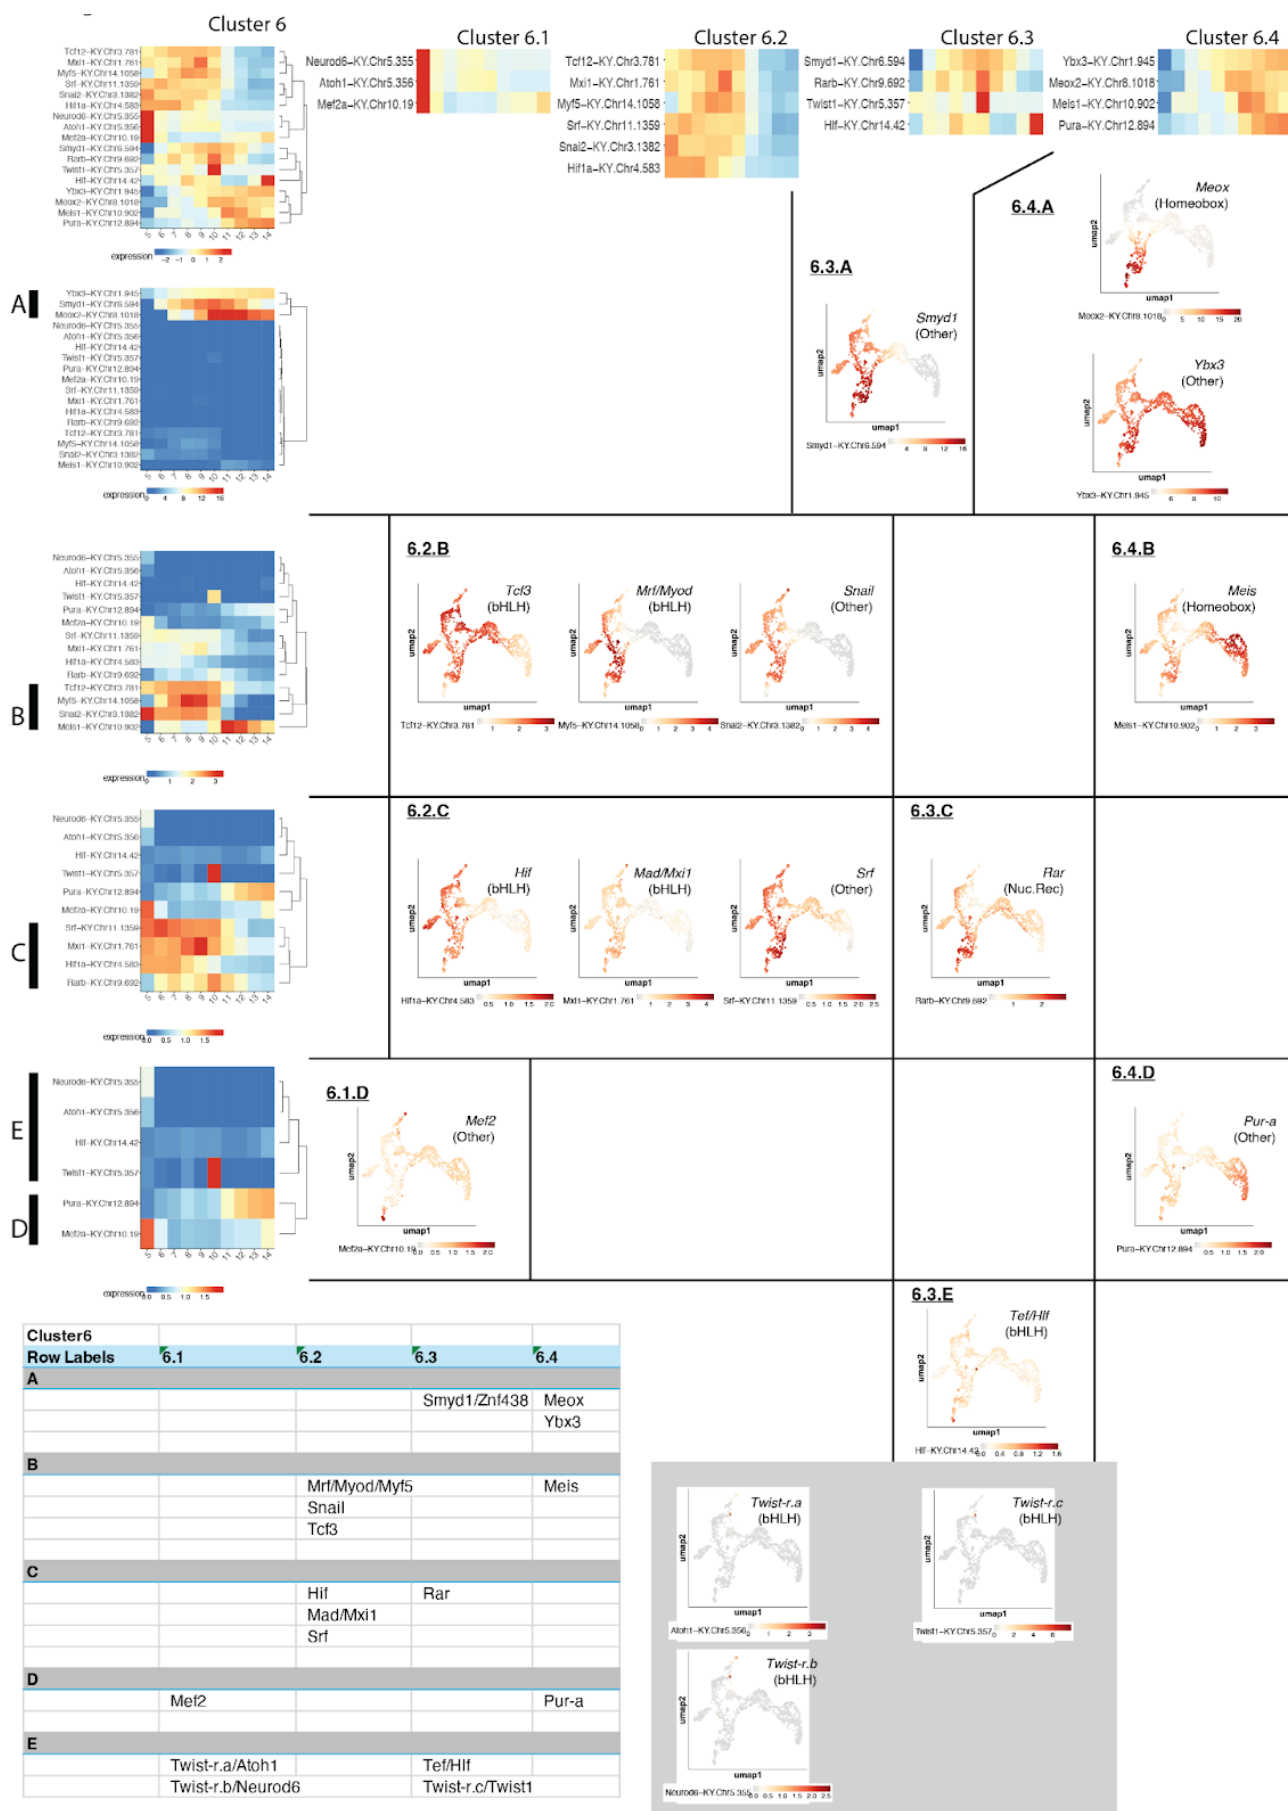

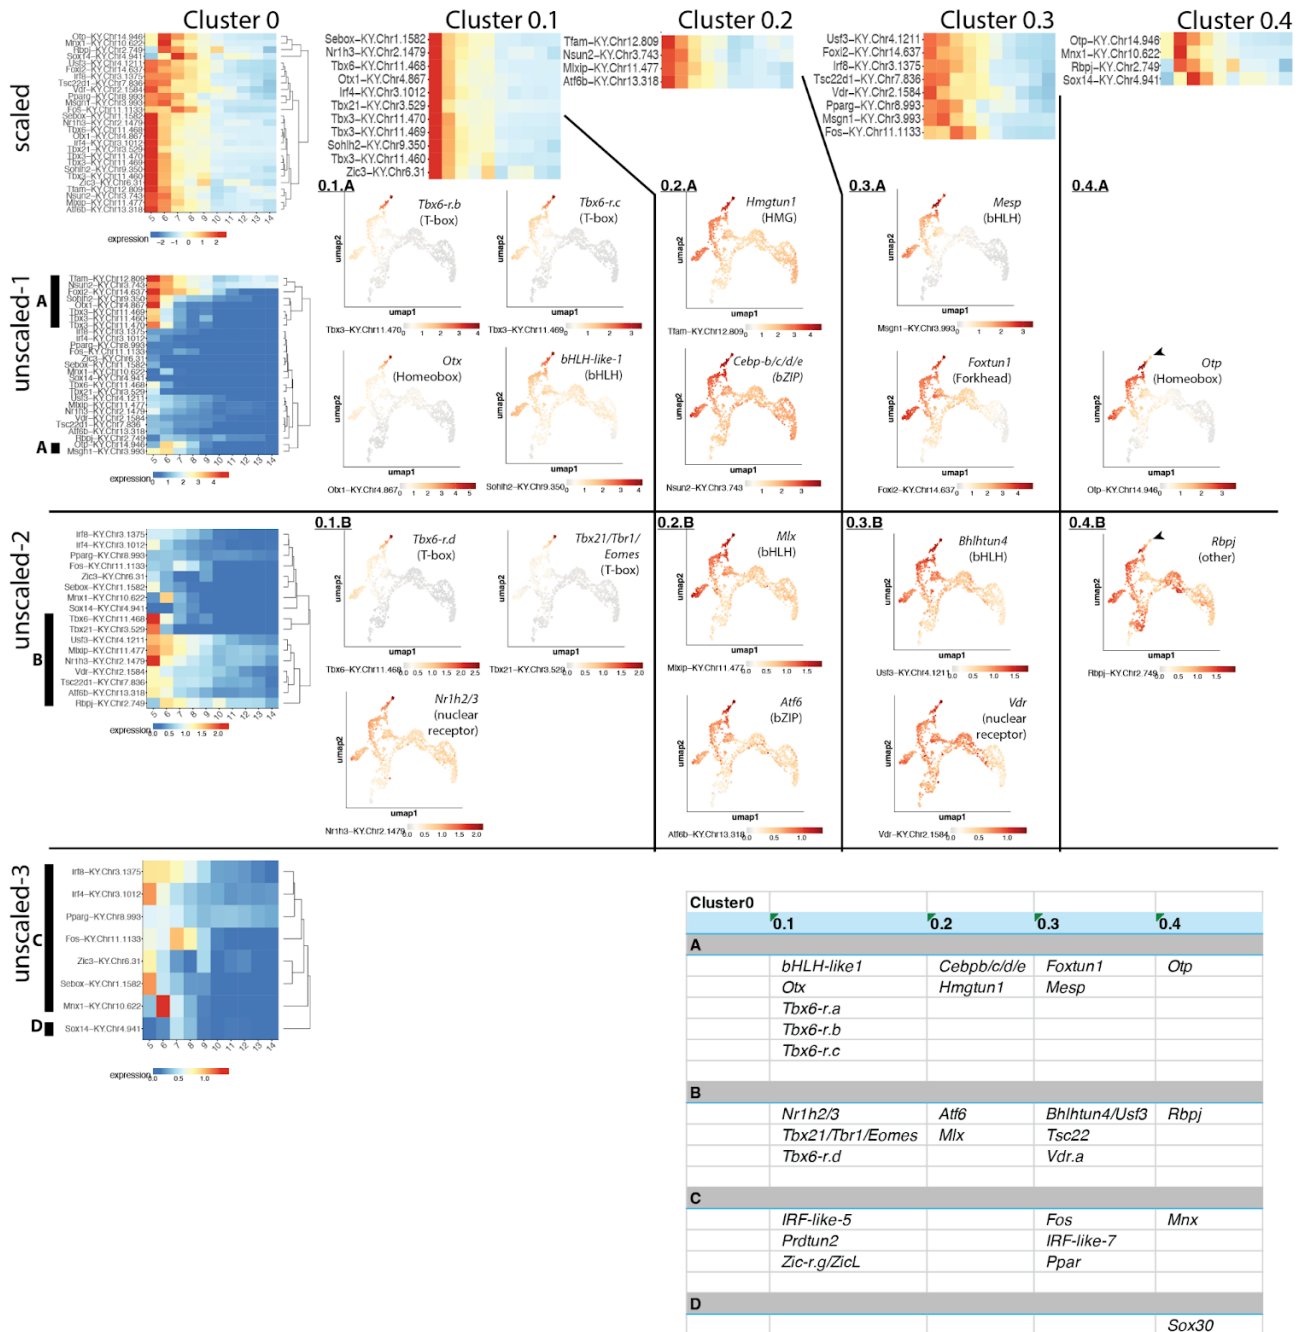

Appendix Figure S20

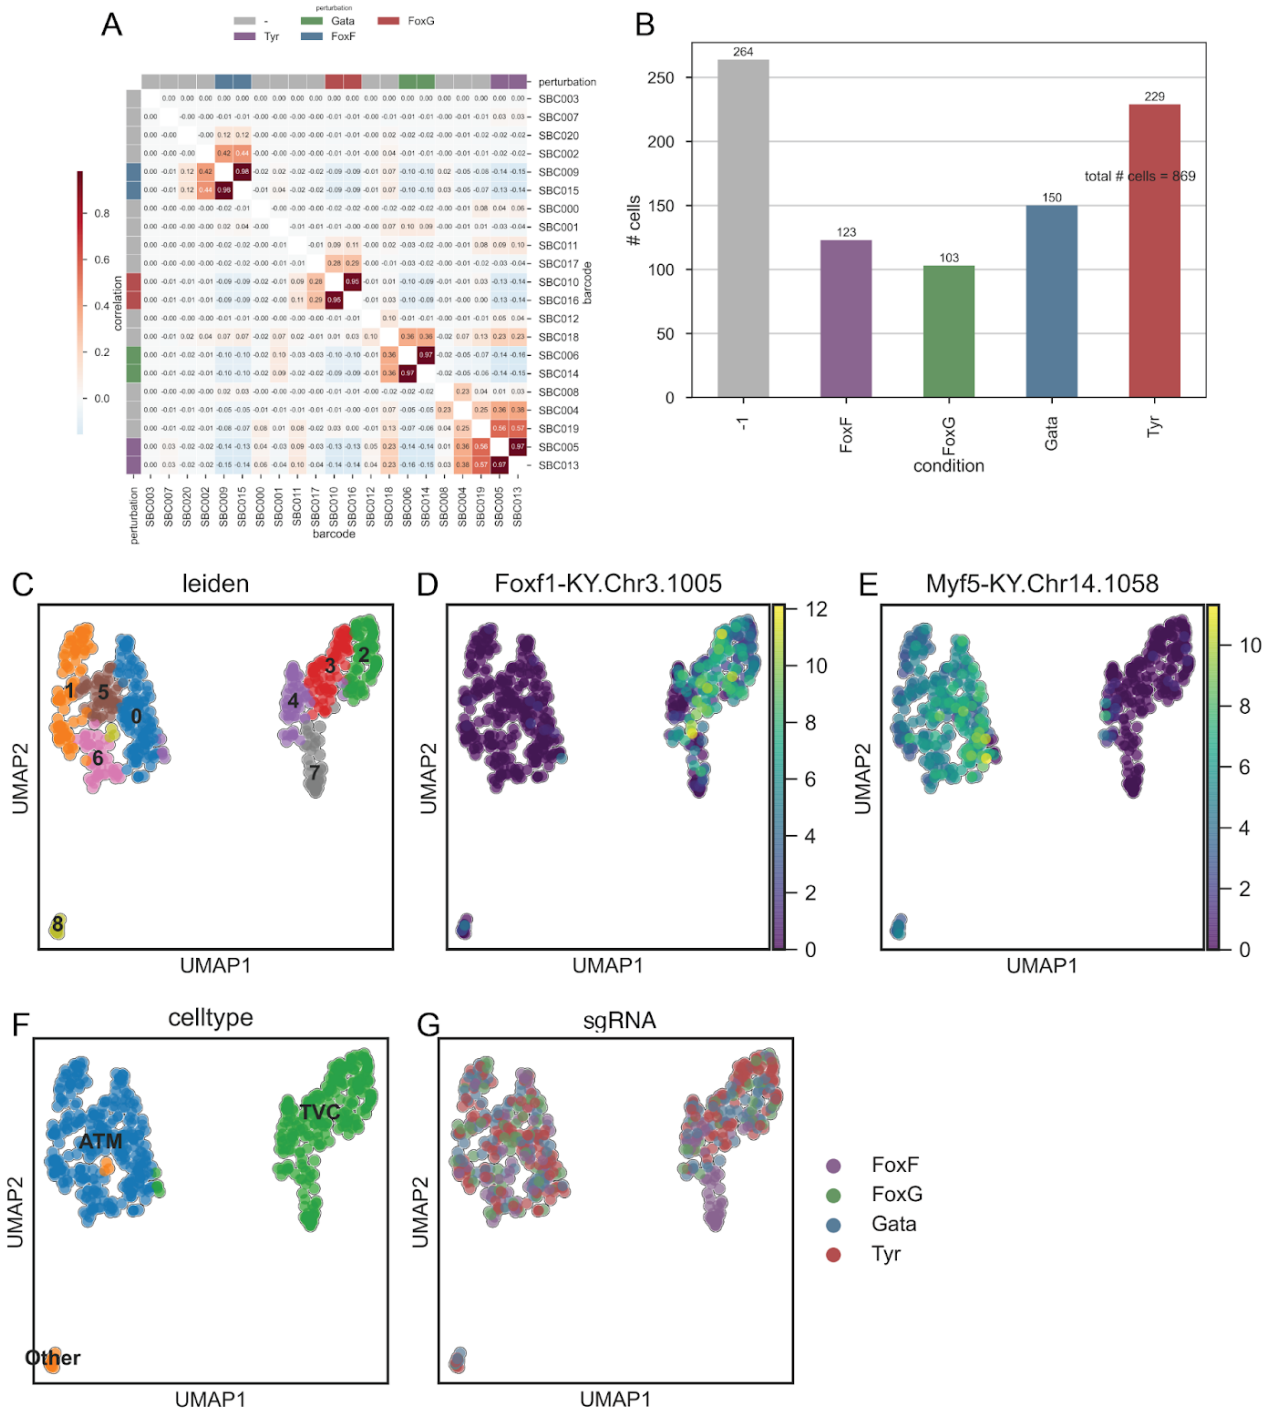

### Appendix Figure S21 - Figure 7-S8. Sample barcode recovery in the CRISPR x scRNA-seq experiment.

A. Correlation plot between co-electroporated pairs of sample barcoding constructs.

B. Distribution of sample assignment following barcode recovery.

C. UMAPs showing the distribution of individual single cell transcriptomes across Leiden clusters.

D-F. Expression of key cardiopharyngeal (Foxf, D) and anterior tail muscle (Myf5, E) markers allowing annotation of Leiden clusters as cell types (F). Distribution of individual CRISPR/Cas9 perturbations across single cell transcriptomes. Note the offset position of Foxf<sup>CRISPR</sup> transcriptomes (purple).

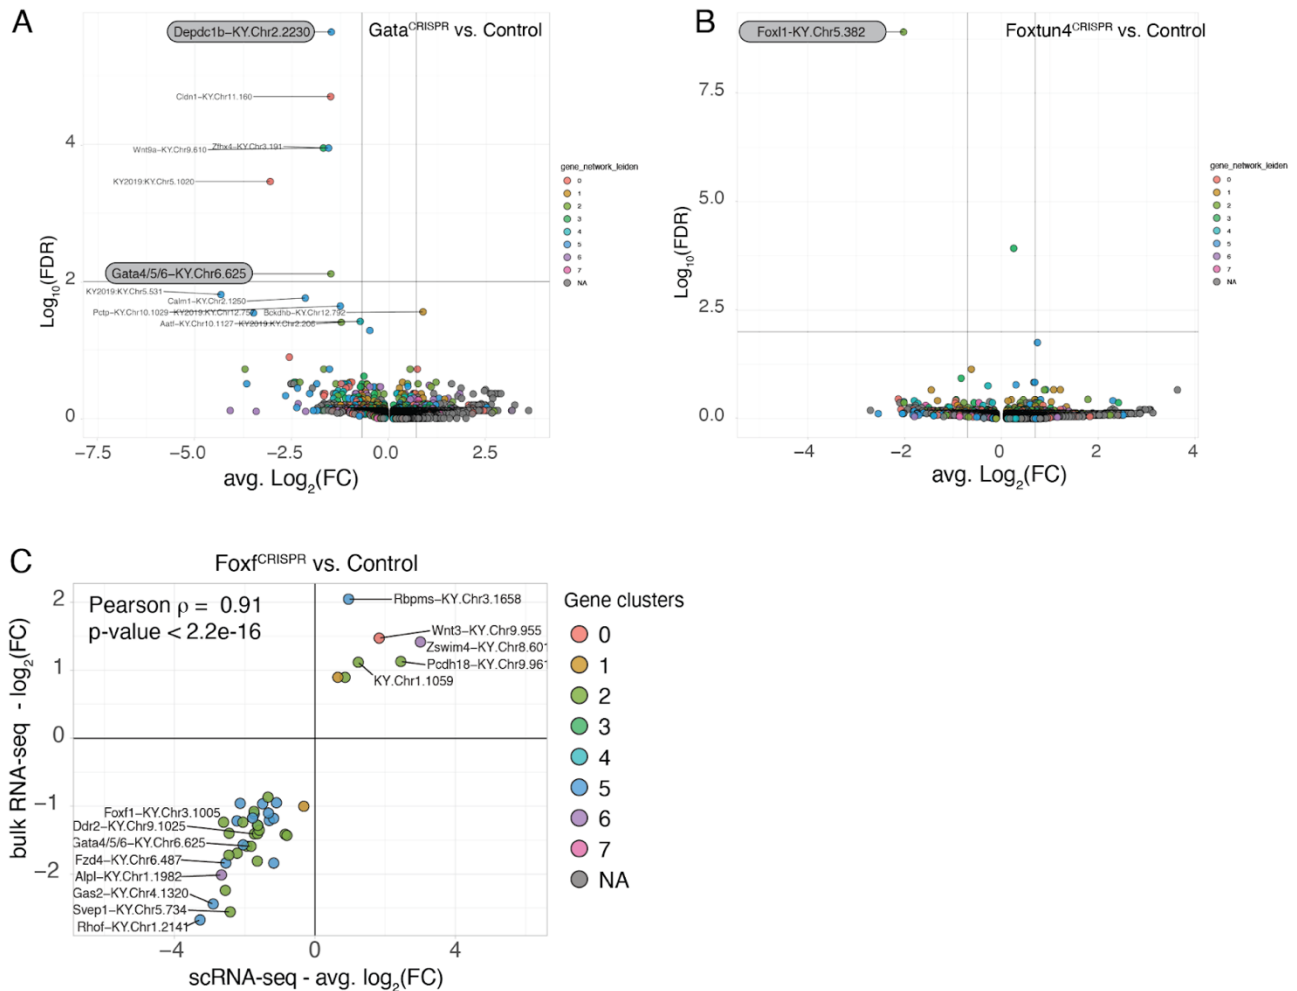

**Appendix Figure S22 - Figure 7-S9. CRISPR/Cas9-mediated mutagenesis targeting *Foxf*, *Gata4/5/6*, and *Foxtun4*, followed by scRNA-seq of FACS-purified cardiopharyngeal lineage cells.**

A. Volcano plot of  $\log_2$  fold gene expression change in *Gata4/5/6*<sup>CRISPR</sup> vs. Control conditions with colors of genes corresponding to their Leiden cluster identity.

B. Volcano plot of  $\log_2$  fold gene expression change in *Foxtun4*<sup>CRISPR</sup> vs Control conditions.

C.  $\log_2$  fold-change for top DE genes in *Foxf*<sup>CRISPR</sup> vs control comparing the scRNA-seq from this paper to the bulk RNA-seq of FACS-sorted cells from Racioppi et al. 2019, with significant correlation values indicated.

In A-C, color codes correspond to the gene clusters defined as in Figure 3B.

B >Cirobu.Depdclb\_promoter

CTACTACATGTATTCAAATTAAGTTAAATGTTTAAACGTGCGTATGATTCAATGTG-  
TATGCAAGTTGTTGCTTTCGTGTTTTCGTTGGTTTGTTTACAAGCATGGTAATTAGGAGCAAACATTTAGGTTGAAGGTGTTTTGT  
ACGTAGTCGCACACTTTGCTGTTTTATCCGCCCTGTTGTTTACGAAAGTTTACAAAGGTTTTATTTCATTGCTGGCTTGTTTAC  
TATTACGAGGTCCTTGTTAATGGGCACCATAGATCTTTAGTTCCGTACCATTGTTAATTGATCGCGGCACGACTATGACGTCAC  
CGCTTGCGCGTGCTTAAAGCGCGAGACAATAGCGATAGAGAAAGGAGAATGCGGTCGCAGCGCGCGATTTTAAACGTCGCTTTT  
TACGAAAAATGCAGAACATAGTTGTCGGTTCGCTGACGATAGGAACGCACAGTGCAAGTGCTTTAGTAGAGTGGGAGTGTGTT  
GTATATGATACATG

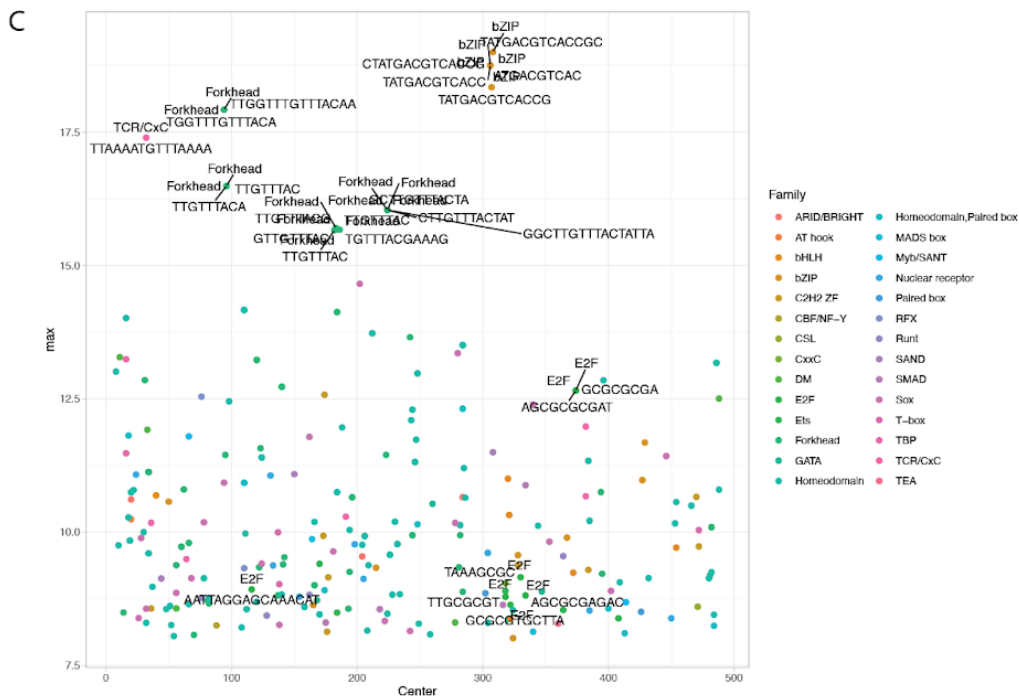

Appendix Figure S23 - Figure 8-S1. Putative Transcription Factor Binding Motifs in the Depdc1b enhancer, which are conserved between *Ciona robusta* and *Ciona savignyi*, and in the Depdc1b proximal promoter region.

- The sequences used correspond to the alignment shown in Figure 4, and the x axis correspond to the position on each sequence. The y axis shows the motif scores obtained

- from Cis-BP, using motifs inferred by homology for *Ciona* homologs of transcription factors indicated as color codes. Transparency is also inversely correlated with motif score. The shapes correspond to the species, *Ciona savignyi* (dots) or *Ciona robusta* (triangles).
- . Sequence of the proximal promoter region of *Cirobu.Depdc1b* with putative E2F motifs highlighted.
  - . Putative transcription factor binding sites, inferred by Cis-BP, with scores (y axis) mapped onto the position of the sequence (x axis) for indicated TF families.

# Supplementary material for: Cell cycle-driven transcriptome maturation confers multilineage competence to cardiopharyngeal progenitors
**Source:** EMBO J. 2025 Nov 3;44(24):7649–76. doi: 10.1038/s44318-025-00613-y
**Supplement:** Supplementary file 15 — Source data Fig. 8

Confocal z-stacks were processed with maximum projection and adjusted for brightness before export as .tif files. Adobe Illustrator was used to rotate, crop, and add a dashed midline and arrows to the original .tif file.

How the deposited data were processed for this re-analysis (not part of the article)

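Droplet single-cell RNA-seq was analysed for both experiments of the paper that have their own libraries here, the time series (1 library, 10 pooled time points from 5 to 14 hpf) and the CRISPR experiment (2 libraries, labelled repeats 1 and 2, each with Foxf, Gata4/5/6, Foxtun4 and control CRISPR pooled). The authors deposited counts of UMIs per gene and cell, made with Cell Ranger 3.0.1 on the KY2019 gene models with 21 sample barcodes added as artificial genes, and these counts were not normalized. The cell barcodes had already been filtered by Cell Ranger, and the lowest total was 503 UMIs in the time series. The paper also names barcode counts made with Bowtie, which are not used here. Gene names are matches to genes of other species as the paper's tables give them, and each is printed with its identifier.

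In the time series, cells with a number of genes between the 1st and the 99th percentile were used, and in the CRISPR experiment all deposited cell barcodes. A cell was assigned to a time point or condition when both barcodes of a pair had at least 1 UMI and the pair held at least 75% of the UMIs of all mapped pairs. The map of pairs to time points and conditions was read from the colour keys of Appendix Figs. S6D and S21A. Cells with mixed pairs were not used, and no other doublet filter was applied. In simulated cells this rule assigned 94.0% of single cells, 100% of them to the right pair. It also assigned 43.4% of doublets of different pairs, so an unknown part of the real assigned cells are doublets. The simulation took only the barcode pairs from the time series and drew barcode counts at chosen rates. Its shares therefore do not measure the error in the real cells. Cells were scaled to 10000 UMIs, log-transformed and clustered (scanpy 1.11.5, igraph 0.11.9) on 2000 variable genes, 30 principal components and 15 neighbours by the Leiden method at a resolution of 1 with 2 iterations. Barcodes, Foxf, Gata4/5/6, Foxtun4 and Depdc1b were kept out of the variable genes. A marker counted for a cluster when at least 20% of its cells had a UMI and its CPM was at least 2 times the mean of the other clusters, with a pseudocount of 10 CPM. A cluster took the name of a class with at least 3 counting markers and at least 3 times as many as any other class. The lists held 10 TVC, 10 ATM and 5 founder markers from Datasets EV2 and EV4.

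For the time series, UMIs were summed over the barcoded cells of a time point outside ATM-like clusters, and no direction is drawn from sums of fewer than 20 cells. There are no replicates, and the 95% intervals (exact Poisson, conditional binomial, Clopper-Pearson) cover counting error alone. On simulated counts with a mean of 20, the Poisson interval held the mean in 95.6% of 5000 draws. Medians of gene lists have order-statistic intervals, and complete lists were placed among 10000 random lists matched on mean expression. Pseudotime was diffusion pseudotime, and states were cut by Ward clustering (scikit-learn 1.9.0).

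For the CRISPR experiment, UMIs were summed per repeat, condition and class, with at least 5 cells per sum. The ATM-like sums hold 344915 to 2894973 UMIs. The sums were fitted with edgeR 4.0.16 (R 4.3.3, TMM, its filter on low counts, quasi-likelihood test, all 4 conditions of a class in the fit), and p was adjusted by Benjamini-Hochberg within each contrast. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change over 0.5. SE is the log2 fold change divided by the square root of F. The difference between the Foxf effect in TVC-like and ATM-like cells was tested as an interaction over the sums of both classes. Gene lists were tested with camera and fry from limma 3.58.1, with an inter-gene correlation of 0.01 and a prior count of 2. DESeq2 1.42.0 was the other test. A fold against a group with 0 UMIs is a bound against a floor of 3 UMIs over the group, and with 1 to 3 UMIs the ratio is given with its interval.

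Sums with the same repeat number come from 1 pooled library, so shared deviations of the repeats were checked before the model was chosen. Across genes, the correlations of these deviations between conditions were -0.0386 to 0.121 in TVC-like and -0.0936 to 0.264 in ATM-like cells. The fit has no term for the repeat, and a fit with one is among the alternatives. The spread between repeats was 1.71 to 3.17 times that of counting alone, as chi-square per degree of freedom. On sums simulated at the depth of Foxf CRISPR and control, edgeR called 121 of 200 changed genes (60.5%, and 79.3% of those changed 4-fold), with 9 of 130 calls on unchanged genes. DESeq2 called 86, with 1 more on an unchanged gene. Changed genes are thus often missed at this depth.

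Genes are named under a rule written before the data were examined. It takes every gene that the paper names for these experiments and pairs with an identifier, the 5 lower and the 5 higher called genes with the largest change in the same direction in both repeats, and the 5 largest and 5 smallest ratios of 12 to 8 hpf among genes with at least 100 UMIs. Values in the paper's tables had been seen before the rule was written. Likewise the alternatives, markers, thresholds and tests were set before the data were examined, apart from those said below to have been chosen afterwards. Datasets EV3 and EV4 were complete and served for list tests. Datasets EV1, EV2 and EV5 to EV7 were held in part, so no enrichment was computed on them. The imaging, the whole-embryo library, the bulk RNA-seq, the chromatin data and RNA velocity were not analysed here. Single values of some genes under the rule are not reported here. Further tools were python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, anndata 0.12.19 and matplotlib 3.10.9.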

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

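The tests that read the genes outside and inside the range between both control classes were chosen only after the result was seen, and the others before.

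The effect of Foxf CRISPR differed between TVC-like and ATM-like cells for 25 of 7306 genes tested (edgeR interaction, Benjamini-Hochberg adjusted p under 0.05 and absolute log2 difference over 0.5), 11 of them lower and 14 higher in TVC-like cells, and 530 genes had an unadjusted p under 0.05. DESeq2's Wald test called 16. The paper compares conditions in cardiopharyngeal progenitors and does not report this difference. For 25 of the 25 the effect was larger in TVC-like cells, where 24 were called on their own, while 9 had an unadjusted p under 0.05 in ATM-like cells. The smallest adjusted p belonged to Asb2-KY.Chr7.1211, with a log2 difference of -2.21, and KY.Chr10.629, with 2.19, both at 1.93e-04 by edgeR with Benjamini-Hochberg, with the same direction in both repeats. Both were called in all 18 alternatives, over which the adjusted p ranged from 1.82e-09 to 0.0216 and from 7.05e-07 to 0.0196. Zswim4-KY.Chr8.601 (2.44, adjusted p = 9.80e-04, edgeR with Benjamini-Hochberg) was called in all 18 too, with an adjusted p from 1.32e-08 to 0.0403. Others were Mthfd1-KY.Chr3.366 (-2.98), KY.Chr9.1132 (-2.99), KY.Chr1.1309 (-2.05), Meis1-KY.Chr10.902 (-1.52), KY.Chr1.1472 (3.25), Rgs21-KY.Chr4.237 (2.89) and KY.Chr1.1059 (2.38), called in 17, 9, 11, 13, 8, 10 and 14 alternatives. Leaving out 1 library at a time gave 4 to 23 genes, with 4 without Foxf ATM-like repeat 2, 5 without control ATM-like repeat 1, 8 without control ATM-like repeat 2, and 13 without Foxf TVC-like repeat 2 or control TVC-like repeat 2.

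Mixing of ATM-like RNA into the Foxf CRISPR TVC-like sums, by doublets or misplaced cells, was tested in several ways. Over the 10 ATM genes used to name clusters, the excess in Foxf CRISPR allows a share of ATM-like RNA of at most 35.9% (median 5.31%, lowest -0.27%), while the median gene called lower would need 67.6%. That test alone was undecided under the limit set for it beforehand, so the weight rests on the tests chosen afterwards. Of the 25 genes, 16 lay below or above both control classes in Foxf CRISPR TVC-like sums, where mixing cannot bring them. The 9 inside that range would need a median share of 69.5% (21.5 to 80.5%), above the 35.9% allowed. These values argue against mixing as the whole cause, though a smaller share may add to single genes. A lower total depth is not behind the difference, since the ATM-like sums of Foxf CRISPR and control hold 2.135 times the UMIs of the TVC-like sums (5740261 against 2689153). This does not measure the power for a single gene, as some are rarer in ATM-like cells (Asb2-KY.Chr7.1211 at 88.0 CPM in control against 2411 in TVC-like cells) and the spread between repeats is larger there (2.63 and 2.34 against 2.08 and 1.87 for Foxf CRISPR and control, as chi-square per degree of freedom). A few abundant genes are not behind most of the calls, as 25 genes were called without the 50 most abundant genes, 24 of them also called with these, which hold 39.2% of the UMIs. GC content, reads shared between copies and guides acting elsewhere were not tested. Foxf itself was rare in ATM-like cells, with 3.18 and 1.37 CPM in control against 582 and 434 in control TVC-like cells. No biological explanation was tested.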

How the results depend on the processing

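The alternative that keeps only clusters with at least 50% of their cells barcoded was chosen after the results were seen, and all others were set before the data were examined. Single genes outside Foxf CRISPR in TVC-like cells were limited to the targeted genes, Depdc1b-KY.Chr2.2230 and the named genes past the threshold, which was decided after the values were viewed. In a fit without 1 library, the lone sum left in a group is assumed to vary like the other groups. The alternative with TVC-like cells only gives no value in the time series. The cause of a change was not tested unless a sentence gives it.

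In the time series, the 2 results named beforehand stayed the same in 16 of 16 alternatives, with the candidate median at 2.73 against 3.25 when 1 barcode was enough and the TVC-like to ATM-like median at -0.85 against -0.91 at Leiden resolution 2. The share of assigned cells moved from 53.8% to 50.7% with at least 10 UMIs per pair and to 69.3% when 1 barcode was enough, by construction. The ATM-like share at 10 hpf moved from 30.0% to 23.6% when 1 barcode was enough, to 35.4% with all deposited cell barcodes and to 35.9% at Leiden resolution 2. The median pair correlation was 0.961 against 0.983 on log(UMI + 1), and rho of pseudotime and hpf was 0.941 against 0.952 on 15 components. The last state held 67.1% cells over 11 hpf with k-means and 63.8% otherwise. Of 292 alternatives for 36 single values, 224 stayed the same, 66 moved and 2 reversed. Both reversals came when 1 barcode was enough, where the log2 ratio of 12 to 8 hpf went from 0.43 to -0.16 for Bmper-KY.Chr13.487 and from -0.32 to 0.00234 for Max-KY.Chr5.121. With all barcoded cells, Smyd1-KY.Chr6.594 went from -6.69 to -2.001 and Myl1-KY.Chr1.2010 from -5.08 to -0.77. Foxf1-KY.Chr3.1005 went from -1.75 to -1.12 at Leiden resolution 0.5, and Nkx2-5-KY.Chr8.909 from 4.64 to 3.72 when 1 barcode was enough and to 6.46 with at least 10 UMIs. With only clusters at least 50% barcoded, Ptch1-KY.Chr5.727 went from 4.15 to 5.84 and Bmper from 0.43 to 1.237.

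For the CRISPR contrasts, edgeR with Benjamini-Hochberg called 262 genes for Foxf CRISPR in TVC-like cells (179 lower, 83 higher). DESeq2's Wald test called 117, edgeR without a filter on low counts 425, with only the groups compared 367, at Leiden resolution 0.5 198, and with DESeq2 size factors 261, of which 259 are shared. Leaving out 1 library gave 93 to 232 genes, with 93 without Foxf repeat 2 (49 lower, 44 higher), 112 without control repeat 2, 157 without control repeat 1 and 232 without Foxf repeat 1. The median over all genes stayed between -0.04 and 0.01 in these fits. For Gata4/5/6 CRISPR, 10 genes became 6 by the Wald test, 79 without a filter (33 lower, 46 higher) and 20 at Leiden resolution 0.5 (13 lower, 7 higher). Fits without 1 library gave 3 (without control repeat 1) to 38 (without Gata4/5/6 repeat 2, 5 lower and 33 higher), with 6 without Gata4/5/6 repeat 1 and 6 without control repeat 2. With a filter on cells (at least 500 UMIs and genes between the 1st and the 99th percentile) the number stayed 10, with 7 lower and 3 higher against 9 and 1. For Foxtun4 CRISPR, 1 gene became 11 without a filter, and leaving out 1 library gave 0 to 1, with 0 by edgeR without control repeat 1, where 141 genes had an unadjusted p under 0.05 and DESeq2 with all libraries called 1.

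In ATM-like cells, edgeR called 0 genes for Foxf CRISPR (294 with unadjusted p under 0.05, and 1 called by DESeq2), 94 without a filter on low counts and 45 with only the groups compared. Without 1 library it called 0 to 6, with 6 without control repeat 2. For Gata4/5/6 CRISPR edgeR called 0 (122 with unadjusted p under 0.05, and 0 by DESeq2), 24 without a filter, and 0 to 0 without 1 library. For Foxtun4 CRISPR it called 0 (182 with unadjusted p under 0.05, and 1 by DESeq2), 16 without a filter, and 0 to 1 without 1 library, with 1 without Foxtun4 repeat 2. The 25 genes with a different Foxf effect in TVC-like and ATM-like cells became 16 by the Wald test (10 lower, 6 higher), 109 without a filter, 43 with only the groups compared, 40 with a filter on cells and 13 at Leiden resolution 0.5 (10 lower, 3 higher). The fits that leave out 1 library gave 4 (without Foxf ATM-like repeat 2) to 23 (without Foxf TVC-like repeat 1), with 5 without control ATM-like repeat 1, 8 without control ATM-like repeat 2, 13 without Foxf TVC-like repeat 2, 13 without control TVC-like repeat 2 and 17 and 19 in the others.

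Among the gene lists for Foxf CRISPR in TVC-like cells, 1 was past the threshold, the candidates of Dataset EV3. There were 2 by camera without a filter on low counts, where the cluster 0 transcription factors had a Benjamini-Hochberg adjusted p of 0.0499. With an estimated correlation camera called 0 lists, as the candidates had 0.206, and fry called 0, as they had 0.0505. Without 1 library camera gave 1 to 2 lists, with 2 without Foxf repeat 2, where the cluster 6 transcription factors had 0.00329. Of the candidates, with Benjamini-Hochberg adjustment over this list alone, edgeR called 18 and the Wald test 9, and edgeR without 1 library called 6 (without Foxf repeat 2) to 20 (without Foxf repeat 1).

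With the replicate block, the candidates had a camera adjusted p of 6.19e-07 (Benjamini-Hochberg), and edgeR called 272 genes for Foxf CRISPR in TVC-like cells (255 shared), 11 for Gata4/5/6 CRISPR and 21 for the difference between cell types. The call was lost for KY.Chr1.1731 (no UMI in Foxf CRISPR, at least 5.04-fold lower, adjusted p = 0.0507, edgeR with Benjamini-Hochberg). In the difference between cell types calls were lost for KY.Chr9.1132 (-2.99, 0.0597 by the same test) and KY.Chr1.1472 (3.26, 0.0618). The block changed no other call of a named gene.

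All reversed values came from genes that were not past the threshold. For Foxf CRISPR in TVC-like cells, Myl1-KY.Chr1.2008 and Myl1-KY.Chr1.2010 were at -0.26 and -0.20 at Leiden resolution 0.5, against 0.53 and 0.88. Pkn2-KY.Chr13.449 (-0.02) was at 0.0318 with the replicate block, 0.0109 with only the groups compared, 0.28 at Leiden resolution 0.5 and 1.72e-04 at resolution 2, and without 1 library from -1.06 (Foxf repeat 2) to 0.21 (Foxf repeat 1), with 0.21 without control repeat 1 too. Max-KY.Chr5.121 (0.01) was at -0.0329 by the Wald test, -0.0187 without a filter, -0.0447 with the block, -0.00592 with a filter on cells, -0.0137 and -0.0206 at Leiden resolutions 0.5 and 2, and without 1 library from -0.38 (Foxf repeat 2) to 0.14 (Foxf repeat 1). Without 1 library, Bmper-KY.Chr13.487 (0.17) ranged from -0.0103 (control repeat 2) to 0.53 (Foxf repeat 2) and Rbpms-KY.Chr3.1658 (0.93) from -0.67 (Foxf repeat 2) to 1.27 (Foxf repeat 1). For Gata4/5/6 CRISPR, Foxl1-KY.Chr5.382 (0.06) was at -0.24 at Leiden resolution 0.5, and ranged without 1 library from -0.0622 (control repeat 2) to 0.17 (control repeat 1), with -0.01 without Gata4/5/6 repeat 1. Depdc1b-KY.Chr2.2230 ranged without 1 library from -0.0286 (Foxtun4 repeat 2) to 0.30 (control repeat 2) for Foxtun4 CRISPR in TVC-like cells, against 0.15. In ATM-like cells it ranged from -0.51 (control repeat 1) to 0.69 (control repeat 2) for Gata4/5/6 CRISPR, against -0.19, with 0.24 without Gata4/5/6 repeat 2. For Foxtun4 CRISPR it ranged from -0.24 (control repeat 1) to 0.96 (control repeat 2), against 0.09, with -0.08 without Foxtun4 repeat 2. In the difference between cell types, Foxf1-KY.Chr3.1005 (-0.41) ranged from -1.41 (Foxf TVC-like repeat 2) to 2.34 (Foxf ATM-like repeat 2), with 0.36 without control ATM-like repeat 2. Foxl1-KY.Chr5.382 (-0.29) was at 0.00812 with a filter on cells and from -1.22 (Foxf ATM-like repeat 2) to 0.21 (Foxf ATM-like repeat 1) without 1 library.

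Over single genes of Foxf CRISPR in TVC-like cells, 506 of 548 alternatives stayed the same, 14 were weaker, 16 stronger and 12 reversed, and of 219 without 1 library 178 stayed, 32 were weaker, 3 stronger and 6 reversed. For Gata4/5/6 CRISPR 100 of 110 stayed and 9 were weaker, and without 1 library 23 of 44 stayed and 19 were weaker. For Foxtun4 CRISPR 40 of 40 stayed, and 13 of 16 without 1 library, with 2 weaker. In the difference between cell types 139 of 150 stayed and 10 were weaker, and without 1 library 79 of 120 stayed and 38 were weaker.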

Differences from the paper's values

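No test in this part was chosen after the result was seen, and no cause was tested.

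The paper finds 6 barcoded clusters in the time series, and 10 were found here at Leiden resolution 1. Of the alternatives, Leiden resolution 0.5 gave 7 and all deposited cell barcodes gave 9, which do not differ by more than 1.5-fold from the paper's number. The others gave 10 with at least 10 UMIs per pair, 10 with a barcode share of at least 90%, 11 when 1 barcode was enough and 13 at Leiden resolution 2.

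A sheet title of Dataset EV6 names MAST, a test over cells with cells as replicates, and the paper's text names no test for the CRISPR contrasts, while sums per repeat were tested here with edgeR. The log2 fold change of Foxf CRISPR against control in TVC-like cells differed by more than 1 standard error for some named genes, all with the same sign. For Cldn1-KY.Chr11.160 the paper gives -0.98 and -0.67 was found here, and the difference was gone without Foxf repeat 1 (-0.92) and without control repeat 1 (-0.88), and stayed in the other 12 alternatives. For Foxf1-KY.Chr3.1005 the paper gives -1.63 against -2.03 here, gone in the same 2 fits (-1.75 and -1.83) and present in the other 12. For Foxl1-KY.Chr5.382 the paper gives -0.61 against -0.81, gone with the replicate block (-0.78), without Foxf repeat 1 (-0.79) and without control repeat 1 (-0.71), and present in the other 11. For KY.Chr1.1059 the paper gives 1.236 against 1.51, gone without Foxf repeat 1 (1.215) and at Leiden resolution 0.5 (1.38), and present in the other 12. For Myl1-KY.Chr1.2008 the paper gives 1.2804 against 0.53, gone with a filter on cells (0.97) and at Leiden resolution 2 (1.06), and present in the other 12, with -0.26 at Leiden resolution 0.5.

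Myl1-KY.Chr1.2010 is called in the paper's table (1.236, adjusted p = 3.31e-04) and not here (0.88, adjusted p = 0.445, edgeR with Benjamini-Hochberg, higher in both repeats). Without a filter on low counts it is called (0.84, 5.67e-04 by edgeR with Benjamini-Hochberg). The paper's table gives Gata5-KY.Chr6.625 an adjusted p of 0.0656 in Gata4/5/6 CRISPR (-1.50), while its text counts the gene at FDR under 0.05, so it is open whether the tables hold the adjustment used for the text.

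The paper presents Depdc1b-KY.Chr2.2230 as the top candidate target of Gata4/5/6, and by p it ranked 3 here in Gata4/5/6 CRISPR. The genes ahead of it, KY.Chr5.531 and KY.Chr5.1020, were also called lower in Foxf CRISPR against the same control sums. KY.Chr5.531 is a leading gene of an unnamed CRISPR cluster in which 3 of 25 cells are barcoded. The paper excepts the barcodes SBC00 and SBC20 from a pair correlation over 0.98, and besides the pair of 14 hpf (0.323), which holds SBC00, the pairs of 11, 12 and 13 hpf were below it here, at 0.975, 0.978 and 0.911.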

Other observations

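No test in this part was chosen after the result was seen.

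In Foxf CRISPR TVC-like cells, genes that rise over 2-fold from 8 to 12 hpf had a median log2 fold change of -0.17 (779 of 1064 lower), and genes that fall over 2-fold had 0.28 (363 of 475 higher). This is consistent with a transcriptome closer to an earlier time point, but is not specific to it, since a loss of the genes of 1 program would shift the medians in the same directions. The median number of UMIs per cell in Foxf CRISPR was 0.972 of control in repeat 2 (17297 against 17798) and 0.816 in repeat 1 (15000 against 18393.5). A 1.5-fold lower depth, the limit set beforehand, is thus not present in either repeat, and an effect of the smaller difference in repeat 1 is not excluded. No other biological explanation was tested.

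In ATM-like cells edgeR with Benjamini-Hochberg called 0 of 6119 genes in each CRISPR condition. For Foxf, Gata4/5/6 and Foxtun4 CRISPR, 294, 122 and 182 genes had an unadjusted p under 0.05, and DESeq2 called 1, 0 and 1. A prediction on TVC-like RNA in these sums has no test, as no gene was called for Foxf CRISPR. The targeted genes are rare there. Gata5-KY.Chr6.625 had 2 UMIs in Gata4/5/6 CRISPR and 16 in control (ratio of CPM 0.151, 0.0168 to 0.642), Foxl1-KY.Chr5.382 had 3 in Foxtun4 CRISPR and 21 in control (0.259, 0.0495 to 0.868), and Foxf1-KY.Chr3.1005 had 1 in Foxf CRISPR and 7 in control (0.290, 0.00643 to 2.25).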
